# Estrogen Receptor-Regulated Gene Signatures in Invasive Breast Cancer Cells and Aggressive Breast Tumors

**DOI:** 10.3390/cancers14122848

**Published:** 2022-06-09

**Authors:** Emily Smart, Svetlana E. Semina, Luis H. Alejo, Nidhi S. Kansara, Jonna Frasor

**Keywords:** estrogen receptor, invasion, breast cancer

## Abstract

**Simple Summary:**

Metastatic breast cancer remains a major clinical problem, contributing to significant patient mortality, which is partly due to a lack of understanding around the early changes within the primary tumor. Tumors frequently become more aggressive and less treatable due to the activation of other signaling pathways, and, in ER+ disease, one of these pathways is NFκB. The coactivation of ER and NFκB (via IKKβ) promotes invasion and metastasis, and, here, we identify the signatures that are associated with these phenotypes. These signatures improve our understanding of how ER can drive aggressive disease, and may lead to the identification of key drivers, which could potentially be targeted with future therapies.

**Abstract:**

Most metastatic breast cancers arise from estrogen receptor α (ER)-positive disease, and yet the role of ER in promoting metastasis is unclear. Here, we used an ER+ breast cancer cell line that is highly invasive in an ER- and IKKβ-dependent manner. We defined two ER-regulated gene signatures that are specifically regulated in the subpopulations of invasive cells. The first consists of proliferation-associated genes, which is a known function of ER, which actually suppress rather than enhance invasion. The second signature consists of genes involved in essential biological processes, such as organelle assembly and vesicle trafficking. Importantly, the second subpopulation-specific signature is associated with aggressive disease and poor patient outcome, independently of proliferation. These findings indicate a complex interplay between ER-driven proliferation and invasion, and they define new ER-regulated gene signatures that are predictive of aggressive ER+ breast cancer.

## 1. Introduction

Breast cancer remains the most highly diagnosed cancer, with an estimated 276,000 cases diagnosed in the United States in 2020. Approximately 75% of breast cancers express estrogen receptor α (ER) [1], and women with ER+ tumors are typically treated with adjuvant endocrine therapies that block ER activity. Treatments include selective estrogen receptor modulators (SERMs), such as tamoxifen, and selective estrogen receptor degraders (SERDs), such as fulvestrant, both of which directly bind and target the activity of ER, and aromatase inhibitors (AIs), such as letrozole, which reduce estrogen production and thereby reduce ER activity. Despite the treatability of ER+ disease, the majority of breast-cancer-related deaths occur in patients with ER+ breast cancer, largely due to disease relapse, which can occur in up to 40% of patients [2]. Disease that has recurred is frequently more aggressive and metastatic and is often resistant to ER-targeted therapies. Current treatments for metastatic disease include endocrine therapy, chemotherapy, targeted therapies, surgery, and radiotherapy. Response is often unpredictable, which is partly due to the untargeted nature of some treatments. In addition, acquired resistance is common. Consequently, advanced metastatic ER+ disease remains a major clinical problem in need of new treatment options.

The role of ER in breast cancer has been well defined and is predominantly involved in promoting proliferation and cell survival [3,4]. However, its role in metastasis is less clear. The processes involved in metastasis can be summarized by the metastatic cascade. Tumors undergo invasion/migration out of the primary site, followed by intravasation into the lymphatic system, followed by the blood stream and circulation, before undergoing extravasation into the metastatic niche and, lastly, colonization [5]. The ER’s role in promoting metastatic processes has largely been defined by its loss of classical function, through the gain of crosstalk mechanisms with other signaling pathways, or by changes in ER coregulators [6]. ER participates in extranuclear signaling from either the cytosol or membrane, promoting the activation of signaling pathways, such as MAPK or PI3K, which leads to increased cell motility and metastasis [7,8]. A complex crosstalk mechanism between the androgen receptor (AR) and the ER has also been shown, in some instances, to promote therapy resistance. Although it has been shown that AR coexpression is widely associated with a favorable prognosis due to the repression of ER activity, there are cases where high levels of AR in ER+ tumors have been shown to promote endocrine-therapy resistance [9] and EMT [10], which ultimately lead to more aggressive disease [11].

Coactivators have also been implicated in the ER’s metastatic function. For example, the ER coregulator AIB1 has been shown to promote metastasis via the activation of the matrix metalloproteases MMP2 and MMP9 [12]. Similarly, SRC1 promotes invasion and metastasis via TWIST upregulation [13]. A recent publication from Fu et. al. reports that the overexpression of the pioneer factor FOXA1, which facilitates ER binding to chromatin, drives a genome-wide transcriptional reprogramming that promotes metastasis [14]. These studies suggest that the modification of the ER function is common in metastatic ER+ disease. This modified function contradicts the ER’s classical role in many of the processes involved in the metastatic cascade. ER has been extensively reported to suppress invasion and metastasis by suppressing EMT [15,16], increasing adhesion [17], and promoting a ‘non-invasive’ cytoskeletal architecture [18]. In addition, ESR1 mutations have been associated with therapy-resistant metastatic disease. ESR1 mutations drive the ligand-independent growth of ER+ disease. Three common mutations, Y537S, Y537N, and D538G, were more prevalent in the endocrine-refractory metastatic tumors of patients but were absent from their matched primary tumor. These findings, along with the finding that ESR1 mutations are relatively absent from endocrine-naïve patients, suggest that mutations are acquired as a result of therapy and can lead to aggressive disease [19].

Clearly, the role of ER in metastasis is complex, and its function in promoting the migration and invasion of tumorigenic cells remains unresolved. In this study, we aimed to better understand the mechanisms by which ER promotes invasion by utilizing a unique ER-regulated invasion model that was previously described by our group. We found that the coactivation of ER and IKKβ, a key upstream kinase in the NFkB pathway, promoted a highly migratory and invasive phenotype in vitro, and an elevated metastatic burden in vivo [20]. However, the mechanism by which ER promoted invasion was unclear. Here, we demonstrate that ER is only expressed in a subset of invasive cells, and that classical ER activity is reduced in the invasive population. While ER predominantly regulated genes associated with proliferation in invasive cells, this function did not contribute to the invasive process, and, in fact, it acted to prevent invasion. Further analysis revealed additional putative functions for ER in invasive cells, such as vesicle organization and intracellular trafficking, which are known to be important in the invasive process. Importantly, both the proliferative and vesicle/intracellular trafficking gene signatures were enriched in metastatic cell populations from PDX tumors and were associated with aggressive disease and poor survival in breast cancer patients. We hypothesize that ER’s multifaceted function in invasive cells promotes aggressive disease and metastasis by both retaining proliferative ability, which is important for growth at the metastatic site, while aiding in the invasion process.

## 2. Materials and Methods

### 2.1. Reagents

E2, ICI (Fulvestrant), and DOX were purchased from Sigma, and RO-3306 was purchased from Cayman Chemical Company (Ann Arbor, MI, USA). The ERα antibody was purchased from Cell Signaling (# 8644), and the Alexa Fluor 594 antibody (# R37119) was purchased from ThemoFisher Scientific (Waltham, MA, USA). siRNA for FOXM1 (5′GCGCACGGCGGAAGAUGAA3′) was a gift from Dr. Pradip Raychaudhuri at UIC.

### 2.2. Cell Culture

DOX-inducible CA-IKKβ-expressing MCF-7 cells (CA-IKKβ MCF-7) were developed in the Frasor Laboratory and cultured as previously described [20]. Briefly, constitutively active IKKβ was subcloned into a puromycin-resistant Tet-On vector, pRetroX-Tight-Pur. This construct, along with a pVSV-G viral envelope expression vector, were transfected into GP2-293 packaging cells, and retroviral particles were generated. These were used to transduce MCF-7 cells. Single-cell clones were isolated and expanded to generate multiple new cell lines. Previous work describes appropriate control studies (i.e., DOX treatment of cells expressing the Tet-On vector only) and reproducibility between clonal lines [20]. Cells routinely tested negative for mycoplasma contamination and were authenticated using short-tandem-repeat (STR) profiling.

### 2.3. Invasion Assay

Falcon transwell inserts (8.0 μm, Corning) were coated with 10µg/cm^2^ rat-tail collagen I (Corning), and 80K cells were seeded per insert and allowed to invade for 24 h. For quantification, the underside of the inserts was fixed with 4% paraformaldehyde (PFA), then stained with 0.1% crystal violet. Noninvaded cells were removed from the inner surface, and inserts were imaged using the Celigo Imaging Cytometer (Nexcelom Bioscience). Images were processed using Image J. 

### 2.4. RNA Extraction and RT-qPCR

For isolation of cells from the Falcon transwell inserts for RNA extraction (RNAseq or scRNAseq), trypsin was added to the top and bottom of the inserts so both sides of the insert were submerged, but cells on the top and bottom remained separate due to the presence of the transwell membrane. After detachment, cells on top of the inserts (noninvaded) and cells on the underside of the insert (invaded) were collected separately and then centrifuged at 300× *g* for 3 min. RNA was isolated using RNeasy Plus Micro Kit (Qiagen), according to the manufacturer’s instructions. RT-qPCR was performed and analyzed as described previously, using 36B4 gene expression as an internal control [21]. 

### 2.5. Immunofluorescence

For immunofluorescence of invaded and noninvaded cells, cells on either the underside (invaded) or topside (noninvaded) of the insert were fixed with 4% PFA, then cells on the opposite side were removed. Cells were then permeabilized using 0.2% Triton X-100, blocked with casein, and then incubated with ERα antibody for 1 h. After washing, cells were incubated with a secondary antibody and washed. Membranes were then cut off the support and mounted cell-side-up onto glass slides using ProLongTM Gold Antifade Mountant with DAPI (ThemoFisher Scientific (Waltham, MA, USA). Images were acquired on a Leica DMi8 microscope at 63x magnification using the same acquisition settings. Quantification of ER+ cells was performed on 8 fields of view from 2 independent biological replicates.

### 2.6. siRNA-Mediated Knockdown

To test the role of FOXM1 in invasion, cells were transfected with siRNA targeting FOXM1 (siFOXM1), or nontargeting control siRNA (siNEG, ThemoFisher Scientific, Waltham, MA, USA), using DharmaFECT 1 (Dharmacon, Lafayette, CO, USA), before performing qPCR analysis or transwell invasion assays. 

### 2.7. RNAseq and Bioinformatics Analysis

RNA samples were quantified using NanoDrop™ One Spectrophotometer (Thermo Scientific) and analyzed for integrity using 4200 TapeStation (Agilent, Santa Clara, CA, USA). Sequencing libraries for Illumina sequencing were prepared using 100 ng of total RNA per sample. Library prep was carried out with the Universal Plus mRNA-Seq kit (NuGen, San Carlos, CA, USA), as written in the product manual. All intermediate purification steps, and final library purification, were carried out using Agencourt AMPure XP Beads (Beckman Coulter, Brea, CA, USA). Concentration of the final library pool was confirmed by qPCR and subjected to test sequencing in order to check sequencing efficiencies and accordingly adjust proportions of individual libraries. The pool was purified with Agencourt AMPure XP Beads (Beckman Coulter), quantified by qPCR, and run on a NovaSeq6000 SP flow cell (2 × 50 nt), at approximately 30 M clusters per sample, at the University of Illinois Roy J. Carver Biotechnology Center High-Throughput Sequencing and Genotyping Unit. Raw reads were aligned to human reference genome hg38 using STAR [22]. ENSEMBL genes were quantified using FeatureCounts [23]. Differential expression statistics were computed using edgeR [24] on raw expression counts with the exactTest function. *p*-values were adjusted for multiple testing using the false-discovery-rate (FDR) correction of Benjamini and Hochberg [25]. Data are available through Gene Expression Omnibus (GSE174189). To capture the most biologically relevant genes for further analysis, all significantly ICI-regulated genes in the invasive cells (INV+) and noninvasive cells (INV−) were identified using an FDR score of 0.05 or below. This provided our initial gene lists. These gene lists were further filtered for greater fold change and significance (0.5 log2 fold change and FDR < 0.001), and the genes specifically ICI-regulated in INV+ cells only made up Signature 1. To identify Signature 2, the initial gene lists had all proliferation genes that appeared in GSEA analysis of Signature 1 removed, then a fold change and significance filter were applied (0.25 log2 fold change and FDR < 0.01). Again, an overlap with INV- list identified genes specifically regulated in INV+ cells only. 

For Gene Ontology analysis, gene set enrichment analysis (GSEA) (Broad Institute, Cambridge, MA, USA) and ingenuity pathway analysis (IPA) (Qiagen, Hilden, Germany) were performed, following standard procedures recommended by the respective user guides. For GSEA, we used the Hallmarks and GO_biological process gene sets from the Molecular Signature Database (MsigDB v. 7.2) to compute enrichment, based on normalized enrichment scores. For IPA analysis, the Disease or Function analysis was used to predict activation of a function on the basis of the gene lists generated from the RNAseq data.

### 2.8. Single-Cell RNA Sequencing (scRNA-Seq) and Data Analysis

For scRNAseq, invaded cells were collected as described above and resuspended in PBS. A total of 2 technical replicates were prepared for analysis. Single-cell encapsulation was performed using the inDrop™ System from 1CellBio. All steps, including preparation of hydrogel beads, instrument loading/shut down, preparation of rection mixes, and RT reactions, were performed according to the manufacturer’s inDrop™ Single Cell Encapsulation and Reverse Transcription Protocol, Version 2.4. After encapsulation, cells were transferred to 1CellBio UV Cleavage Device to release photocleavable oligo linkers from the hydrogel beads, and RT reaction was performed. Sequencing libraries were constructed according to the inDrop Library Preparation Protocol v2.3. Sequencing was performed using NextSeq 500 by using the High Output Kit (75 cycles). Read format was as follows: Read1 50b, Read2 36b. Total cDNA read output was approximately 400Mb. Data are available through Gene Expression Omnibus (GSE174189).

Data were processed and aligned by the UIC Research Informatics Core. Briefly, raw R2 reads were mapped to the reference transcriptome (hg38 Ensembl gene sequences, exonic only) using BWA MEM. Cell barcodes and UMIs were extracted from R1 using a custom pipeline following OneCellBio adapter design for inDrop. Unique UMI counts were summed for each gene and each unique cell barcode. Only cell barcodes with >500 counts were included in the final counts table. The output was analyzed using the Seurat package (Version 3.2) in the R programming language. Raw counts were preprocessed to eliminate cells with low gene counts (<2000 genes) and high mitochondrial gene expression (>15% of total mapped reads). This resulted in 543 cells. The data were normalized by taking the expression of a feature for each cell and dividing it by the total expression. The result was multiplied by 10^4 and log transformed. Mitochondrial genes had the variance regressed out to minimize their effect on downstream analysis. Principal component analysis (PCA) was performed to measure the distance between cells. The number of principal components was determined using the JackStraw resampling method, and only the statistically significant (*p* < 0.05) components were used to create a KNN graph. A total of eight principal components were used to identify the number of clusters using the Louvain algorithm. To visualize the data in low-dimensional space, the Uniform Manifold Approximation and Projection (UMAP) reduction technique was used. 

### 2.9. Analysis of Patient-Derived Xenograft (PDX) Model of Metastasis

Single-cell RNA sequencing data of ER+ PDX-derived breast-cancer-cell-line primary tumors vs. metastatic sites were downloaded from Gene Expression Omnibus (GSE131007). Raw counts were preprocessed to eliminate cells with low gene counts (<2000 genes) and high mitochondrial gene expression. Downstream analysis was performed as described above. PDX cell lines UCD4 (invasive ductal carcinoma (IDC), derived from a pleural effusion), and UCD65 (IDC, lymph node metastasis) were used to study metastasis, as was previously described in [26]. Briefly, NSG female mice, 6–8 weeks of age at experiment initiation, were injected into the aorta with 1 × 106 viable cells resuspended in 0.1mL of PBS. For subcutaneous tumors, cells were placed into mammary fat pads suspended in 50% DMEM/50% Cultrex. All animals were supplemented with 17β-estradiol and were monitored by IVIS imaging biweekly, starting at 10 weeks postinjection, and sacrificed at 2–3 months postinjection or when moribund. 

### 2.10. Functional Enrichment Analysis and Pathway Enrichment Analysis

Differences in pathway signatures across cell clusters were determined using functional enrichment analysis (FEA) [27]. Briefly, a pathway-signature score was first computed as the mean z-scored expression for all genes in that pathway. Signatures tested were derived from MSigDB or were custom generated from the RNAseq data. Differences in pathway-signature scores were then compared across clusters (Wilcox test, *p* < 0.01 was considered significant). In addition, ROC analysis was used to estimate the accuracy of enrichment of a pathway signature within a particular cluster on the basis of calculated pathway-signature score per cluster. An area under the curve (AUC) >0.6 was considered an enrichment.

### 2.11. Public Data Mining

Data mining of the METABRIC (Molecular Taxonomy of Breast Cancer International Consortium) cohort was performed using cBioPortal, an open-access web-based resource for providing a tool to analyze patient tumor samples. Signature 1 and 2 downregulated genes were individually analyzed in the database against samples from the METABRIC cohort. Samples were stratified into 2 groups on the basis of presence of high expression (mRNA expression above 3 standard deviations from the mean) of any gene in the signature vs. low or no expression (mRNA expression below 3 standard deviations from the mean) in any gene from the signature, named positive (+) or negative (−) for signature alterations, respectively. Overall survival, molecular subtype (PAM50 and claudin-low), neoplasm histological grade, and patient’s vital status were analyzed between the altered and unaltered groups, according to the cBioPortal’s online instructions, and statistical significance was determined by chi-squared test.

### 2.12. Statistical Analysis

Unless otherwise specified, all data presented are representative of ≥2 biological replicates, with data displayed representing ≥2 technical replicates within the experiment. Error bars represent standard error of the mean for qPCR experiments and standard deviation from the mean for other experiments. Statistical significance was determined using one-way or two-way ANOVA where appropriate.

### 2.13. Data Availability

RNA-seq and scRNA-seq datasets generated in this manuscript will be made available through Gene Expression Omnibus (GSE174189) upon publication.

## 3. Results

### 3.1. ER Is Expressed and Active in Invasive Breast Cancer Cells

To confirm the role of ER in promoting invasion upon the constitutive activation of IKKβ (CA-IKKβ), we treated MCF-7 expressing a doxycycline (DOX)-inducible CA-IKKβ with estradiol (E2) and/or DOX, and then assessed invasion in the presence or absence of the ER antagonist, ICI 182,780 (ICI). ICI significantly reduced the invasion of E2 + DOX-treated cells, but not DOX-treated cells, suggesting that ER plays an active role in promoting invasion beyond the function of IKKβ (Figure 1a). To examine the ER expression and activity in invasive cells, we compared invaded cells (INV+) (i.e., those that have moved through the transwell insert) and noninvaded cells (INV−) (i.e., those that remain on the top of the transwell insert) following E2 + DOX treatment. We found that the expression of ER and its classical target genes, progesterone receptor (PR), trefoil factor 1 (TFF1), and early growth response protein 3 (EGR3), were all reduced in invaded cells vs. noninvaded cells (Figure 1b). An immunofluorescence analysis showed that ER expression was confined to a small percentage of invaded cells, whereas ER expression was detected in all noninvaded cells (Figure 1c,d). The reduced level of ER expression in invasive cells appears to be transient since the ER expression levels recovered after the invasive cells were reseeded in standard culture conditions and were allowed to recover (Figure 1e). These findings suggest that, despite a high degree of heterogeneity in the ER expression and reduced activity on classical target genes, ER is actively involved in promoting IKKβ-driven invasion.

### 3.2. ER-Regulated Genes Associated with Proliferation Prevent Invasion

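MCF-7 is an ER-positive human breast cancer cell line, here carrying a DOX-inducible, constitutively active form of IKKβ, the kinase that activates NFκB. The cells received 10 nM E2 and 1 µg/mL DOX for 72 h, and 80000 cells per insert were then left for 24 h on collagen I at 10 µg/cm². ICI, an ER antagonist that also leads to degradation of the receptor, was used at 1 µM. The legend of Figure 1 gives ICI for 8 h before seeding, whereas the deposited sample descriptions place it during invasion. RNA was sequenced from INV+ and INV− cells without ICI (−ICI) and with ICI (+ICI), in 2 libraries of each of these 4 groups. The submitters' processing notes name STAR, featureCounts and the genome build hg38, and the deposited values are raw counts per gene. The total counts of replicates 1 and 2 were 13326566 and 14874657 in INV+ −ICI cells and 13655155 and 14256408 in INV+ +ICI cells. In INV− −ICI cells they were 12849950 and 16240772, and in INV− +ICI cells 13610076 and 15524108. Genes with a count numbered 17817 to 18886 in 7 libraries and 21290 in INV+ +ICI replicate 1. The mRNAs of the mitochondrial genome took 8.18% to 8.60% of the counts in the INV+ libraries and 12.9% to 16.3% in the INV− libraries. The first principal component of log2 CPM (counts scaled to an equal library total) held 49.5% of the variance and placed all INV+ libraries below all INV− libraries. Counts were scaled by TMM, and edgeR's quasi-likelihood test was applied to the 13688 genes that passed its filter, with a spread estimated over all 8 libraries and p adjusted by the Benjamini-Hochberg method. Genes were called at an adjusted p under 0.05. The paper states in general that its data represent at least 2 biological replicates, but nothing in the sources used here says that the libraries of a group came from separate cultures, so p measures only the spread between these libraries, which may be technical.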

To identify genes that are regulated by ER during the invasion process, we performed an RNA-seq analysis of INV+ and INV− cells treated with or without ICI. In our first analysis, we identified the most biologically relevant ER-regulated genes by using a stringent cutoff for the fold change and significance (0.5 log2 fold change and FDR < 0.001). We identified a 314-gene signature, named Signature 1 (Supplemental Table S1), that was exclusively regulated by ICI in INV+ cells (Figure 2a). 

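With ICI, INV+ cells had lower levels of many genes of mitosis. Of 13688 genes tested, 108 were lower and 10 were higher with ICI in INV+ cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test. BUB1, a kinase of the spindle checkpoint, had a log2 fold change of −1.36 (standard error 0.13, adjusted p = 0.0145). KNL1, a kinetochore scaffold, had −1.42 (standard error 0.15, adjusted p = 0.0145), and KIF20A, a kinesin of cytokinesis, had −1.58 (standard error 0.19, adjusted p = 0.0151). In INV− cells, 88 genes were lower and 52 were higher, led by the estrogen-induced ER cofactor GREB1 with a log2 fold change of −3.70 (standard error 0.28, adjusted p = 0.00288) and the xenobiotic-metabolizing enzyme CYP1A1 with 1.54 (standard error 0.15, adjusted p = 0.00541). At the cutoffs of Signature 1, an adjusted p of 0.001 and an absolute log2 fold change of 0.5, 0 genes passed in INV+ cells and 0 in INV− cells by this test, whereas 1759 and 2933 genes had an unadjusted p under 0.05. At the same cutoffs, edgeR's exactTest on the 4 libraries compared gave 214 genes in INV+ cells only, and DESeq2's Wald test gave 97. The difference between the ICI effects in INV+ and INV− cells was itself tested, and 0 genes passed (658 at an unadjusted p under 0.05), against 21 with DESeq2. With a term for the replicate number (a replicate block), 164 genes passed for this difference and 1652 for ICI in INV+ cells. At the cutoffs of Signature 1 that block gave 157 genes in INV+ cells only. No source used here ties the replicate number to a shared day or culture. Of the 314 genes of Table S1, 313 were measured, and all had the sign that the table gives. The 221 genes that the table lists as lower had a median log2 fold change of −0.76 in INV+ cells and −0.37 in INV− cells, where 202 of them were negative. In INV+ cells DESeq2's Wald test called 89 of these 221, exactTest on the 4 libraries compared 173, the replicate block 217 and RLE scaling 25. The quasi-likelihood test called 33 of them, or 217 when adjusted over the list alone. None of these counts is independent evidence, since the study chose the list on these libraries. In INV+ cells 0 genes passed without INV+ −ICI replicate 1, INV+ +ICI replicate 1 or INV+ +ICI replicate 2, and 11 passed without INV+ −ICI replicate 2, whereas 246 and 243 passed without INV− −ICI replicate 1 and 2. Among INV− cells 0 passed without INV− +ICI replicate 1 or 2, 31 without INV− −ICI replicate 1, 23 without either INV+ +ICI library and 1305 without INV− −ICI replicate 2.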

The top five ICI up- and downregulated genes in INV+ cells, on the basis of the FDR value, are shown (Figure 2b). 

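Among the genes of Figure 2b, the mitotic spindle protein NUSAP1 was lower with ICI in INV+ cells, and the membrane protein SHISA4 and the secreted glycoprotein STC1 were higher. NUSAP1 (ENSG00000137804, chromosome 15 of hg38 from 41320794 to 41381050) fell from 37.8 ± 3.77 to 14.7 ± 2.24 CPM (SD, n = 2). Its log2 fold change was −1.37 (standard error 0.17, adjusted p = 0.0159 from edgeR's quasi-likelihood test). SHISA4 (ENSG00000198892, chromosome 1 from 201888680 to 201892587) rose from 9.02 ± 0.104 to 20.6 ± 0.273 CPM, a log2 fold change of 1.19 (standard error 0.20, adjusted p = 0.0332). STC1 (ENSG00000159167, chromosome 8 from 23841929 to 23854806) rose from 13.6 ± 2.06 to 27.8 ± 5.61 CPM, a log2 fold change of 1.03 (standard error 0.18, adjusted p = 0.0382). The next 5 genes did not pass this test, which called fewer genes of Signature 1 than exactTest, DESeq2 or a replicate block did. TYMS, the thymidylate synthase of DNA precursor synthesis, had a log2 fold change of −0.92 (adjusted p = 0.0501), and MCM5, a subunit of the replicative helicase, had −0.77 (adjusted p = 0.197). QSOX1, a secreted sulfhydryl oxidase, had 0.65 (adjusted p = 0.0603), TIMP1, an inhibitor of metalloproteases, had 0.60 (adjusted p = 0.0989), and FOSB, an AP-1 subunit, had 0.77 (standard error 0.68, adjusted p = 0.675). In INV− cells the log2 fold changes were −0.40 for NUSAP1, 0.63 for SHISA4 and 0.46 for STC1, and none passed. Across all genes, 0 genes passed without INV+ −ICI replicate 1, INV+ +ICI replicate 1 or INV+ +ICI replicate 2, and 11 passed without INV+ −ICI replicate 2. SHISA4 did not pass with a correction for GC content (adjusted p = 0.0571) or without INV− +ICI replicate 1 (adjusted p = 0.0503), and STC1 did not pass without INV− +ICI replicate 1 or 2 (adjusted p = 0.0540 and 0.0524). Without INV− −ICI replicate 1 or 2, TYMS (adjusted p = 0.0126 and 0.0129), QSOX1 (0.0407 and 0.0409) and TIMP1 (0.0451 and 0.0458) passed, as did TYMS without INV− +ICI replicate 2 (0.0497).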

The gene set enrichment analysis (GSEA) of the Signature 1 genes (Supplemental Table S2) showed that the ICI downregulated genes are associated with the cell cycle and proliferation (Figure 2c). In contrast, genes upregulated by ICI are involved in EMT and cell-adhesion and secretion processes, which was surprising, as these processes are frequently upregulated in invasive cells, and yet ICI blocks invasion. 

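Many mitotic genes and a few replication genes were called lower with ICI in INV+ cells. Of 54 G2/M genes, 33 were lower and 0 were higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test (49 lower when adjusted over the list alone), with a median log2 fold change of −1.19. Of 43 S-phase genes, 6 were lower and 0 were higher (39 lower when adjusted over the list alone), with a median of −0.86. CENPF, a kinetochore protein of the G2/M list (ENSG00000117724, chromosome 1 from 214603185 to 214664574), fell from 44.2 ± 2.67 to 16.4 ± 3.18 CPM (SD, n = 2), a log2 fold change of −1.43 (standard error 0.14, adjusted p = 0.0145). SMC4, a condensin subunit of the same list, had −1.15 (standard error 0.13, adjusted p = 0.0147). In the S-phase list, ATAD2, a chromatin ATPase, had −0.90 (standard error 0.13, adjusted p = 0.0225), CDCA7, a DNA methylation and replication factor, had −1.30 (standard error 0.20, adjusted p = 0.0294), and E2F8, an E2F-family repressor, had −1.49 (standard error 0.25, adjusted p = 0.0351). In INV− cells, 1 G2/M gene and 0 S-phase genes were lower (40 and 3 when adjusted over each list alone), with medians of −0.57 and −0.50. Against the other genes, camera with a preset correlation gave an adjusted p = 1.18e-42 for the G2/M list and 9.28e-24 for the S-phase list in INV+ cells. These calls were lost with an estimated correlation (adjusted p = 0.196 and 0.30). For single genes, 0 genes passed without INV+ −ICI replicate 1, INV+ +ICI replicate 1 or INV+ +ICI replicate 2, and 11 passed without INV+ −ICI replicate 2. From the association of ICI-downregulated genes with the cell cycle, the paper first proposes that ER-regulated proliferation plays a role in invasion. After inhibiting CDK1 and knocking down FOXM1, it proposes that this proliferation suppresses invasion and does not promote it.

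**Figure D1:**
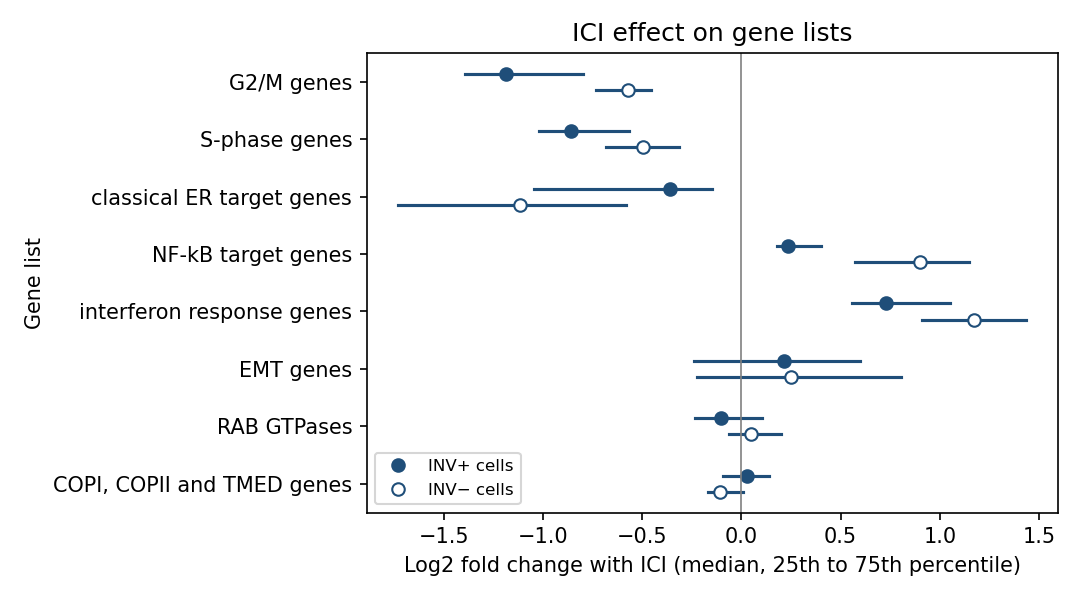
Median log2 fold change with ICI (horizontal axis, log2 scale) of 8 gene lists (vertical axis) in INV+ cells (filled points) and INV− cells (open points). Bars run from the 25th to the 75th percentile of the list's measured genes. The G2/M genes have a median of −1.19 in INV+ cells and −0.57 in INV− cells, and the classical ER target genes lie in the opposite order.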

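Few genes were called higher with ICI in INV+ cells by edgeR's quasi-likelihood test, and VIPR1 and RIPOR3 among them were also higher in INV− cells. VIPR1, a receptor of vasoactive intestinal peptide (ENSG00000114812, chromosome 3 from 42489299 to 42537573), rose from 15.4 ± 0.669 to 32.7 ± 1.79 CPM (SD, n = 2). Its log2 fold change was 1.09 in INV+ cells (adjusted p = 0.0151 from edgeR's quasi-likelihood test) and 1.04 in INV− cells (adjusted p = 0.0147). RIPOR3, a member of the RIPOR family, had 2.00 in INV+ cells (standard error 0.27, adjusted p = 0.0219) and 2.28 in INV− cells (adjusted p = 0.0187). CYP26A1, the enzyme that breaks down retinoic acid, rose in INV+ cells with a log2 fold change of 1.71 (standard error 0.26, adjusted p = 0.0275) and had 1.10 in INV− cells (adjusted p = 0.122). Of 21 measured EMT genes, 0 passed in INV+ cells by edgeR's test (2 higher when adjusted over the list alone), and their median log2 fold change was 0.22 (camera, adjusted p = 0.113). COL1A1, a chain of type I collagen in that list, had 0.80 (standard error 0.18, adjusted p = 0.0853), and THBS1, a matrix glycoprotein, had 0.34 (adjusted p = 0.359). Of 25 epithelial adhesion genes, 0 passed, and their median was 0.13 (camera, adjusted p = 0.112). The genes that Table S1 lists as higher with ICI, 92 of them measured, were chosen by the study on these libraries. All 92 were positive in INV+ cells, with a median of 0.66, and 86 were positive in INV− cells, with a median of 0.53. Over all genes of the INV+ comparison, 0 genes passed without INV+ −ICI replicate 1, INV+ +ICI replicate 1 or INV+ +ICI replicate 2, and 11 passed without INV+ −ICI replicate 2. In INV− cells 0 genes passed without INV− +ICI replicate 1 or 2, and VIPR1 and RIPOR3 did not pass there with edgeR's test on the 4 libraries compared (adjusted p = 0.128 and 0.131), without INV+ +ICI replicate 1 (0.0616 and 0.0643) or without INV+ +ICI replicate 2 (0.0582 and 0.0610).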

As the RNA-seq analyses implicate ER-regulated proliferation as playing a role in invasion, we investigated the function of cell-cycle-specific genes. 

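CDK1, the kinase that drives entry into mitosis, was lower with ICI in INV+ cells, and FOXM1, a transcription factor of mitotic genes, had a smaller difference that did not pass the test. CDK1 (ENSG00000170312) lies on chromosome 10 of hg38 from 60778331 to 60794852. Its level in INV+ cells fell from 19.7 ± 0.852 CPM without ICI to 7.06 ± 0.320 CPM with ICI (SD, n = 2), a log2 fold change of −1.48 (standard error 0.17, adjusted p = 0.0147 from edgeR's quasi-likelihood test). In INV− cells it was 33.5 ± 4.73 without and 23.7 ± 3.10 CPM with ICI, a log2 fold change of −0.49 (standard error 0.15, adjusted p = 0.136). The difference between the CDK1 effects in INV+ and INV− cells was −0.99 on the log2 scale (standard error 0.23, adjusted p = 0.858). FOXM1 (ENSG00000111206) lies on chromosome 12 from 2857680 to 2877174. It was at 106 ± 9.14 CPM without and 50.8 ± 5.35 CPM with ICI in INV+ cells, a log2 fold change of −1.07 (standard error 0.21, adjusted p = 0.0590). FOXM1 was at 165 ± 43.0 and 116 ± 25.8 CPM in INV− cells, a log2 fold change of −0.51 (standard error 0.20, adjusted p = 0.197). Without 1 library, CDK1 had an adjusted p of 0.163 (INV+ −ICI replicate 1), 0.0614 (INV+ −ICI replicate 2), 0.313 (INV+ +ICI replicate 1) or 0.169 (INV+ +ICI replicate 2). FOXM1 passed without INV− −ICI replicate 1 (adjusted p = 0.0144) or 2 (0.0143) and without INV− +ICI replicate 1 (0.0497) or 2 (0.0486).

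**Figure D2:**
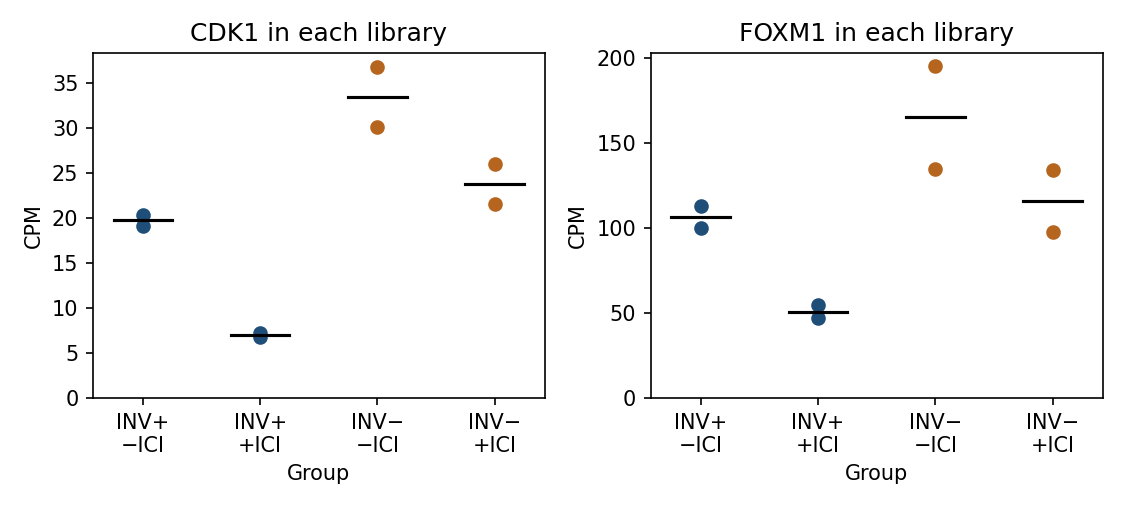
Level of CDK1 and FOXM1 (vertical axis, CPM, starting at 0) in each library (points) of the 4 groups (horizontal axis), with the mean of each group's 2 libraries as a line. Both CDK1 libraries of INV+ +ICI cells lie below every other library.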

As indicated in Figure 2b, FOXM1 and CDK1 are two of the top ICI downregulated genes from Signature 1, which we confirmed by QPCR in independent samples (Figure 2d). To assess the role of CDK1 in invasion, we used RO-3306, which is an inhibitor of CDK1 activity, which we found increased rather than decreased invasion in all treatment groups (Figure 2e). We then assessed the role of FOXM1 using siRNA, which efficiently knocked down FOXM1 and altered the expression of FOXM1 target genes (Figure 2f). Similar to CDK1 inhibition, the FOXM1 knockdown significantly increased the invasion of E2 + DOX-treated cells, compared to the untreated and scrambled siNEG control cells (Figure 2g). Taken together, these data suggest that, although ER drives the expression of proliferation-associated genes in invasive cells, this process does not promote invasion, but instead suppresses it. Moreover, our findings suggest that blocking ER-driven proliferation can increase invasion.

### 3.3. ER Regulates Genes Associated with Organelle Assembly and Vesicle Trafficking in Invasive Cells

Since Signature 1 is heavily dominated by proliferation-associated genes, which do not explain how ER promotes invasion, we repeated the bioinformatics analysis after removing these genes and applying a less stringent cutoff (0.25 log2 fold change and FDR < 0.01). This generated a 492-gene signature (Supplemental Table S3), named Signature 2, which contained 375 distinct genes and 117 genes overlapping with Signature 1 (Figure 3a). 

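The genes of Signature 2, which the study chose at a lower limit on the fold change than those of Signature 1, were called singly in few cases by edgeR's quasi-likelihood test. Of the 492 genes of Table S3, 483 were measured and all had the sign that the table gives. The 256 measured genes listed as lower had a median log2 fold change of −0.49 in INV+ cells, where 4 were called, or 178 when adjusted over the list alone. The 227 listed as higher had a median of 0.37, where 1 was called, or 33 when adjusted over the list alone. These counts depend on the test. Of the lower and higher genes, DESeq2's Wald test called 21 and 12, and exactTest on the 4 libraries compared called 73 and 42. A replicate block called 164 and 134, and RLE scaling 2 and 1. The study chose both lists on these libraries, so neither is independent evidence of a direction. In INV− cells the medians were −0.15 and 0.16, with 208 of the 256 genes negative and 188 of the 227 positive, and 0 were called. Camera with a preset correlation gave an adjusted p = 2.38e-49 for the lower and 1.30e-41 for the higher genes in INV+ cells, and both calls were lost with an estimated correlation (adjusted p = 0.129 for each). At the cutoffs of Signature 2, an adjusted p of 0.01 and an absolute log2 fold change of 0.25, edgeR's quasi-likelihood test passed 0 genes in INV+ cells (1759 at an unadjusted p under 0.05) and 20 in INV− cells, and so 0 in INV+ cells only. There edgeR's exactTest on the 4 libraries compared gave 343 genes in INV+ cells only, DESeq2's Wald test 145 and a replicate block 291. The number in INV+ cells only reached 46 without INV− −ICI replicate 1 and 40 without INV− −ICI replicate 2, and was 0 without any 1 of the other 6 libraries.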

Since the gene set enrichment analysis gives a probability that a gene signature is enriched for a certain process but does not mean that all genes in the signature are involved in that process, we decided to include the overlapping genes not related to proliferation in Signature 2, since they may function to promote invasion. 

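SRP9, a subunit of the particle that guides secreted proteins to the endoplasmic reticulum, was lower with ICI in INV+ cells. The linker histone gene H1-10 (H1FX), the cargo receptor gene TMED7, the RhoA exchange factor gene NET1 and the amino acid transporter gene SLC6A14 had negative log2 fold changes that did not pass the test. SRP9 (ENSG00000143742, chromosome 1 from 225777813 to 225790468) fell from 27.0 ± 1.72 to 12.3 ± 1.07 CPM (SD, n = 2), a log2 fold change of −1.13 (standard error 0.21, adjusted p = 0.0480 from edgeR's quasi-likelihood test). In INV− cells its log2 fold change was 0.04 (adjusted p = 0.920), and the test of the difference between INV+ and INV− cells gave an adjusted p = 0.858. TMED7 (ENSG00000134970, chromosome 5 from 115613210 to 115632992) was at 17.5 ± 1.52 CPM without and 8.07 ± 1.01 CPM with ICI, a log2 fold change of −1.11 (standard error 0.30, adjusted p = 0.169). NET1 (ENSG00000173848, chromosome 10 from 5412557 to 5459056) was at 92.7 ± 9.52 and 53.1 ± 0.983 CPM, a log2 fold change of −0.80 (standard error 0.16, adjusted p = 0.0651). H1-10 had −0.67 (adjusted p = 0.0951) and SLC6A14, at 2.92 ± 2.66 and 0.174 ± 0.247 CPM, had −3.98 (standard error 1.64, adjusted p = 0.384). MYOF, a membrane repair protein, had 0.56 (adjusted p = 0.0756), and IFITM3, an interferon-induced antiviral protein, had 0.39 (adjusted p = 0.719). SRP9 did not pass with RLE scaling (adjusted p = 0.0520), with a filter at 50 counts on average (0.0500), with a correction for GC content (0.0707) or without any 1 of the 4 INV+ libraries, INV+ −ICI replicate 1 (0.237) and 2 (0.177) and INV+ +ICI replicate 1 (0.359) and 2 (0.412). Without INV− −ICI replicate 1 or 2, H1-10 (0.0245 and 0.0260), TMED7 (0.0126 and 0.0142) and NET1 (0.0419 and 0.0424) passed, and NET1 also without INV− +ICI replicate 1 (0.0338) or 2 (0.0332).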

Some of the top regulated genes on the basis of FDR are shown in Figure 3b, several of which were validated by QPCR as ICI-regulated in invasive cells (Figure 3d). 

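Interferon response genes leaned upward with ICI in INV+ cells, but none passed the test singly. Of 31 measured interferon response genes, 30 had a positive log2 fold change in INV+ cells, with a median of 0.73. None of the 31 passed edgeR's quasi-likelihood test, also when adjusted over the list alone. ISG20, an interferon-induced exonuclease, had a log2 fold change of 0.41 (standard error 0.26, adjusted p = 0.542), and RSAD2, the antiviral enzyme viperin, had 1.67 (standard error 1.70, adjusted p = 0.719). In INV− cells 30 genes were also positive, with a median of 1.17. Camera with a preset correlation gave an adjusted p = 0.00536 for the list in INV+ cells and 0.00240 in INV− cells, and both calls were lost with an estimated correlation (adjusted p = 0.819 and 0.630). With the preset correlation the call in INV+ cells was also lost without INV+ −ICI replicate 1 (adjusted p = 0.870) or INV+ +ICI replicate 2 (0.481), and that in INV− cells without INV− −ICI replicate 1 (0.699) or INV− +ICI replicate 2 (0.524).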

The GSEA analysis of Signature 2 (Supplemental Table S4) revealed that genes upregulated by ICI were related to the regulation of cytokines and immune processes (Figure 3d), which may reflect the ability of ER to suppress the NFκB pathway on classical target genes [28,29]. The genes downregulated by ICI, in contrast, were significantly associated with organelle and vesicle assembly and organization (Figure 3c). Additionally, numerous genes found in Signature 2 were related to essential biological processes, such as intracellular transport, macromolecular localization, and cell projection organization, although these signatures did not achieve significance (Figure 3e). 

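The families of genes that organize vesicles moved little as groups with ICI in INV+ cells. Of 47 measured RAB GTPases, the switches of vesicle identity, 0 passed edgeR's quasi-likelihood test (also when adjusted over the list alone), with 30 negative and 17 positive log2 fold changes and a median of −0.10 (camera, adjusted p = 0.377). Of 59 measured SNAREs and sorting nexins, which fuse and sort vesicles, 0 passed, with 24 negative and 35 positive and a median of 0.06 (camera, adjusted p = 0.206). SNX10, a sorting nexin of endosomes, had the smallest adjusted p of that list, with 7.41 ± 0.680 CPM without and 3.64 ± 0.114 CPM with ICI (SD, n = 2), a log2 fold change of −1.03 (standard error 0.21, adjusted p = 0.0704). SNX25 had a log2 fold change of 0.58 (standard error 0.15, adjusted p = 0.155). In INV− cells the medians were 0.05 for the RAB GTPases and 0.12 for the SNAREs and sorting nexins, with 0 genes called.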

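Genes of transport between the endoplasmic reticulum and the Golgi went both ways with ICI in INV+ cells. Of 36 measured genes of the COPI and COPII coats, the TMED cargo receptors and their partners, 20 had a positive and 16 a negative log2 fold change, and 0 passed edgeR's quasi-likelihood test (0 also when adjusted over the list alone). Their median was 0.03, and camera gave an adjusted p = 0.516. TMED8, a member of the TMED family, had a log2 fold change of −0.24 (standard error 0.10, adjusted p = 0.359). TMED7 of the same family, given above, had a larger negative log2 fold change that did not pass either. SEC31B and SEC24D, subunits of the COPII coat, had 1.51 (standard error 0.64, adjusted p = 0.374) and 0.31 (standard error 0.15, adjusted p = 0.438). In INV− cells the median was −0.11, with 26 negative values and 0 genes called.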

A further interrogation of the Signature 2 genes using IPA software revealed the synthesis of phospholipids and the polarization of tumor cells as significantly downregulated by ICI (Figure 3f). 

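The genes that Figure 3f groups under phospholipid synthesis leaned upward with ICI in INV+ cells, and those under polarization of tumor cells went both ways. Of the 14 phospholipid synthesis genes, 10 had a positive log2 fold change and 4 a negative, with a median of 0.33. None of the 14 passed edgeR's quasi-likelihood test, and 2 were higher when adjusted over the list alone. PIP4K2C, a phosphatidylinositol phosphate kinase, had a log2 fold change of 0.46 (standard error 0.11, adjusted p = 0.0977). FASN, the fatty acid synthase, had 0.52 (standard error 0.14, adjusted p = 0.16) and −0.33 in INV− cells (adjusted p = 0.221). For these 14 genes camera gave an adjusted p = 0.0138 upward with a preset correlation and an adjusted p = 0.389 with an estimated correlation, and the first call was lost without INV+ −ICI replicate 1 (0.0565) or INV+ +ICI replicate 2 (0.0522). Of the 6 polarization genes, 3 were positive and 3 negative, with a median of −0.02, and 0 passed (1 lower when adjusted over the list alone). GNA13, a G protein subunit that signals to RhoA, had a log2 fold change of −0.45 (standard error 0.12, adjusted p = 0.162), and CXCR4, a chemokine receptor, had −1.14 (standard error 0.62, adjusted p = 0.477). The study chose these genes from lists made on these libraries. The paper's inhibited functions come from IPA, whose network uses a predicted relationship of each gene to the function. Counts of signs and medians treat all genes alike, so they do not test that prediction.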

While each of these ICI-regulated pathways and cellular processes can be important for cell invasion (see Discussion), the broad biological activity and essential nature of these pathways made their role in ER-promoted invasion difficult to assess.

### 3.4. Expression of Signatures 1 and 2 in Invasive Cell Subpopulations

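For scRNA-seq, INV+ cells treated with E2 and DOX without ICI were sequenced by inDrop in 2 libraries, 007 and 008, which the paper's methods call technical replicates. They are 1 biological sample, so no test across cells is given, and the intervals given for these cells are exact 95% intervals that cover counting error only. The submitters' processing notes name STAR and BWA and the build hg38 without a version, and the deposited values are counts of unique molecular identifiers (UMIs) per gene and barcode. The 2 tables hold 3373 barcodes. With the paper's limits of at least 2000 genes and at most 15% mitochondrial UMIs, 309 and 260 cells were kept, with a median of 11930 UMIs per cell. Counts were log-normalized to 10000 per cell, the mitochondrial percentage was regressed out, and cells were clustered in Seurat on 8 principal components. The paper's text does not name the clustering resolution, and 0.4 was used, the lowest on a grid that gave the paper's 5 clusters. Scrublet called 4 barcodes of library 007 and 3 of library 008 as doublets, and none of these was among the cells kept. Each signature was scored as the mean z-score of its ICI-downregulated genes and compared between a cluster and all other cells by the area under the ROC curve (AUC), where 0.5 stands for no difference. Because cells differ in depth, the scores were also computed after thinning every cell to 5920 UMIs.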

On the basis of the heterogeneity of the ER expression, we also decided to analyze invasive cells by using single-cell RNA-sequencing (scRNA-seq). 

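The INV+ cells fell into 5 groups, 1 of them led by genes of cell division. After filtering 3373 barcodes, 569 cells remained, and each cluster took the number of the study's cluster whose Table S5 genes scored highest in it (AUC 0.833, 0.984, 0.929, 0.998 and 1.00 for Clusters 0 to 4). Cluster 0 held 266 cells (46.7%), with AREG, an EGF-family growth factor, and EDN1, the vasoconstrictor endothelin, among its leading genes. Cluster 1 held 148 cells (26.0%). Among its leading genes were UBD, a ubiquitin-like modifier induced by cytokines, SERPINA3, a protease inhibitor, and CFB, a complement factor. Cluster 2 held 79 cells (13.9%), led by GLI3, a hedgehog transcription factor. Lower down among its leading genes was CHAC1, a glutathione-degrading enzyme of the stress response. Cluster 3 held 41 cells (7.21%), led by PKIB, an inhibitor of protein kinase A. Ribosomal protein pseudogenes such as RPL23AP57 and, lower down, CKB, the brain-type creatine kinase, were also among its leading genes. Cluster 4 held 35 cells (6.15%), led by NCAPH, a condensin subunit, DLGAP5, a spindle protein, and MKI67, a marker of cycling cells. The median depth was 12489, 13258.5, 10753, 7985 and 7768 UMIs per cell in Clusters 0 to 4. Every cluster held cells of both libraries, and Cluster 4 took 21 cells of library 007 and 14 of library 008. With at least 1000 genes per cell, 854 cells were kept, and with at most 10% mitochondrial UMIs 469 were kept, and neither set gave a group matched to Cluster 2.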

A total of 543 INV+ cells were analyzed and were found to cluster into five subpopulations on the basis of their transcriptomes (Figure 4a). The full differentially expressed gene lists for each cluster are shown in Supplemental Table S5. ER expression was found in 4% of the cells, but below the level of detection when QC cutoffs were applied to the data, which may be due to low expression or to technical issues, such as mRNA degradation after cell lysis, lower capture, variable amplification efficiency, or varied sequencing depth [30]. 

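ESR1, the gene of ER, gave a UMI in few single INV+ cells. Of the 569 cells kept, 24 had an ESR1 UMI (4.22%, exact 95% interval 2.72% to 6.21%), 3.24% in library 007 and 5.38% in library 008. Of all 3373 barcodes, 40 had one (1.19%), and of the 2804 barcodes not kept, at a median of 998.5 UMIs, 16 had one (0.571%). The kept cells had a median of 11930 UMIs. By cluster, 6 of the 35 cells of Cluster 4 had an ESR1 UMI (17.1%, interval 6.56% to 33.6%), and 0 of the 41 cells of Cluster 3, for which the interval reaches 8.60%. As UMIs scaled to an equal total (CPM), ESR1 was at 19.4 CPM (interval 7.81 to 40.0) in Cluster 4 and at 3.34 (interval 2.12 to 5.02) in the other cells. After thinning, 1 of 25 Cluster 4 cells had a UMI. No cell type that lacks ESR1 is present in this cell line to measure free RNA against.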

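A list of 31 classical ER target genes scored highest in Cluster 4, the cluster led by genes of cell division. This list, written from textbook knowledge, is not the Hallmark gene set, which was not used here. Its AUC was 0.480, 0.464, 0.597, 0.288 and 0.750 in Clusters 0 to 4. In Cluster 4 it was 0.693 in library 007, 0.831 in library 008 and 0.771 after thinning, above the highest of 1000 random gene lists of like expression (0.746). TFF1, a secreted peptide induced by ER, was at 2368 CPM of UMIs (interval 2212 to 2532) in Cluster 4 and 1239 (interval 1213 to 1266) in the other cells. GREB1 was at 80.5 (interval 53.9 to 116) and 27.3, CA12, a carbonic anhydrase induced by estrogen, at 114 and 35.3, and XBP1, a transcription factor of the unfolded protein response, at 303 and 203. The intervals lay apart and Cluster 4 was higher for 9 of the 31 genes, and lower for 2, the growth factor AREG and the ER corepressor NRIP1. None of the 31 genes is in the study's list of Cluster 4 genes. Summed over the list, UMIs were at 2451, 2642, 2058, 3908 and 4081 CPM in Clusters 0 to 4. By this measure Cluster 3, which had the lowest AUC, lay near Cluster 4. The sum leans on TFF1, which alone made up 2368 of the 4081 CPM in Cluster 4. Cluster 4 lay above the other cells in both libraries for 13 of the 31 genes.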

To assess the ER activity, we used the Hallmark Estrogen Response Early gene set from MsigDB [31,32] and found that it was not enriched in any cluster (data not shown), which supports the idea that classical ER activity is low in invasive cell populations. To examine ICI-regulated gene signatures in INV+ cell populations, we focused only on genes downregulated by ICI. This was because the RNA-seq and qPCR data (not shown) indicate that ICI upregulates (and therefore ER suppresses) some NFκB target genes and EMT-related genes. 

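NFκB target genes leaned upward with ICI in INV+ and in INV− cells. Of 24 measured NFκB target genes, 21 had a positive log2 fold change in INV+ cells, with a median of 0.23, and 0 passed edgeR's quasi-likelihood test (also when adjusted over the list alone). In INV− cells all 24 were positive, with a median of 0.90, and 1 passed (7 when adjusted over the list alone). That gene is RELB, a subunit of the alternative NFκB pathway (ENSG00000104856, chromosome 19 from 45001461 to 45038192). In INV− cells it rose from 87.1 ± 25.2 to 177 ± 10.3 CPM (SD, n = 2), a log2 fold change of 1.02 (standard error 0.18, adjusted p = 0.0404), against 0.36 in INV+ cells (adjusted p = 0.441). TRAF1, a signal adaptor of TNF receptors, had 1.83 in INV− cells (adjusted p = 0.0937) and 1.14 in INV+ cells (adjusted p = 0.333). For the list, camera with a preset correlation gave an adjusted p = 0.0138 in INV+ and 1.43e-07 in INV− cells, and these calls were lost with an estimated correlation (adjusted p = 0.819 and 0.586). The preset call in INV+ cells was also lost without INV+ −ICI replicate 1 (0.663) or INV+ +ICI replicate 2 (0.315). RELB did not pass with a correction for GC content (adjusted p = 0.0604), with edgeR's test on the 4 libraries compared (0.173) or without any 1 of 7 libraries: INV+ −ICI replicate 1 (0.0641) or 2 (0.0633), INV− −ICI replicate 1 (0.105), INV+ +ICI replicate 1 (0.106) or 2 (0.110), and INV− +ICI replicate 1 (0.114) or 2 (0.246). TRAF1 passed in INV− cells without INV− −ICI replicate 2 (0.0366).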

As EMT is typically associated with increased invasion, it is therefore unlikely that these genes contribute to the ER’s role in promoting invasion. We found a highly significant enrichment of both Signatures 1 and 2 in Cluster 4, and a moderate enrichment in Cluster 2 (Figure 4b). 

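With the paper's limits on cells, the genes lowered by ICI in bulk INV+ cells scored highest in Cluster 4, the cluster led by genes of cell division. Cluster 2 came next. With other limits the cells were clustered anew, and Signature 2 scored highest in the group matched to Cluster 0. For Signature 1 the AUC was 0.479, 0.422, 0.632, 0.138 and 0.997 in Clusters 0 to 4, and for Signature 2 it was 0.507, 0.452, 0.608, 0.135 and 0.829. The lists were chosen in bulk RNA, not on these cells. In Cluster 4 the AUC of Signature 1 was 0.999 in library 007 and 0.995 in library 008, and that of Signature 2 was 0.836 and 0.821. In Cluster 2 they were 0.619 and 0.651 for Signature 1 and 0.585 and 0.634 for Signature 2. After thinning to equal depth, Cluster 4 had 0.997 and 0.883 and Cluster 2 had 0.661 and 0.691 for Signatures 1 and 2, against 0.999 and 0.875, and 0.664 and 0.643, in the same cells not thinned. With at least 1000 genes per cell the AUC of Signature 2 was 0.567 in Cluster 4 and 0.720 in Cluster 0, and that of Signature 1 was 0.926 and 0.606. With at most 10% mitochondrial UMIs the group matched to Cluster 4 grew to 183 cells, with 0.547 for Signature 2, against 0.632 in Cluster 0. For Signature 1 it had 0.621, against 0.552. With at least 1000 genes the group matched to Cluster 4 held 93 cells, none called G1, and 32 of the 35 cells of Cluster 4 were among them. The group of 183 held 27 of the 35, and 42.1% of it was called G1. It thus no longer holds only cells called S or G2/M. Neither set was thinned to equal depth.

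**Figure D3:**
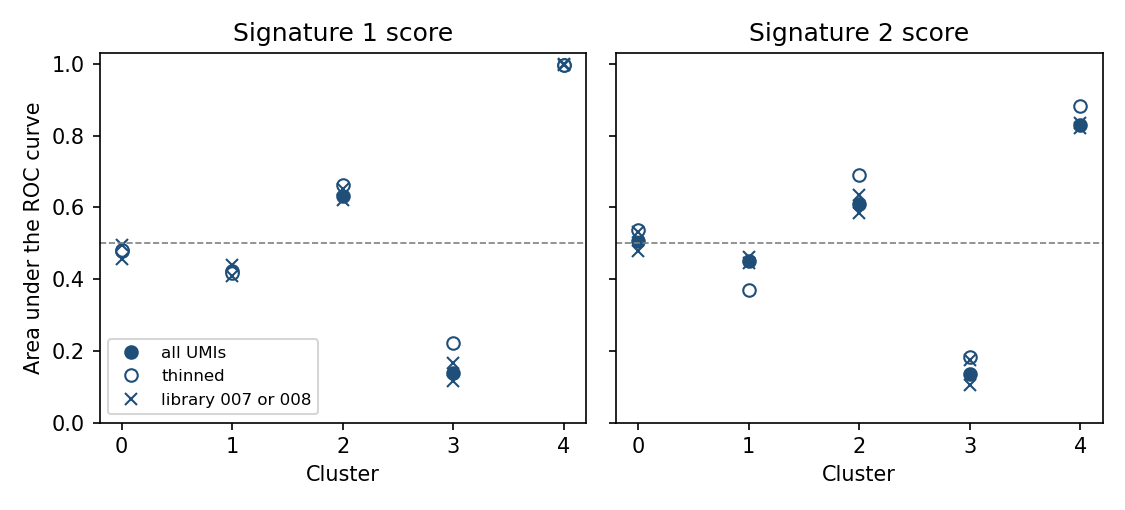
AUC (vertical axis, 0 to 1) of the Signature 1 and Signature 2 scores in each cluster (horizontal axis). Filled points show all UMIs, open points the cells thinned to 5920 UMIs, and crosses libraries 007 and 008 alone, with a dashed line at 0.5. Cluster 4 is highest for both signatures, at 0.997 and 0.829 with all UMIs.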

Since Signature 1 was enriched for proliferation-associated genes, we assessed the proliferative status of each cell cluster by using a cell-cycle scoring algorithm [33]. We found that the cells in Cluster 4 were in either the S (53%) or G2/M (47%) phase, suggesting that this invasive cell population is also actively proliferating (Figure 4c). 

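Cells of Cluster 4 carried the genes of DNA replication and of mitosis, and Seurat's scoring assigned none of them to G1. Of its 35 cells, 17 were called S (48.6%, exact 95% interval 31.4% to 66.0%) and 18 G2/M (51.4%, interval 34.0% to 68.6%). In the other clusters G1 was the most frequent call, at 54.9% in Cluster 0, 64.9% in Cluster 1, 53.2% in Cluster 2 and 58.5% in Cluster 3. The AUC of the G2/M genes in Cluster 4 was 0.987 and that of the S-phase genes 0.981, and 0.994 and 0.996 after thinning. FOXM1 gave a UMI in 25.7% of Cluster 4 cells, at 41.6 CPM of UMIs (interval 23.3 to 68.7), against 3.63 in the other cells. Thinned to equal depth, 14 of 25 cells of Cluster 4 were called S and 11 G2/M, and Cluster 0 had 36.3% in G1 and 34.6% in S, against 17.7% in S before thinning, with G1 at 45.8%, 53.7% and 51.3% in Clusters 1 to 3. With at most 10% mitochondrial UMIs, the group of 183 cells matched to Cluster 4 had 42.1% of cells in G1. Phase calls rank cells by 2 gene scores and also read free RNA, so they alone do not show cycling. From these calls the paper proposes that the cells of Cluster 4 are actively proliferating.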

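TYMS, the thymidylate synthase of DNA precursor synthesis, and CDK1, the mitotic kinase, were higher in Cluster 4 than in the other INV+ cells. TYMS gave a UMI in 25 of 35 Cluster 4 cells (71.4%) and in 16.1% of the other cells, and thinned to equal depth the share in Cluster 4 was 68.0%. TYMS was at 167 CPM of UMIs (exact 95% interval 127 to 214) in Cluster 4 and at 17.4 (interval 14.5 to 20.9) elsewhere. CDK1 gave a UMI in 13 of 35 Cluster 4 cells (37.1%, and 28.0% after thinning) and in 3 of the 534 other cells (0.562%). CDK1 was at 69.4 CPM of UMIs (interval 44.9 to 102) in Cluster 4 and at 0.581 (interval 0.158 to 1.49) elsewhere. The median depth of Cluster 4 was 7768 UMIs per cell, the lowest of the 5 clusters.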

We also visualized the expression of the proliferation-associated genes from Signature 1 (TYMS, CDK1) and confirmed that they were largely localized to Cluster 4 (Figure 4d). In contrast, the expression of the top genes from Signature 2 (TMED7 and NET1) appeared to be more broadly expressed, and primarily in Clusters 2 and 4 (Figure 4e). 

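TMED7, a cargo receptor of vesicles from the endoplasmic reticulum, was found at similar shares in Clusters 0, 1, 2 and 4, while NET1, an exchange factor that activates RhoA, was highest in Cluster 4. TMED7 gave a UMI in 33.5%, 29.1%, 27.8%, 4.88% and 28.6% of cells in Clusters 0 to 4, and in 19.4%, 17.4%, 17.9%, 5.13% and 16.0% after thinning. TMED7 was at 40.4, 34.3, 41.7, 5.63 and 55.5 CPM of UMIs, with an exact 95% interval of 33.9 to 85.7 in Cluster 4 that covers the values of Clusters 0, 1 and 2. NET1 gave a UMI in 28.2%, 21.6%, 31.6%, 14.6% and 51.4% of cells, and in 19.0%, 8.33%, 20.9%, 10.3% and 48.0% after thinning. NET1 was at 117 CPM of UMIs in Cluster 4 (interval 84.0 to 158) and 54.5 in Cluster 2 (interval 40.0 to 72.5). Clusters 0 and 1 had 35.6 (interval 29.7 to 42.4) and 24.9 (interval 18.7 to 32.6). The intervals of NET1 in Clusters 2 and 0 overlap, and that of Cluster 4 lies above the others named.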

To determine how overlapping genes between Signatures 1 and 2 contribute to each signature, an analysis was run with the overlapping genes removed (Supplemental Figure S1). Our findings suggest, as expected, that the overlapping genes made no difference in the enrichment of Signature 1 in Cluster 4, as these genes are not involved in proliferation. In contrast, the overlapping genes make a strong contribution to the enrichment of Signature 2, and particularly in Cluster 2, which supports the inclusion of these genes in Signature 2, as well as their potential role in invasion. 

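With the genes shared by both signatures left out, the remaining genes of Signature 1, which include mitotic and replication genes, kept their score in Cluster 4. Of the genes measured in the cells, 72 are in both lists of ICI-downregulated genes, and 149 genes of Signature 1 remained. Their AUC was 0.999 in Cluster 4 and 0.632 in Cluster 2, and after thinning 0.999 and 0.608.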

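Without the 72 shared genes, the 186 remaining genes of Signature 2 scored lower in Cluster 4 and slightly lower in Cluster 2, where the AUC fell just below the paper's limit for enrichment of 0.6. The AUC of Signature 2 without them was 0.744 in Cluster 4 and 0.599 in Cluster 2, and after thinning 0.834 and 0.658, against 0.883 and 0.691 for the full signature. The changes from the full signature are 0.0849 in Cluster 4 and 0.0090 in Cluster 2, whereas libraries 007 and 008 differed by 0.0150 and 0.0489 for the full signature.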

Taken together, these findings suggest that ERs may play unique roles in the subpopulations of cells to promote either proliferation or invasion. 

### 3.5. ER-Regulated Gene Signatures Are Associated with Metastasis and Poor Patient Outcome

To determine whether either Signature 1 (i.e., proliferation) or Signature 2 (i.e., organelle/vesicle assembly) are associated with aggressive disease, we first interrogated publicly available scRNA-seq datasets from metastatic-ER+-patient-derived xenograft (PDX) models [26] (GSE131007). Two PDX cell lines, UCD4 and UCD65, were used for the analysis. For each model, primary or metastatic tumors were harvested for scRNA-seq analysis, with bone and brain metastases collected from UCD65, and liver metastases collected from UCD4. The clustering of the datasets for each model was performed (Figure 5a,e), and the identity of the cells in each cluster was defined by their source, either coming from a primary tumor or from a metastatic site (Figure 5b,f). In the dataset from the PDX model UCD4, both Signatures 1 and 2 were highly enriched in Clusters 4 and 5, which consisted of cells found in the primary tumor or liver metastases, respectively (Figure 5c,d). Signature 2 was also highly enriched in Cluster 1, which was found primarily in liver metastases. In the PDX UCD65 dataset, Signature 1 was found to be enriched only in Cluster 2, which consisted of cells found in both brain and primary tumors (Figure 5g). In contrast, Signature 2 was found to be enriched in Cluster 1 (found in bone metastases), Cluster 2 (primary and brain metastases), and Cluster 4 (brain metastases). Again, overlapping genes between the two signatures played a key role for Signature 2 enrichment but not Signature 1 (Supplemental Figure S1). Thus, both signatures were found to be enriched in different cell populations of primary and metastatic PDX tumors, suggesting the potential relevance of these ER-regulated invasive gene signatures to the metastatic process, as well as supporting the concept that ER may function differently in different cell subpopulations. 

Finally, to determine if ER-regulated gene signatures are associated with patient outcome, we investigated the expression of Signatures 1 and 2 in patient samples for correlations with the patient outcome and clinical parameters. By using cBioPortal for Cancer Genomics, we interrogated data from the METABRIC study containing 1904 primary breast tumors [34,35]. Each tumor was scored positive if the expression of any gene from the signature was high (above 3 standard deviations above the mean) or was scored negative if no genes in the signature were highly expressed (below 3 standard deviations above the mean). As expected, the proliferative Signature 1 was associated with more aggressive disease and poor survival (Supplementary Figure S2). Surprisingly, the non-proliferative Signature 2 was also significantly more likely to be found in the tumors of a Luminal B rather than Luminal A molecular subtype (Figure 6a), with a higher histological grade (Figure 6b), and associated with an increased risk of death from disease (Figure 6c), worse overall survival (Figure 6d), and reduced relapse-free survival (Figure 6e). Full statistical analyses for each signature are presented in Supplemental Tables S6 and S7. The same analysis was run for the signatures without overlapping genes (Supplemental Figure S3), which confirmed the importance of these genes for Signature 2′s clinical relevance. Full statistical analyses for each signature with the overlap genes removed are presented in Supplemental Tables S8 and S9. These findings suggest that a novel ER-regulated gene signature found in a subset of invasive cells is associated with more aggressive disease and poor patient outcome, independently of ER’s known role in proliferation. 

## 4. Discussion

In attempting to determine the role of ER in promoting the invasion of breast cancer cells, we found two relatively distinct gene signatures that are unique to invasive cells that were regulated by ER. Signature 1 is enriched with ER-regulated cell-cycle genes and proliferation, but this function of ER contributed to reduced rather than enhanced cell invasion. While this does not explain how ER promotes invasion when IKKβ is activated, it may explain why ER+ breast cancer cells tend to be less invasive. In contrast, Signature 2 is enriched with genes that are involved in broad cellular functions that are known to be associated with invasion, such as vesicle organization and formation, intracellular trafficking, projection formation, and cellular polarization. Importantly, both signatures were identified as enriched in PDX metastatic tumor cell populations and were correlated with worse clinicopathological features and poor patient survival. Moreover, of interest is that ER expression and function is limited to the subpopulations of invasion cells, suggesting that cellular heterogeneity may be an underlying factor in ER’s divergent functions in invasive cells. Moreover, these functions of ER appear to be uncovered only with the coactivation of IKKβ, which suggests that the NFkB pathway may reprogram the ER function to promote invasion and metastasis, which is consistent with our previous work suggesting that ER and NFkB can work together through transcriptional cooperativity to promote more aggressive disease features [20,36,37,38,39,40,41]. 

The most widely studied role of ER in driving breast tumorigenesis is a transcriptional regulator for genes associated with promoting the proliferation and inhibition of apoptosis, which leads to tumor growth. As expected, this proliferative function of ER was identified in Signature 1, but its expression was confined to a subset of invasive cells. In this invasive subpopulation of cells, ER retained the ability to control proliferation, as shown by the regulation of key players, such as FOXM1 and CDK1, but this process was actually inhibitory of invasion, and is suggestive of the widely accepted ‘go or grow’ theory [42], where cells will either proliferate or invade, but cannot perform these processes at the same time. Despite FOXM1 having a multifaceted function, including the promotion of invasion [43], in this cellular context, it appears to suppress invasion and likely has a proliferative function, alongside the majority of genes in Signature 1. The fact that a subset of invasive cells became highly proliferative may be explained by the ability of cells to dynamically switch between phenotypes, with the cells switching back to proliferation driven by ER after the invasion had occurred. Qian et. al. describe how p21/CIP1 controlled the reciprocal switching between proliferation and invasion in breast cancer cells as a mechanism that promotes metastasis [44]. Another study shows that glioblastoma cells with activated HGF/SF–Met signaling were both proliferative and invasive, and these phenotypes appeared to activate distinct downstream signaling events, independently from each other [45]. Phenotypic switching can lead to a high degree of heterogeneity in cancer cells, which is implicated in metastasis [46], which suggests that although Signature 1 genes may not promote invasion, they may still be significant in promoting metastasis.

In contrast to ER’s role in proliferation, its function in driving other features of aggressive disease, such as invasion and metastasis, are less clear. The genes in Signature 2 suggest that the role of ER in invasion is not via typical invasive gene programs, such as EMT or basal gene regulation. This is in line with the literature, which describes how ER suppresses EMT [15]. A common mechanism for this is via the suppression of NFkB [47], which we have observed in our RNA-seq data, with many IKKβ-regulated EMT genes suppressed by ER (data not shown). This is an interesting finding, as, despite EMT normally driving invasion, ER appears to drive invasion by alternate means. ER’s role in invasion points towards processes such as vesicle synthesis and trafficking. Protein trafficking via vesicles requires a number of highly regulated processes, from the initial formation of vesicles, through their transportation and delivery of cargo to specific cellular locations. Our data show that phospholipid synthesis may be inhibited by ICI, suggesting that ER may contribute to the formation of phospholipid bilayers that make up vesicles, which enhances their availability for protein trafficking. Others have linked ER to vesicle formation, including one group that identified 147 estrogen-regulated genes involved in vesicle trafficking [48], and another that showed that the formation of giant intracellular and extracellular vesicles was mediated by ER [49]. In addition to their formation, ER may also regulate proteins involved in the physical trafficking of vesicles, which is a vital process required for cell migration and invasion, as they transport cargo required at specific cell sites. For example, the transportation of MMP proteins to the membrane, and the secretion out of the cell in extracellular vesicles, are crucial for extracellular matrix degradation. Studies have shown that MT1-MMP trafficking is mediated by RaBGTPases, resulting in the vesicular delivery of MT1-MMP to invadopodia and, consequently, the degradation of ECM and increased invasion [50]. Similarly, a Rab siRNA library screen was able to identify that RAB40b was required for the secretion of MMP2/9 and regulated their trafficking within secretory vesicles during invadopodia formation, resulting in matrix degradation [51]. Several RaBGTPases appeared in Signature 2 as ER-regulated, including RAB27A and RAB23. 

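RAB27A, a GTPase of exosome and granule secretion, and RAB23, a GTPase of cilium and hedgehog transport, had negative log2 fold changes with ICI in INV+ cells that did not pass the test. RAB27A (ENSG00000069974, chromosome 15 of hg38 from 55202966 to 55319113) was at 15.6 ± 0.154 CPM without and 11.5 ± 0.598 CPM with ICI (SD, n = 2). Its log2 fold change was −0.44 (standard error 0.21, adjusted p = 0.417 from edgeR's quasi-likelihood test), and −0.32 in INV− cells (adjusted p = 0.382). RAB23 (ENSG00000112210, chromosome 6 from 57186992 to 57222307) was at 13.3 ± 0.358 CPM without and 8.88 ± 1.11 CPM with ICI. Its log2 fold change was −0.58 (standard error 0.17, adjusted p = 0.205), and −0.14 in INV− cells (adjusted p = 0.655). In the single INV+ cells RAB27A was at 26.3, 25.4, 19.7, 36.6 and 8.33 CPM of UMIs in Clusters 0 to 4, and RAB23 at 12.7, 5.65, 10.4, 2.82 and 22.2.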

Vesical transport is also required for other modulators of cell invasion, such as integrins, which function to anchor cells to the extracellular matrix and are rapidly cycled and transported to the cell surface, allowing cells to become motile [52]. The endocytosis of integrins has been shown to occur via Rab proteins, with Rab4 and Rab11 implicated in the trafficking of integrin containing endosomes towards the leading edge of migrating cells [53]. Clearly, both phospholipid and vesicle synthesis/trafficking proteins are implicated in promoting invasion, and we have shown that ER may contribute to both. Dissecting the role of these processes in invasion, however, has proven difficult due to their importance in cell survival and function. Interestingly, the RNAseq data show an increase in the expression levels of ‘cargo’ proteins, such as MMPs and integrins in invasive cells, which are commonly crucial for invasive processes, mediated through IKKβ activation rather than ER (data not shown). 

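Comparing INV+ with INV− cells without ICI, single metalloproteases and integrins differed in both directions. Of 8 measured matrix metalloproteases, 1 was higher and 1 lower in INV+ cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test (1 and 1 when adjusted over the list alone), with a median log2 fold change of 0.07, or −0.03 with a correction for GC content (camera, adjusted p = 0.929). MMP24, a membrane-type metalloprotease (ENSG00000125966, chromosome 20 from 35226690 to 35276998), was at 7.55 ± 2.25 CPM in INV+ and 1.08 ± 0.735 CPM in INV− cells (SD, n = 2), a log2 fold change of 2.75 (standard error 0.49, adjusted p = 0.00819). MMP25, another membrane-type metalloprotease, was lower, with −1.02 (standard error 0.18, adjusted p = 0.00816). Of 16 measured integrins, 3 were higher and 2 lower (4 and 2 when adjusted over the list alone), with a median of 0.46 and a mean of 0.07 (camera, adjusted p = 0.294). ITGA3, a laminin receptor chain, had a log2 fold change of 1.03 (standard error 0.18, adjusted p = 0.00719) and ITGA5, a fibronectin receptor chain, had 0.68 (standard error 0.15, adjusted p = 0.0187). ITGA2, a collagen receptor chain, was lower, with −1.62 (standard error 0.19, adjusted p = 0.00157). MMP24, MMP25 and ITGA3 did not pass without INV+ −ICI replicate 2 (adjusted p = 0.0603, 0.0703 and 0.0583), and ITGA5 did not pass without INV+ −ICI replicate 1 (0.0741) or 2 (0.108) or INV− −ICI replicate 1 (0.0797).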

In fact, with so many typically invasive genes identified to be regulated by IKKβ alone, ER may actually function to complement how these proteins are utilized. This may suggest an interesting synergistic co-operativity between ER-regulating vesicle trafficking and IKKβ’s regulation of potential invasive cargo. 

While our studies suggest that ER can have both invasion-promoting and -suppressing functions, the scRNA-seq findings suggest a high degree of heterogeneity in the ER function in invasive cell populations. In particular, the ER-regulated genes associated with proliferation were largely confined to a proliferative subpopulation of cells, whereas the ER-regulated genes associated with intracellular trafficking, vesicle organization, phospholipid synthesis, and cellular polarization showed more broad expression across invasive cell subpopulations, suggesting a distinct heterogeneity in ER activity. 

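Across the INV+ clusters, genes of cell division were concentrated in Cluster 4, and genes of trafficking and lipid synthesis were not. The AUC of the G2/M genes was 0.493, 0.419, 0.586 and 0.184 in Clusters 0 to 3, with the highest value in Cluster 4. The RAB GTPases had 0.427, 0.624, 0.578, 0.328 and 0.439 in Clusters 0 to 4, and 0.559 and 0.621 in Clusters 1 and 2 after thinning. The SNAREs and sorting nexins had 0.465, 0.597, 0.556, 0.283 and 0.463, and the COPI, COPII and TMED genes 0.459, 0.584, 0.554, 0.284 and 0.535. The phospholipid synthesis genes of Figure 3f had 0.518, 0.58, 0.504, 0.358 and 0.310, and the polarization genes of the same figure 0.457, 0.557, 0.518, 0.39 and 0.585. In Cluster 3 the scores after thinning were 0.375, 0.317, 0.358, 0.400 and 0.349 for these 5 lists in the order named, where 1000 random lists of as many genes of like expression had medians of 0.355, 0.287, 0.38, 0.429 and 0.441.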

The role of cellular heterogeneity has emerged as an important driver of tumor robustness [54], allowing cells to survive adverse environments, such as in circulation or the metastatic niche. To further strengthen the association of invasive cells with metastasis, we also looked for the enrichment of stemness, which is often implicated in metastasis and aggressive phenotypes. We found that multiple cancer stem signatures from MsigDB were enriched in Cluster 4 (Supplemental Table S10)**,** the same cluster as the Signature 1 enrichment. The enrichment of stemness in this subpopulation further supports the phenotypic heterogenicity in these INV+ cells, which potentially leads to a more aggressive population of cells predisposed to metastasis. Heterogeneity has been shown to promote metastasis. For example, Obradovic and colleagues demonstrated that the activation of the glucocorticoid receptor increased tumor heterogeneity and was critical for metastatic colonization [55]. Another recent study highlights the expression of vesicle-trafficking genes in heterogenous tumors, which played a role in promoting metastasis in colon cancer [56], further implicating our findings that ER may contribute to metastasis by regulating vesicle trafficking. Importantly, our data show that the enrichment of both ER-regulated gene signatures was observed in the cell populations of metastatic PDX tumors, as well as in the more aggressive ER+ breast tumors of patients, despite Signature 1 not correlating with invasive potential, which further suggests a role for heterogenic ER activity in metastasis. 

## 5. Conclusions

The mechanism by which IKKβ reprograms the ER function to promote aggressive disease, and how ER-driven heterogeneity promotes invasion and metastasis, remain unclear; however, the dissection of these functions could shed light on how ER+ tumors become aggressive, and could suggest possible therapeutic interventions. Although an absence of in vivo studies may be a limitation of this study, our previous studies have shown that IKKβ activation alone was not adequate to promote the formation of metastatic tumors in mice, despite promoting invasion in vitro, which suggests that ER’s role is crucial for promoting metastasis [20]. Here, we demonstrate the distinct heterogeneity in the ER signaling in invasive cells and suggest that this heterogeneity may underlie the differential effects of ER on invasion and increased metastasis in vivo. The correlation of both ER-regulated gene signatures with metastasis in PDX models, aggressive clinical features in human disease, and poor prognosis in breast cancer patients suggest the clinical importance of both ER-regulated gene signatures. These may be particularly relevant in tumors where NFkB activation is implicated (for example, as observed in some more aggressive Luminal B tumors). Moreover, as scRNA-seq technology begins to translate into routine disease management, we expect that the signatures that are derived from subpopulations of cells, such as the invasive populations used here, will become increasingly useful in predicting tumors predisposed to metastasis through the identification of aggressive subpopulations of cells.

## Figures and Tables

**Figure 1:**
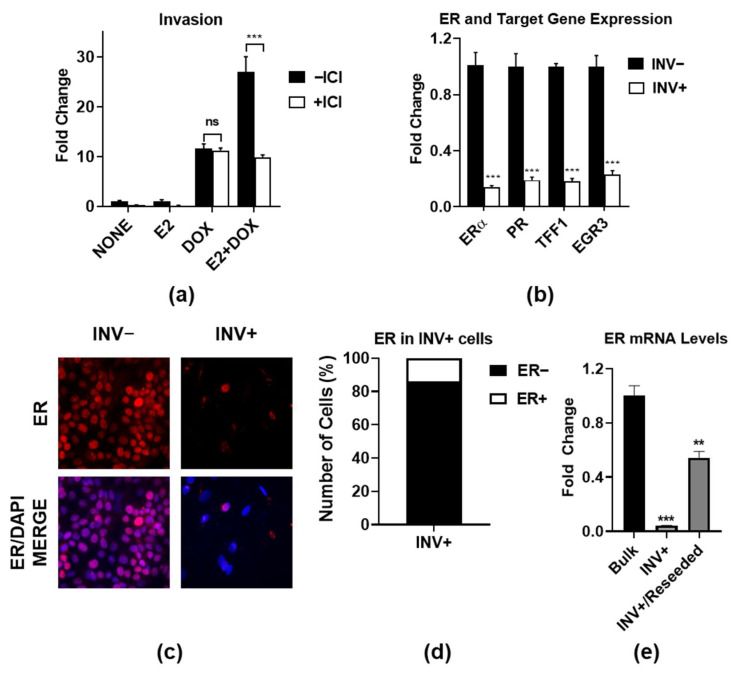
ER expression and activity in ER and IKKβ coactivated MCF-7 invasive vs. noninvasive cells. MCF-7-CA-IKKβ cells were treated with E2 (10 nM) +/− DOX (1 µg/mL) for 72 h, followed by +/− ICI 182,780 (ICI, 1 µM) for an additional 8 h. Equal numbers of cells were then seeded onto collagen-coated (10 µg/cm^2^) transwell inserts and allowed to invade for 24 h. (**a**) Cells were fixed, stained with crystal violet, and counted using Image J. Fold change vs. none was calculated. (**b**) Invaded (INV+) and noninvaded (INV−) cells were collected from the bottom and top of the insert, respectively, and RNA was extracted. ER and ER target gene mRNA expression were assessed by QPCR. Fold change in INV+ relative to INV− is shown. (**c**) ERα protein expression (red) was assessed in INV− and INV+ cells by immunofluorescence. Cell nuclei were counterstained with DAPI (blue). (**d**) The percentage of INV+ cells expressing detectable levels of ER protein was quantified from immunofluorescent images. (**e**) ER mRNA levels were determined by QPCR in INV+ cells immediately after the invasion assay or after INV+ cells were returned to standard culture conditions for 72 hr with continuous E2 + DOX treatment. Expression was compared to the bulk population of E2 + DOX-treated cells, which had not been put through the invasion assay. ** *p* < 0.01; *** *p* < 0.001; ns: not significant.

**Figure 2:**
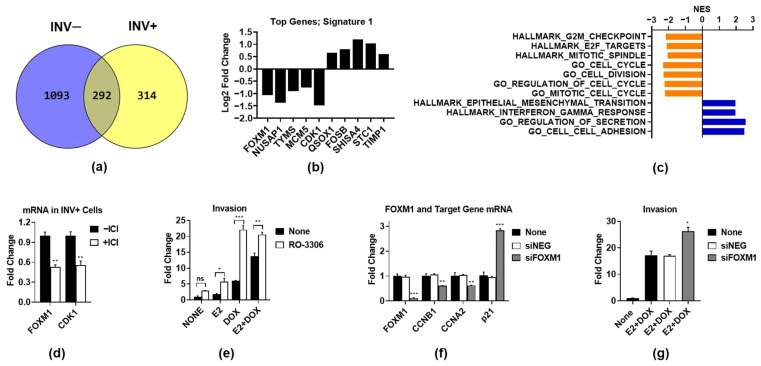
ER regulates a unique gene signature in invasive cells. RNA was isolated from INV+ and INV− cells as described in Figure 1, and RNA-seq was performed. (**a**) Genes regulated by ICI in INV− and INV+ cells were identified using a cutoff of FDR < 0.001 and log2 fold change (FC) of 0.5. Overlap of these gene lists in INV+ and INV− cells identified a 314-gene signature (Signature 1) specific to INV+ cells. (**b**) Log2 fold change expression is shown for the top up- and downregulated genes on the basis of FDR by ICI in INV+ cells only. (**c**) GSEA analysis of Signature 1 genes showing top significantly (*p* < 0.05) enriched Hallmark and GO_biological pathways and normalized enrichment scores from MsigDB v. 7.2. (**d**) FOXM1 and CDK1 mRNA was assessed by QPCR in E2 + DOX-treated INV+ cells treated with or without ICI. (**e**) MCF-7-CA-IKKβ cells were treated with E2 +/− DOX for 72 h, followed by the CDK1 inhibitor (CDKi) RO-3306 (5 µM) for a further 16 h, and invasion was assessed. (**f**,**g**) MCF-7-CA-IKKβ cells were transfected with an siRNA to FOXM1, or a scrambled negative control siRNA (siNEG), and then treated with E2 + DOX for 72 h. (**f**) QPCR for FOXM1 and FOXM1 target genes was performed, and (**g**) invasion was assessed. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; ns: not significant.

**Figure 3:**
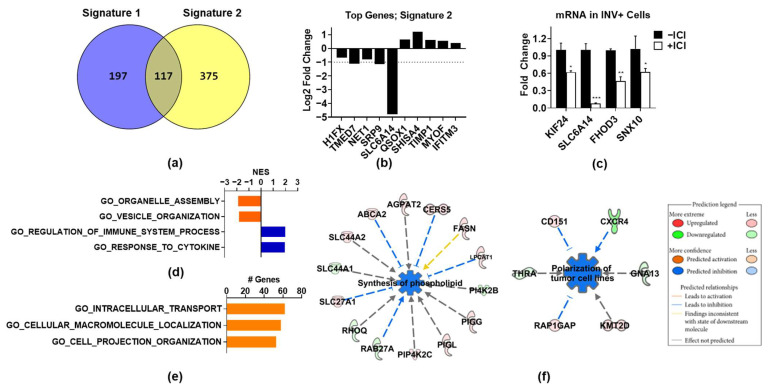
ER regulates the expression of genes associated with intracellular trafficking in invasive cells, and disruption/inhibition of vesicle formation. (**a**) Signature 2 genes were identified by applying a cutoff of 0.25 log2 fold change and FDR < 0.01 to all genes significantly regulated (FDR < 0.05) by ICI in INV− and INV+ cells, then genes exclusively regulated in INV+ cells had cell-cycle-associated genes removed. Overlap with Signature 1 is shown. (**b**) Log2 FC expression of top regulated genes. (**c**) Validation of top regulated genes by ICI in INV+ cells by QPCR. Statistical significance was determined using one-way ANOVA vs. -ICI group. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001. (**d**) GSEA analysis of Signature 2 genes showing top enriched Hallmark and GO_biological pathways (*p* < 0.05). (**e**) Gene ontology categories with the highest number of genes present from Signature 2. (**f**) IPA-downstream-effect-analysis networks associated with cellular functions showing two highly inhibited functions by ICI in Signature 2; synthesis of phospholipid (*p* = 7.61 × 10^−3^) and polarization of tumor cell lines (*p* = 1.12 × 10^−3^). Edges and nodes are color-coded on the basis of the predicted relationship, as indicated in the legend.

**Figure 4:**
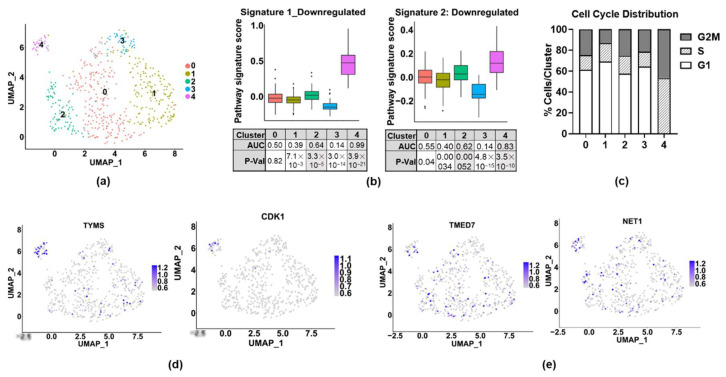
ER activity and gene signatures in invasive cell subpopulations. MCF-7-CA-IKKβ cells were treated with E2 + DOX for 72 h, then seeded onto collagen-coated (10 µg/cm^2^) transwell inserts. After 24 h, invaded (INV+) cells were collected from the bottom of the insert and sequenced using inDrop scRNA-Seq. (**a**) Bi-dimensional representation of single-cell transcriptomes of 543 MCF-7 CA-IKKβ invasive cells visualized in a UMAP plot. (**b**) Box plots to show enrichment of Signature 1 and Signature 2 genes. ROC analysis was used to generate AUC values, which represent signature enrichment in each cluster of INV+ cells. Significance of enrichment was tested by Wilcox test. AUC > 0.6 and *p* < 0.01 were considered significant. (**c**) Cell-cycle analysis of scRNA-seq data was conducted using Cell-Cycle Scoring and Regression vignette [33], provided by Seurat package v. 3.1. (**d**) Feature plots for two Signature 1 genes. (**e**) Feature plots for two Signature 2 genes.

**Figure 5:**
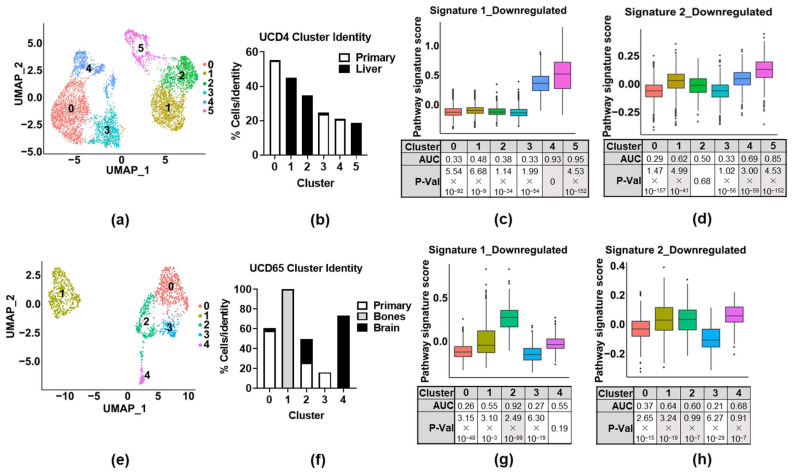
Invasive signatures are enriched in primary and metastatic PDX tumor cell populations. (**a**,**e**) UMAP plot showing bi-dimensional representation of single-cell transcriptomes of the PDX-derived breast cancer cell lines: (**a**) UCD4 and (**e**) UCD65, representing primary tumors and tumors in various sites of metastasis. (**b**,**f**) The contributions of each cell’s identity (i.e., primary or metastatic tumor) to each cluster (% of total number of cells in original identity) in each dataset. (**c**,**d**). Box plot and FEA for Signatures 1 and 2 in the UCD4 dataset. (**g**,**h**). Box plot and FEA for Signatures 1 and 2 in the UCD65 dataset.

**Figure 6:**
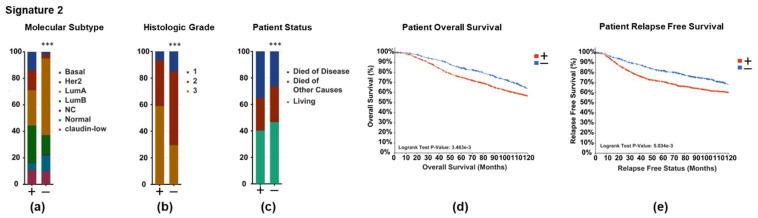
Invasive Signature 2 is associated with poor outcome in ER+ breast cancer patients. cBioPortal for Cancer Genomics was used to query 1904 patients with breast tumors from the METABRIC cohort for genes downregulated by ICI in Signature 2. Patients were stratified on the basis of high expression (+ = mRNA expression 3 standard deviations above the mean) or low expression (− = mRNA expression below 3 standard deviations below the mean) of genes downregulated by ICI from Signature 2, normalized to the reference population, where each gene is compared to the mean level of expression of all samples in the cohort. The distributions of the (**a**) molecular subtype, (**b**) histologic grade, (**c**) patient status, (**d**) patient overall survival, (**e**) and relapse-free survival between (+) and (−) groups are displayed. Statistical significance was determined using (**a**–**c**) chi-squared test or (**d**) log-rank test. *** *p* < 0.01.

## Data Availability

The RNA-seq and scRNA-seq datasets generated in this manuscript will be made available through the Gene Expression Omnibus (GSE174189) upon publication.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14122848/s1, Figure S1: Overlapping genes between the signatures do not impact Signature 1 cluster enrichment but are important for cluster enrichment of Signature 2 in invasive cells and primary and metastatic PDX tumor cell populations; Figure S2: Signature 1 is associated with poor outcome in ER+ breast cancer patients; Figure S3: Overlapping genes between Signatures 1 and 2 do not contribute to association of Signature 1 with clinical outcome, but do contribute to the association of Signature 2 with clinical outcome; Table S1: List of ER-regulated genes forming Signature 1 in ER and IKKβ coactivated invasive MCF-7 cells; Table S2: GSEA analysis of Signature 1 genes showing enriched Hallmark and gene ontology gene sets; Table S3: List of ER-regulated genes forming Signature 2 in ER and IKKβ coactivated invasive MCF-7 cells; Table S4: GSEA analysis of Signature 2 genes showing enriched Hallmark and gene ontology gene sets; Table S5: Differentially expressed genes for each cluster identified in scRNA-seq dataset derived from invasive cells. Table S6: Statistical analysis of clinical parameters associated with Signature 1; Table S7: Statistical analysis of clinical parameters associated with Signature 2; Table S8: Statistical analysis of clinical parameters associated with Signature 1, where the genes overlapping with Signature 2 were removed; Table S9: Statistical analysis of clinical parameters associated with Signature 2, where the genes overlapping with Signature 1 were removed; Table S10: Functional enrichment analysis for stem-cell-associated gene signatures in invasive cell populations.

# Supplementary material for: Estrogen Receptor-Regulated Gene Signatures in Invasive Breast Cancer Cells and Aggressive Breast Tumors
**Source:** Cancers (Basel). 2022 Jun 9;14(12):2848. doi: 10.3390/cancers14122848
**Supplement:** Supplementary file 1

Supplementary Figure S1

A INV+
Signature 1 _DN; Overlap Removed

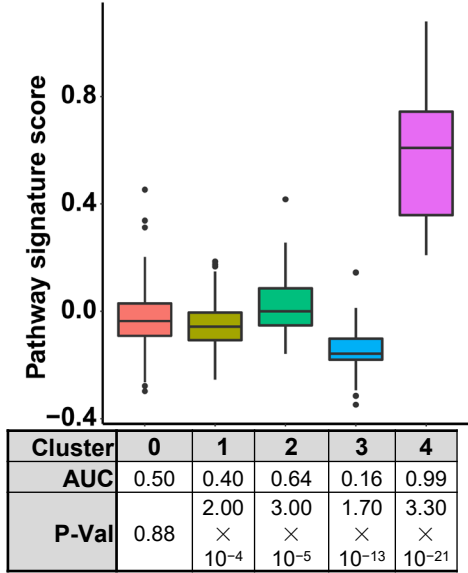

B INV+
Signature 2 _DN; Overlap Removed

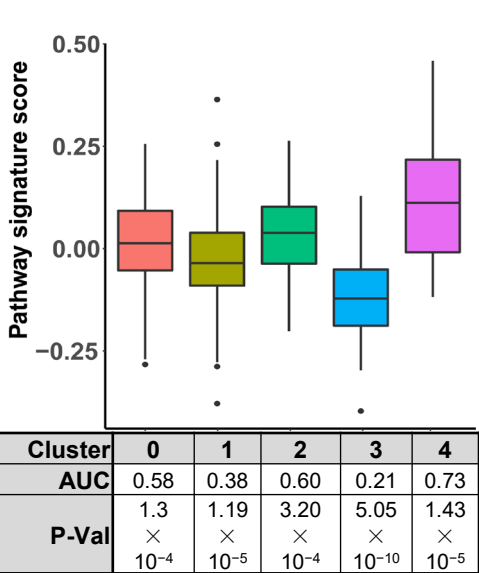

C UCD65
Signature 1 DN_Overlap Removed

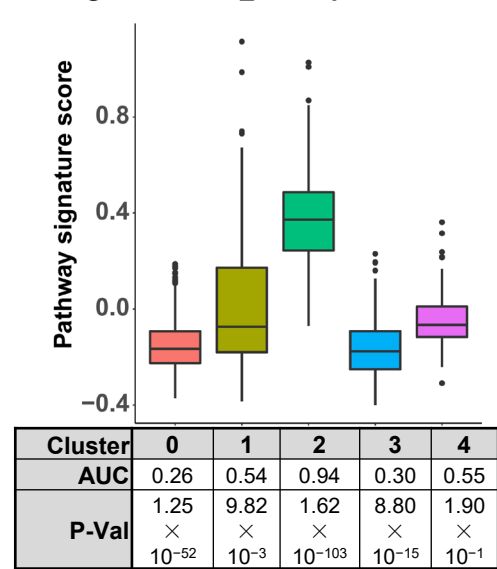

D UCD65
Signature 2 DN_Overlap Removed

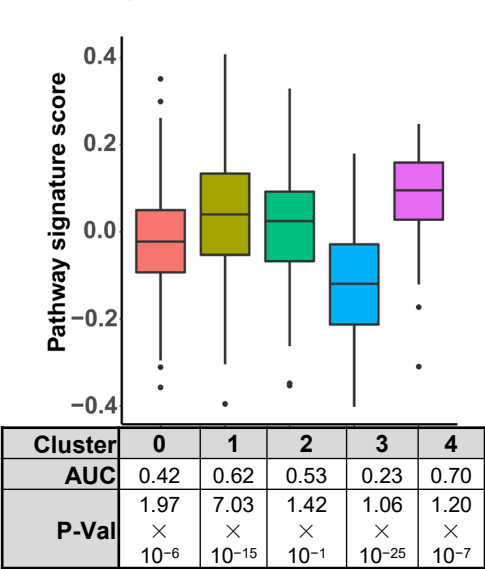

E UCD4
Signature 1 _DN: Overlap Removed

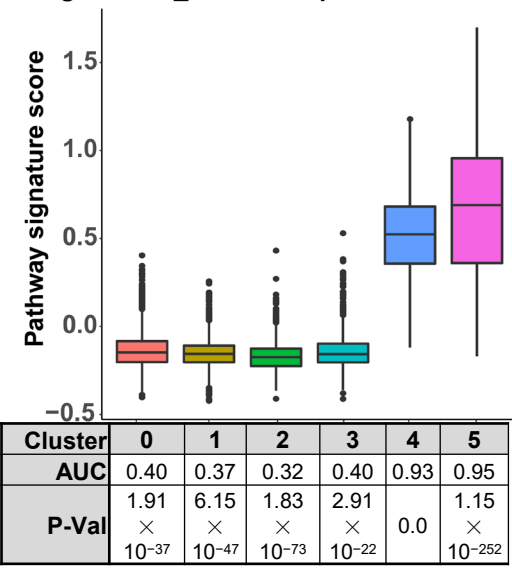

F UCD4
Signature 2 _DN: Overlap Removed

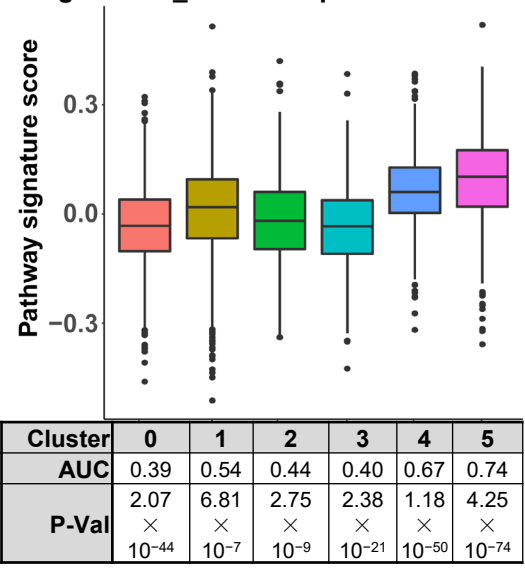

Supplementary figure S1. Overlapping genes between the signatures do not impact signature 1 cluster enrichment but are important for cluster enrichment of Signature 2 in invasive cells and primary and metastatic PDX tumor cell populations.

MCF-7-CA-IKK β cells were treated with E2+DOX for 72 hours, then seeded onto collagen coated (10 $\mu\text{g}/\text{cm}^2$) transwell inserts. After 24 hours, invaded (INV+) cells were collected from the bottom of the insert and sequenced using inDrop scRNA-Seq. Box plots to show enrichment of Signature 1 (A) without overlapping genes with signature 2, and signature 2 (B) without overlapping genes with signature 1. Enrichment of signature 1 and 2 without overlapping genes was analyzed in primary and metastatic populations of PDX derived breast cancer cell lines UCD65 and UCD4. Box plots and FEA for signature 1 without overlap (C, E) and signature 2 without overlap (D, F) in UCD65 and UCD4 respectively. ROC analysis was used to generate AUC values, which represent signature enrichment in each cluster of INV+ or PDX cells. Significance of enrichment was tested by Wilcox test. AUC>0.6 and P<0.01 was considered significant. PDX derived breast cancer

Supplementary Figure S2

Signature 1, Patient Outcome

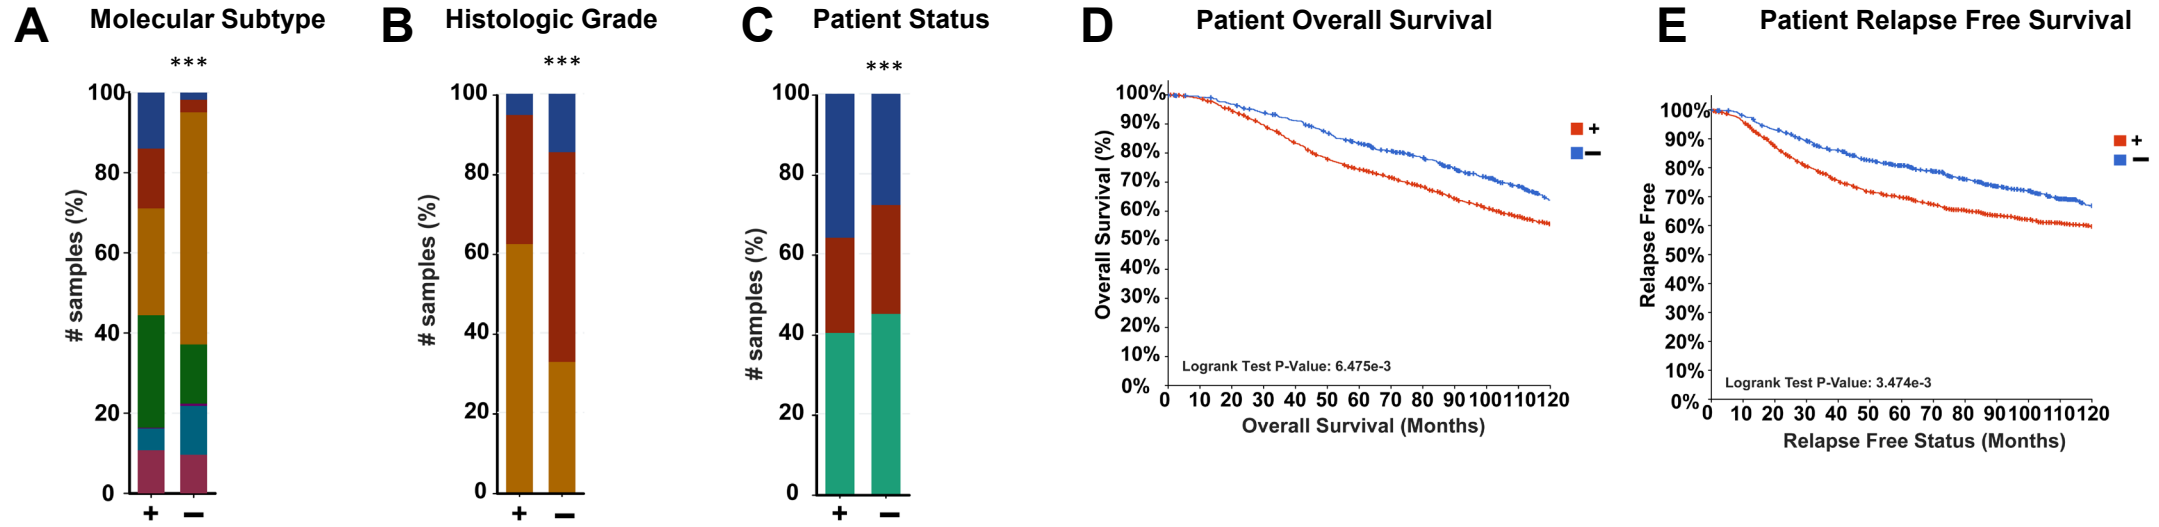

Supplementary figure S2. Signature 1 is associated with poor outcome in ER+ breast cancer patients.

cBioPortal for Cancer Genomics was used to query 1904 patients with breast tumors from the METABRIC cohort for genes downregulated by ICI in signature 1. Patients were stratified based on high expression (+ = mRNA expression 3 standard deviations above the mean) or low expression (- = mRNA expression below 3 standard deviations below the mean) of genes downregulated by ICI from signature 1, normalized to the reference population where each gene is compared to the mean level of expression of all samples in the cohort. The distribution of the (A) molecular subtype, (B) histologic grade, (C) patient status, (D) patient overall survival, and relapse free survival (E) between (+) and (-) groups were displayed. Statistical significance was determined using chi-squared test (A, B and C) or log-rank test (D). ***P<0.01.

Supplementary Figure S3

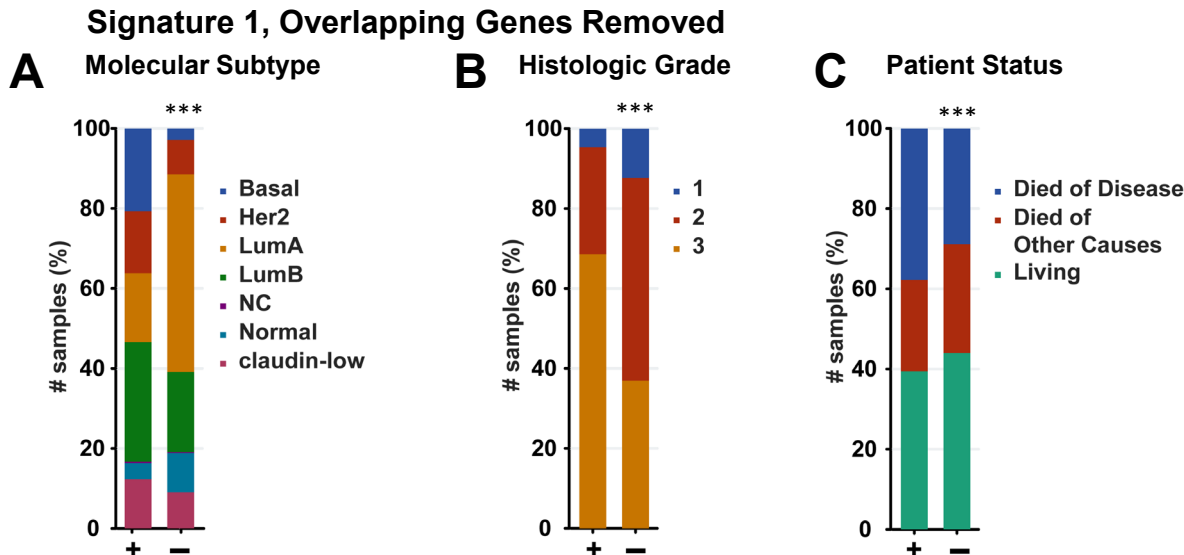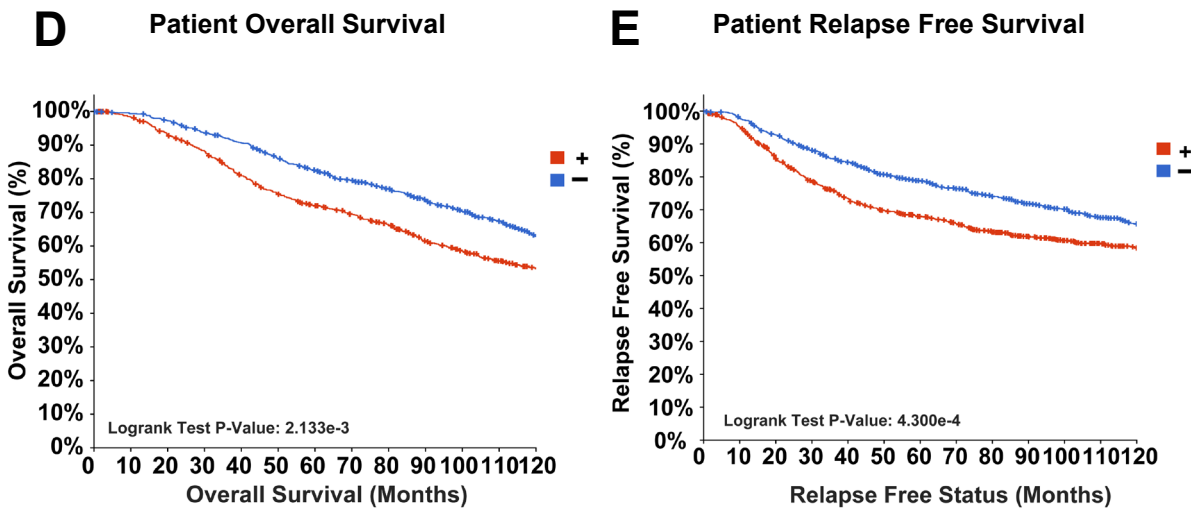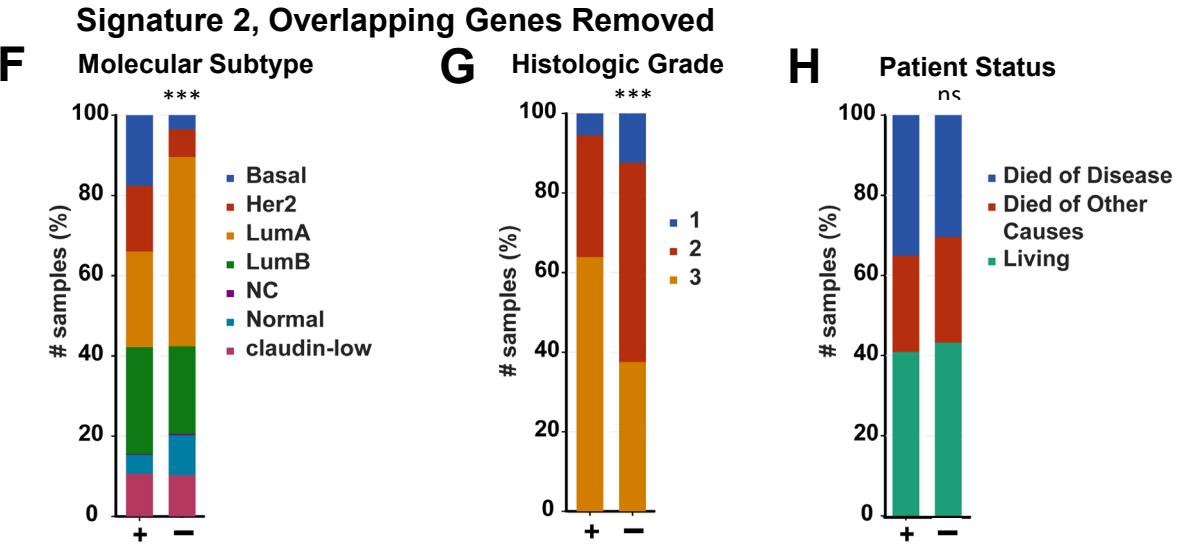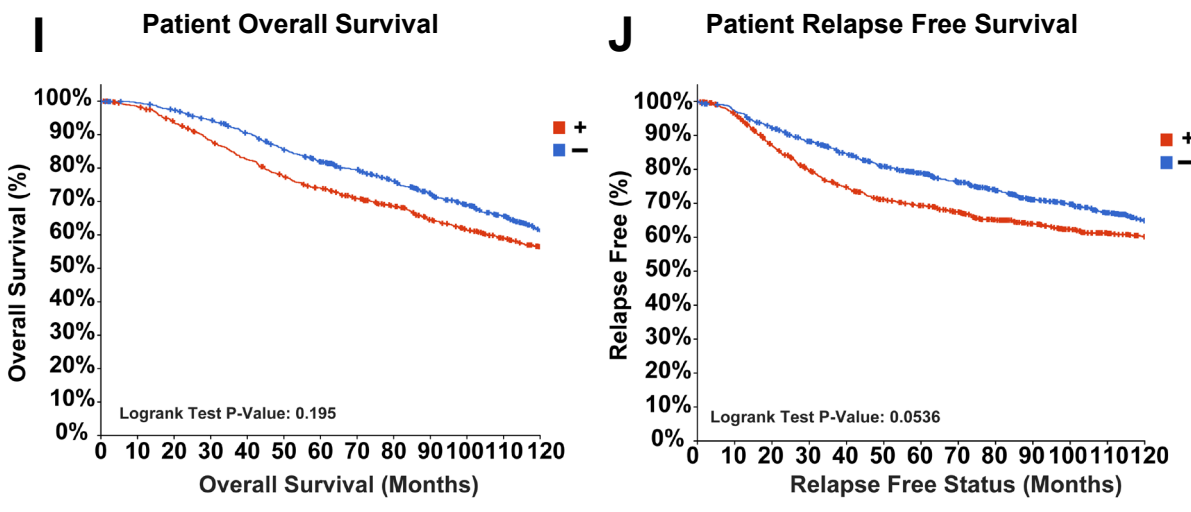

Supplementary figure S3. Overlapping genes between signature 1 and 2 do not contribute to association of signature 1 with clinical outcome, but do contribute to the association of signature 2 with clinical outcome. cBioPortal for Cancer Genomics was used to query 1904 patients with breast tumors from the METABRIC cohort for genes downregulated by ICI in signature 1 minus the genes that overlap genes with signature 2, and signature 2 minus the overlap genes with signature 1. Patients were stratified based on high expression (+ = mRNA expression 3 standard deviations above the mean) or low expression (- = mRNA expression below 3 standard deviations below the mean) of genes, normalized to the reference population where each gene is compared to the mean level of expression of all samples in the cohort. The distribution of the (A, F) molecular subtype, (B, G) histologic grade, (C, H) patient status, (D, I) patient overall survival, and (E, J) relapse free survival, between (+) and (-) groups were displayed for signature 1 without overlap genes and signature 2 without overlap genes respectively. Statistical significance was determined using chi-squared test (A, B, C, F, G, H) or log-rank test (D, E, I, J). ***P<0.01, ns; not significant.

# Supplementary material for: Estrogen Receptor-Regulated Gene Signatures in Invasive Breast Cancer Cells and Aggressive Breast Tumors
**Source:** Cancers (Basel). 2022 Jun 9;14(12):2848. doi: 10.3390/cancers14122848
**Supplement:** Supplementary file 1

Table S1: List of ER regulated genes forming signature 1 in ER and IKK β co-activated invasive MCF-7 cells.

**ENS Gene ID**	**Gene**	**FC**	**FDR**
ENSG00000125740	FOSB	0.802471017	6.80415E-23
ENSG00000198910	L1CAM	0.508504805	1.14492E-11
ENSG00000170345	FOS	0.622883871	3.41191E-16
ENSG00000111206	FOX M1	-1.063897695	1.05714E-54
ENSG00000137804	NUSAP1	-1.366631924	4.16604E-37
ENSG00000176890	TYMS	-0.912613715	6.54869E-37
ENSG00000100297	MCM5	-0.764288987	1.00323E-29
ENSG00000136244	IL6	0.573186004	0.000419662
ENSG00000170312	CDK1	-1.47660317	2.54174E-29
ENSG00000159167	STC1	1.026099997	7.90982E-19
ENSG00000132646	PCNA	-0.818806458	7.37463E-27
ENSG00000084764	MAPRE3	0.518672303	5.18968E-05
ENSG00000131398	KCNC3	0.597844654	7.27061E-06
ENSG00000124795	DEK	-0.768031221	1.36248E-25
ENSG00000103335	PIEZO1	0.568250743	2.45165E-05
ENSG00000013810	TACC3	-1.086783039	6.29222E-23
ENSG00000138119	MYOF	0.564531856	1.52599E-16
ENSG00000076248	UNG	-0.638361168	2.76325E-21
ENSG00000152518	ZFP36L2	-0.708157204	3.3892E-21
ENSG00000184897	H1FX	-0.660757929	6.36508E-20
ENSG00000163975	MELTF	0.64106839	0.000156241
ENSG00000138182	KIF20B	-1.255871279	1.52598E-19
ENSG00000124664	SPDEF	-0.820416102	9.66345E-19
ENSG00000134970	TMED7	-1.110233166	2.67017E-16
ENSG00000137310	TCF19	-1.018443377	7.04526E-16
ENSG00000221968	FADS3	0.663169089	2.31553E-14
ENSG00000197903	HIST1H2BK	0.568797945	1.78946E-08
ENSG00000182628	SKA2	-0.755450077	3.38586E-15
ENSG00000217801	RP11-465B22.3	0.736201501	1.7387E-06
ENSG00000088305	DNMT3B	-0.804425822	4.44541E-15
ENSG00000179776	CDH5	0.847039899	7.01585E-06
ENSG00000186832	KRT16	-0.992567873	1.70154E-14
ENSG00000105419	MEIS3	0.622678334	3.11846E-09
ENSG00000043039	BARX2	-0.839883786	1.74929E-14
ENSG00000164104	HMGB2	-1.32951958	1.90755E-14
ENSG00000243279	PRAF2	0.556878611	2.54122E-11
ENSG00000092470	WDR76	-1.106628928	2.09302E-14
ENSG00000173848	NET1	-0.795268042	6.59574E-14
ENSG00000135476	ESPL1	-0.975909544	7.12462E-14
ENSG00000140525	FANCI	-0.87832029	1.22463E-13
ENSG00000178209	PLEC	0.655372468	8.68004E-11
ENSG00000135451	TROAP	-1.249115062	1.48241E-13
ENSG00000143742	SRP9	-1.126176416	5.11965E-13
ENSG00000168386	FILIP1L	-0.594970697	8.18121E-13
ENSG00000175063	UBE2C	-1.148192114	9.84542E-13

ENSG00000161800	RACGAP1	-0.868058644	1.84908E-12
ENSG00000104756	KCTD9	-0.776968149	2.81688E-12
ENSG00000126215	XRCC3	-0.539563948	4.78982E-12
ENSG00000140534	TICRR	-0.913783228	6.01351E-12
ENSG00000102034	ELF4	0.53352766	1.21698E-12
ENSG00000136367	ZFHX2	0.602819915	2.85273E-05
ENSG00000160957	RECQL4	-0.561640807	6.08508E-12
ENSG00000184985	SORCS2	0.646076152	1.07929E-14
ENSG00000268104	SLC6A14	-4.808295008	8.91747E-12
ENSG00000197045	GMFB	-0.706758618	2.03092E-11
ENSG00000127152	BCL11B	-0.781397215	2.10154E-11
ENSG00000185347	C14orf80	-0.55664418	2.22409E-11
ENSG00000117632	STMN1	-1.13165076	2.43621E-11
ENSG00000228716	DHFR	-0.652639408	4.48198E-11
ENSG00000129173	E2F8	-1.49473364	4.60472E-11
ENSG00000134363	FST	1.017327834	2.92407E-06
ENSG00000113328	CCNG1	-0.546146951	5.81984E-11
ENSG00000151239	TWF1	-0.652710364	6.91059E-11
ENSG00000170477	KRT4	-1.598067173	8.45631E-11
ENSG00000120162	MOB3B	0.98668972	9.10128E-11
ENSG00000163346	PBXIP1	0.572226253	7.43992E-05
ENSG00000177508	IRX3	-0.553473732	8.98505E-11
ENSG00000132436	FIGNL1	-0.782807628	9.21406E-11
ENSG00000091831	ESR1	-0.808827787	1.05246E-10
ENSG00000095596	CYP26A1	1.732812491	5.91454E-14
ENSG00000087258	GNAO1	1.251550622	1.05246E-10
ENSG00000116299	KIAA1324	-0.603386482	1.09047E-10
ENSG00000143401	ANP32E	-0.799000853	1.45334E-10
ENSG00000166311	SMPD1	0.592308667	2.99217E-09
ENSG00000006062	MAP3K14	0.62588981	5.93298E-10
ENSG00000205269	TMEM170B	-1.067423208	1.51507E-10
ENSG00000186298	PPP1CC	-0.683312823	1.84472E-10
ENSG00000171903	CYP4F11	0.504505926	0.00014101
ENSG00000253626	EIF5A11	-0.584363765	1.9286E-10
ENSG00000189403	HMGB1	-0.725018854	2.14809E-10
ENSG00000126456	IRF3	0.530833344	4.374E-15
ENSG00000213639	PPP1CB	-0.630216186	2.14809E-10
ENSG00000124767	GLO1	-0.62841033	2.1656E-10
ENSG00000100744	GSKIP	-0.638600991	2.17705E-10
ENSG00000138759	FRAS1	1.356706662	0.000240049
ENSG00000196584	XRCC2	-1.13654206	2.40452E-10
ENSG00000122966	CIT	-1.024680792	3.44846E-10
ENSG00000122367	LDB3	0.703881315	0.000361636
ENSG00000142632	ARHGEF19	-0.816248837	3.56107E-10
ENSG00000183856	IQGAP3	-0.988300027	3.8541E-10
ENSG00000213390	ARHGAP19	-1.027171975	4.32384E-10
ENSG00000157500	APPL1	-0.71466548	4.53191E-10

ENSG00000169139	UBE2V2	-0.606110354	5.76679E-10
ENSG00000233198	RNF224	1.088852302	2.90989E-07
ENSG00000026652	AGPAT4	1.671212209	0.000780221
ENSG00000012171	SEMA3B	-0.809387995	6.0537E-10
ENSG00000166508	MCM7	-0.710249048	7.21192E-10
ENSG00000081154	PCNP	-0.51354678	8.98599E-10
ENSG00000143341	HMCN1	-1.100896866	1.0736E-09
ENSG00000106462	EZH2	-0.560184552	1.32607E-09
ENSG00000130304	SLC27A1	0.525166939	0.000762019
ENSG00000113810	SMC4	-1.144066799	1.49421E-09
ENSG00000119403	PHF19	-0.827736027	1.52564E-09
ENSG00000134775	FHOD3	-1.064080863	1.54479E-09
ENSG00000213347	MXD3	-0.892276926	1.94114E-09
ENSG00000112742	TTK	-1.195953963	2.32437E-09
ENSG00000147872	PLIN2	-0.898952835	3.38641E-09
ENSG00000091651	ORC6	-0.84436539	4.34528E-09
ENSG00000123374	CDK2	-0.604967387	6.21924E-09
ENSG00000076770	MBNL3	-0.845274876	6.26257E-09
ENSG00000109861	CTSC	-0.670290715	6.54286E-09
ENSG00000143578	CREB3L4	-0.82612705	6.87812E-09
ENSG00000136122	BORA	-1.200301776	6.99203E-09
ENSG00000168393	DTYMK	-0.669929265	7.28913E-09
ENSG00000165997	ARL5B	-0.64525606	8.04775E-09
ENSG00000103145	HCFC1R1	-0.564529736	1.03159E-08
ENSG00000011426	ANLN	-0.827961819	1.76309E-08
ENSG00000178295	GEN1	-0.69464974	1.82602E-08
ENSG00000138642	HERC6	0.775143782	0.000449565
ENSG00000104442	ARMC1	-0.69681742	2.41078E-08
ENSG00000171862	PTEN	-0.55861727	2.47769E-08
ENSG00000251615	RP11-774O3.3	0.640193768	0.000253695
ENSG00000105011	ASF1B	-0.761137666	2.85565E-08
ENSG00000109762	SNX25	0.586741612	2.41974E-05
ENSG00000159873	CCDC117	-0.52247901	3.03507E-08
ENSG00000157368	IL34	0.855054544	0.000496535
ENSG00000110042	DTX4	0.903977888	0.000496535
ENSG00000114346	ECT2	-0.751286846	3.33247E-08
ENSG00000136928	GABBR2	0.800375253	5.46925E-07
ENSG00000101911	PRPS2	-0.505209911	3.34873E-08
ENSG00000140451	PIF1	-1.444956865	4.28325E-08
ENSG00000157851	DPYSL5	-0.70979699	1.04222E-07
ENSG00000163513	TGFB2	0.600172136	0.000820996
ENSG00000134049	IER3IP1	-1.151267344	1.31651E-07
ENSG00000108821	COL1A1	0.820984323	6.34395E-06
ENSG00000109685	NSD2	-0.618658952	1.50136E-07
ENSG00000196126	HLA-DRB1	3.452252334	2.8319E-05
ENSG00000076554	TPD52	-0.538122764	1.61928E-07
ENSG00000100410	PHF5A	-0.594192462	2.15436E-07

ENSG00000163703	CRELD1	0.521722211	3.65957E-05
ENSG00000010292	NCAPD2	-0.771055302	2.59619E-07
ENSG00000126458	RRAS	-0.56548532	2.98868E-07
ENSG00000198892	SHISA4	1.196525748	1.481E-21
ENSG00000159055	MIS18A	-0.680674854	4.57787E-07
ENSG00000136167	LCP1	0.700639069	7.16214E-06
ENSG00000167670	CHAF1A	-0.809932509	6.83121E-07
ENSG00000122643	NT5C3A	-0.608855561	8.56892E-07
ENSG00000104147	OIP5	-1.262364578	1.00819E-06
ENSG00000024422	EHD2	-0.590528778	1.32976E-06
ENSG00000086300	SNX10	-1.016162202	1.40875E-06
ENSG00000120992	LYPLA1	-0.515657576	1.54671E-06
ENSG00000198569	SLC34A3	1.823364429	9.46454E-05
ENSG00000137770	CTDSPL2	-0.510416062	1.64164E-06
ENSG00000073111	MCM2	-0.658316894	1.71461E-06
ENSG00000164087	POC1A	-0.815156585	1.78004E-06
ENSG00000000460	C1orf112	-0.737785333	1.79567E-06
ENSG00000123473	STIL	-0.740384179	1.93654E-06
ENSG00000162063	CCNF	-0.886812302	2.11227E-06
ENSG00000189266	PNRC2	-0.50240892	2.14191E-06
ENSG00000219200	RNASEK	0.645614661	2.88204E-06
ENSG00000165272	AQP3	1.169988697	8.25633E-14
ENSG00000196220	SRGAP3	-0.726734589	2.48968E-06
ENSG00000091622	PITPNM3	-0.52113112	2.70485E-06
ENSG00000156398	SFXN2	-0.744739273	3.09518E-06
ENSG00000111247	RAD51AP1	-1.727107081	3.29518E-06
ENSG00000254221	PCDHGB1	0.825656927	5.9223E-08
ENSG00000221829	FANCG	-0.647581463	3.51479E-06
ENSG00000151366	NDUFC2	-0.894202274	3.72034E-06
ENSG00000143815	LBR	-0.533836875	3.73029E-06
ENSG00000058085	LAMC2	0.660093757	0.00067881
ENSG00000186638	KIF24	-1.174134538	3.88186E-06
ENSG00000136527	TRA2B	-0.610827954	3.88186E-06
ENSG00000130827	PLXNA3	0.533794639	0.000477225
ENSG00000161888	SPC24	-1.127806827	4.43636E-06
ENSG00000164754	RAD21	-0.64618119	4.47079E-06
ENSG00000108602	ALDH3A1	0.86415073	1.6776E-07
ENSG00000006625	GGCT	-0.573553699	5.0323E-06
ENSG00000170270	GON7	-0.677117088	5.29316E-06
ENSG00000176208	ATAD5	-1.268817765	6.19053E-06
ENSG00000170779	CDCA4	-0.563875187	6.97792E-06
ENSG00000168496	FEN1	-0.589053303	7.11853E-06
ENSG00000197008	ZNF138	-0.501479746	7.17743E-06
ENSG00000102265	TIMP1	0.610337465	4.62968E-18
ENSG00000171320	ESCO2	-0.915304261	1.00599E-05
ENSG00000204539	CDSN	1.066607239	6.51725E-07
ENSG00000112118	MCM3	-0.570881764	1.07155E-05

ENSG00000175785	PRIMA1	-1.41419925	1.25995E-05
ENSG00000174130	TLR6	-0.820054703	1.27312E-05
ENSG00000174327	SLC16A13	0.51487829	8.53912E-08
ENSG00000180998	GPR137C	-0.885129398	1.44232E-05
ENSG00000177034	MTX3	-0.508892762	1.89526E-05
ENSG00000124574	ABCC10	0.519712542	8.73978E-06
ENSG00000065665	SEC61A2	0.57877788	2.26414E-05
ENSG00000181192	DHTKD1	-0.798432805	1.93262E-05
ENSG00000148773	MKI67	-1.215773987	1.94096E-05
ENSG00000124508	BTN2A2	0.550018897	1.56955E-06
ENSG00000122952	ZWINT	-0.814212223	1.94096E-05
ENSG00000197948	FCHSD1	0.583244857	0.000463255
ENSG00000176974	SHMT1	-0.608055324	2.12015E-05
ENSG00000186815	TPCN1	0.682396505	2.10367E-07
ENSG00000146143	PRIM2	-0.806626609	2.23089E-05
ENSG00000130600	H19	-2.164361884	2.26414E-05
ENSG00000261068	RP11-7K24.3	1.222386681	5.18307E-06
ENSG00000072864	NDE1	-0.515245648	2.43411E-05
ENSG00000064102	INTS13	-0.590054978	2.86307E-05
ENSG00000092036	HAUS4	-0.801566541	3.00018E-05
ENSG00000117748	RPA2	-0.568503515	3.50879E-05
ENSG00000149636	DSN1	-0.636494095	3.76809E-05
ENSG00000178074	C2orf69	-0.580811301	4.01523E-05
ENSG00000187951	ARHGAP11B	-1.570193643	4.14848E-05
ENSG00000188763	FZD9	0.855543212	1.43853E-13
ENSG00000184445	KNTC1	-0.717441771	4.15774E-05
ENSG00000134758	RNF138	-0.614073842	4.64611E-05
ENSG00000241399	CD302	-0.684852778	4.81485E-05
ENSG00000123219	CENPK	-1.17687323	5.17016E-05
ENSG00000271383	NBPF19	0.571033972	0.000172351
ENSG00000111581	NUP107	-0.645438771	5.25852E-05
ENSG00000173599	PC	-0.507981629	5.2771E-05
ENSG00000177917	ARL6IP6	-0.529626314	6.15208E-05
ENSG00000178695	KCTD12	1.499852827	2.85565E-08
ENSG00000189057	FAM111B	-1.043400294	6.30025E-05
ENSG00000112964	GHR	-0.540275786	6.71453E-05
ENSG00000171522	PTGER4	1.893244147	2.33406E-09
ENSG00000163743	RCHY1	-0.598250285	6.86346E-05
ENSG00000146038	DCDC2	-0.678908262	6.8646E-05
ENSG00000176912	TYMSOS	-1.378177968	6.89183E-05
ENSG00000109881	CCDC34	-0.721886533	7.79607E-05
ENSG00000205078	SYCE1L	1.191566021	0.000513052
ENSG00000129317	PUS7L	-0.612071764	8.22099E-05
ENSG00000125885	MCM8	-0.582828088	8.45128E-05
ENSG00000135245	HILPDA	-0.715441221	8.60994E-05
ENSG00000116260	QSOX1	0.656515437	1.08639E-39
ENSG00000189308	LIN54	-0.675912696	8.62636E-05

ENSG00000203668	CHML	-0.517540112	9.03372E-05
ENSG00000178966	RMI1	-1.027933159	9.93807E-05
ENSG00000100162	CENPM	-0.774431467	0.000107772
ENSG00000153130	SCOC	-0.528955388	0.000107772
ENSG00000132763	MMACHC	-0.558600671	0.000112913
ENSG00000160298	C21orf58	-0.778633783	0.000138878
ENSG00000188610	FAM72B	-1.851372145	0.000149648
ENSG00000075218	GTSE1	-1.011027249	0.000177784
ENSG00000147471	PROSC	-0.59339378	0.000181543
ENSG00000174567	GOLT1A	0.534462518	5.28358E-06
ENSG00000159216	RUNX1	0.61411024	9.12589E-11
ENSG00000144802	NFKBIZ	0.895712178	2.62108E-09
ENSG00000152455	SUV39H2	-0.577514321	0.000181973
ENSG00000166803	PCLAF	-1.230346123	0.000183619
ENSG00000168286	THAP11	-0.913283366	0.000194274
ENSG00000197472	ZNF695	-1.343755952	0.000196975
ENSG00000089050	RBBP9	-0.502740962	0.000217917
ENSG00000156374	PCGF6	-0.76370151	0.000233573
ENSG00000138767	CNOT6L	-0.548407831	0.000237097
ENSG00000182985	CADM1	0.935771995	7.86921E-10
ENSG00000133393	FOPNL	-0.576624827	0.000240049
ENSG00000152689	RASGRP3	1.442763724	0.000405294
ENSG00000180385	EMC3-AS1	-0.55375496	0.000249185
ENSG00000161692	DBF4B	-0.500567621	0.000250594
ENSG00000178177	LCORL	-0.845004682	0.000270348
ENSG00000184588	PDE4B	-0.56164204	0.000280989
ENSG00000124496	TRERF1	-0.563388534	0.000305315
ENSG00000103089	FA2H	-0.655205965	0.000310215
ENSG00000170899	GSTA4	-1.979442432	0.000337176
ENSG00000121579	NAA50	-0.580759483	0.000337361
ENSG00000135899	SP110	0.804377724	8.6474E-06
ENSG00000196372	ASB13	-0.795696426	0.000372392
ENSG00000138835	RGS3	-0.520500672	0.000409304
ENSG00000204370	SDHD	-0.833121591	0.000466215
ENSG00000117226	GBP3	2.088261943	0.000811353
ENSG00000121897	LIAS	-0.734505209	0.000495931
ENSG00000166002	SMCO4	-1.423264812	0.000502281
ENSG00000118564	FBXL5	-0.548249863	0.000510147
ENSG00000274276	CBSL	1.325027062	0.000337176
ENSG00000080986	NDC80	-1.624290707	0.00052935
ENSG00000151632	AKR1C2	-1.224241863	0.000562077
ENSG00000196678	ERI2	-0.89047743	0.000577152
ENSG00000137198	GMPR	1.015917272	0.000337361
ENSG00000175087	PDIK1L	-0.834926727	0.00058109
ENSG00000113594	LIFR	-1.213829278	0.000587337
ENSG00000138658	ZGRF1	-0.675022139	0.000595295
ENSG00000051341	POLQ	-0.969847145	0.000604425

ENSG00000164403	SHROOM1	0.712323591	0.000181973
ENSG00000158402	CDC25C	-1.455145179	0.000604425
ENSG00000204434	POTEKP	0.974137054	0.000992524
ENSG00000213186	TRIM59	-0.821742373	0.000605396
ENSG00000127129	EDN2	1.149481801	0.000154052
ENSG00000104081	BMF	0.779638915	1.6628E-07
ENSG00000213399	AC022210.2	-0.532603919	0.000625538
ENSG00000090447	TFAP4	-0.50327752	0.000637968
ENSG00000175305	CCNE2	-0.885465315	0.000678667
ENSG00000186918	ZNF395	-0.55062808	0.000687748
ENSG00000108375	RNF43	-0.515219083	0.000704548
ENSG00000165714	BORCS5	-0.573047123	0.000710012
ENSG00000147601	TERF1	-0.507621042	0.000752295
ENSG00000138587	MNS1	-1.31830575	0.000762019
ENSG00000119640	ACYP1	-0.774332301	0.000791359
ENSG00000150054	MPP7	-0.520466715	0.000807863
ENSG00000131094	C1QL1	-1.182555484	0.000866263
ENSG00000085511	MAP3K4	-0.524434341	0.000873501
ENSG00000138356	AOX1	-0.747153625	0.000901441
ENSG00000092853	CLSPN	-0.976041112	0.000913364
ENSG00000100479	POLE2	-0.898505508	0.000981483
ENSG00000163040	CCDC74A	-0.775951498	0.000988671
ENSG00000169710	FASN	0.531882913	3.2733E-08
ENSG00000145860	RNF145	0.591127082	0.000960497
ENSG00000129566	TEP1	0.600482349	2.85041E-05
ENSG00000135919	SERPINE2	0.609585789	1.81369E-05
ENSG00000127507	ADGRE2	0.620163576	5.35499E-05
ENSG00000107201	DDX58	0.631278732	7.84429E-06
ENSG00000115267	IFIH1	0.67755727	2.51293E-05
ENSG00000213462	ERV3-1	0.708718411	1.37095E-05
ENSG00000114841	DNAH1	0.891326006	6.4537E-06
ENSG00000185245	GP1BA	1.758758188	0.000348174
ENSG00000167914	GSDMA	1.764884508	4.6035E-05
ENSG00000155657	TTN	4.178594203	2.94309E-05

# Supplementary material for: Estrogen Receptor-Regulated Gene Signatures in Invasive Breast Cancer Cells and Aggressive Breast Tumors
**Source:** Cancers (Basel). 2022 Jun 9;14(12):2848. doi: 10.3390/cancers14122848
**Supplement:** Supplementary file 1

Table S10. Functional Enrichment Analysis for stem cell-associated gene signatures in invasive cell populations.

Signatures	Clusters									
	0		1		2		3		4	
	AUC	P-val	AUC	P-val	AUC	P-val	AUC	P-val	AUC	P-val
LIM_MAMMARY_STEM_CELL_UP	0.57607	0.00247	0.56995	0.00969	0.56177	0.06947	0.0465	1.34E-22	0.33782	0.00207
PECE_MAMMARY_STEM_CELL_UP	0.57285	0.00386	0.53917	0.14717	0.19223	9.11E-20	0.84997	5.36E-14	0.33179	0.00136
WONG_EMBRYONIC_STEM_CELL_CORE	0.53325	0.18579	0.3997	0.00019	0.52501	0.45294	0.26112	2.29E-07	0.98545	2.60E-20
ENGELMANN_CANCER_PROGENITORS_UP	0.53482	0.17454	0.55328	0.04803	0.58382	0.01184	0.08942	5.79E-19	0.47114	0.60648
LIM_MAMMARY_LUMINAL_PROGENITOR_UP	0.5447	0.07882	0.61872	1.05E-05	0.45099	0.14853	0.22467	3.01E-09	0.32702	0.00103
ZHANG_BREAST_CANCER_PROGENITORS_UP	0.51722	0.49801	0.47718	0.39261	0.58119	0.0162	0.05848	1.71E-21	0.88371	2.56E-13
BENPORATH_ES_1	0.48637	0.6049	0.44101	0.02865	0.66379	1.29E-06	0.04907	1.72E-22	0.96685	6.90E-19
BENPORATH_SOX2_TARGETS	0.49288	0.7803	0.55361	0.04528	0.59713	0.0041	0.04144	4.55E-23	0.68077	0.00063
BENPORATH_NANOG_TARGETS	0.49645	0.8685	0.58874	0.00096	0.55326	0.11417	0.03731	2.61E-23	0.64307	0.00656

# Supplementary material for: Estrogen Receptor-Regulated Gene Signatures in Invasive Breast Cancer Cells and Aggressive Breast Tumors
**Source:** Cancers (Basel). 2022 Jun 9;14(12):2848. doi: 10.3390/cancers14122848
**Supplement:** Supplementary file 1

Table S2: GSEA analysis of signature 1 genes showing enriched Hallmark and gene ontology gene sets.

ICI Regulation Group	Term	SIZE	NES	NOM p-val
Down Regulated Genes	HALLMARK_G2M_CHECKPOINT	29	-2.1699433	0.001579779
Down Regulated Genes	HALLMARK_E2F_TARGETS	35	-2.1103632	0
Down Regulated Genes	HALLMARK_MITOTIC_SPINDLE	14	-2.0691934	0.004885993
Down Regulated Genes	HALLMARK_SPERMATOGENESIS	3	-1.461269	0.06410257
Down Regulated Genes	HALLMARK_KRAS_SIGNALING_DN	4	-1.4591109	0.08303887
Down Regulated Genes	HALLMARK_ADIPOGENESIS	4	-1.3965453	0.10460993
Down Regulated Genes	HALLMARK_MYC_TARGETS_V1	10	-1.3158977	0.18543047
Down Regulated Genes	HALLMARK_OXIDATIVE_PHOSPHORYLATION	2	-1.2751338	0.13384321
Down Regulated Genes	HALLMARK_DNA_REPAIR	7	-1.173275	0.2852174
Down Regulated Genes	HALLMARK_PANCREAS_BETA_CELLS	1	-1.1539434	0.26070037
Down Regulated Genes	HALLMARK_PI3K_AKT_MTOR_SIGNALING	3	-1.0637633	0.37898687
Down Regulated Genes	HALLMARK_GLYCOLYSIS	5	-1.035676	0.40860215
Down Regulated Genes	HALLMARK_ANDROGEN_RESPONSE	3	-1.0308858	0.41396934
Down Regulated Genes	HALLMARK_MYC_TARGETS_V2	2	-0.8971308	0.6230469
Down Regulated Genes	HALLMARK_PROTEIN_SECRETION	3	-0.7418733	0.8357934
Down Regulated Genes	HALLMARK_APOPTOSIS	5	-0.67667055	0.8441331
Down Regulated Genes	HALLMARK_CHOLESTEROL_HOMEOSTASIS	2	-0.5331622	0.9787645
Down Regulated Genes	HALLMARK_ESTROGEN_RESPONSE_LATE	8	-0.4875066	0.9836066
Upregulated Genes	HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	8	1.9644825	0.007228916
Upregulated Genes	HALLMARK_INTERFERON_GAMMA_RESPONSE	7	1.9509985	0.013667426
Upregulated Genes	HALLMARK_INTERFERON_ALPHA_RESPONSE	4	1.9396011	0.002309469
Upregulated Genes	HALLMARK_TNFA_SIGNALING_VIA_NFKB	7	1.9056153	0.002398082
Upregulated Genes	HALLMARK_INFLAMMATORY_RESPONSE	5	1.6371281	0.03628118
Upregulated Genes	HALLMARK_HEME_METABOLISM	3	1.6049992	0.029850746
Upregulated Genes	HALLMARK_MYOGENESIS	7	1.5226359	0.07323232
Upregulated Genes	HALLMARK_ANGIOGENESIS	2	1.3919984	0.074235804
Upregulated Genes	HALLMARK_COAGULATION	2	1.3816751	0.09606987
Upregulated Genes	HALLMARK_UV_RESPONSE_UP	6	1.369305	0.14320388
Upregulated Genes	HALLMARK_UV_RESPONSE_DN	4	1.3195071	0.16981132
Upregulated Genes	HALLMARK_APICAL_SURFACE	1	1.3105288	0.03164557
Upregulated Genes	HALLMARK_APICAL_JUNCTION	4	1.282181	0.2106383
Upregulated Genes	HALLMARK_HYPOXIA	6	1.239377	0.20327103
Upregulated Genes	HALLMARK_NOTCH_SIGNALING	1	1.2282631	0.15843621
Upregulated Genes	HALLMARK_PEROXISOME	1	1.2153157	0.16465864
Upregulated Genes	HALLMARK_COMPLEMENT	5	1.0903863	0.34005037
Upregulated Genes	HALLMARK_IL2_STAT5_SIGNALING	4	0.9963628	0.46347606
Upregulated Genes	HALLMARK_IL6_JAK_STAT3_SIGNALING	1	0.98065597	0.5289079
Upregulated Genes	HALLMARK_XENOBIOTIC_METABOLISM	6	0.9427903	0.48364487
Upregulated Genes	HALLMARK_HEDGEHOG_SIGNALING	1	0.9405719	0.5877551
Upregulated Genes	HALLMARK_ALLOGRAFT_REJECTION	5	0.9022572	0.5549872
Upregulated Genes	HALLMARK_ESTROGEN_RESPONSE_EARLY	7	0.836061	0.63990265
Upregulated Genes	HALLMARK_MTORC1_SIGNALING	7	0.7598293	0.7330317
Upregulated Genes	HALLMARK_FATTY_ACID_METABOLISM	3	0.7368341	0.7880086
Upregulated Genes	HALLMARK_P53_PATHWAY	4	0.6226139	0.90114945
Upregulated Genes	HALLMARK_KRAS_SIGNALING_UP	2	0.55042416	0.9736842
Down Regulated Genes	GO_CELL_CYCLE	89	-2.3101294	0
Down Regulated Genes	GO_CELL_DIVISION	39	-2.2953584	0
Down Regulated Genes	GO_REGULATION_OF_CELL_CYCLE	54	-2.2494712	0
Down Regulated Genes	GO_MITOTIC_CELL_CYCLE	66	-2.217163	0
Down Regulated Genes	GO_REGULATION_OF_NUCLEAR_DIVISION	15	-2.2009432	0
Down Regulated Genes	GO_DNA_REPAIR	37	-2.176404	0
Down Regulated Genes	GO_REGULATION_OF_CELL_CYCLE_PROCESS	45	-2.1617072	0.001597444
Down Regulated Genes	GO_CELL_CYCLE_PROCESS	75	-2.1449103	0.002808989
Down Regulated Genes	GO_REGULATION_OF_MITOTIC_CELL_CYCLE	36	-2.1126451	0.001618123
Down Regulated Genes	GO_CELLULAR_RESPONSE_TO_DNA_DAMAGE_STIMULUS	45	-2.0964923	0.001589825
Down Regulated Genes	GO_DNA_METABOLIC_PROCESS	53	-2.0834868	0.001529052
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_MITOTIC_CELL_CYCLE	10	-2.0726585	0.001779359
Down Regulated Genes	GO_CYTOKINESIS	9	-2.0372863	0.001712329
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CELL_CYCLE_PROCESS	23	-2.0243025	0.001618123
Down Regulated Genes	GO_MICROTUBULE_BASED_PROCESS	29	-2.0028143	0.003210273
Down Regulated Genes	GO_DNA_REPLICATION	30	-1.9470644	0.003246753
Down Regulated Genes	GO_MICROTUBULE_CYTOSKELETON_ORGANIZATION_INVOLVED_IN_MITOSIS	12	-1.9398468	0.005059022
Down Regulated Genes	GO_CELL_CYCLE_PHASE_TRANSITION	47	-1.9296776	0.00456621
Down Regulated Genes	GO_MICROTUBULE_CYTOSKELETON_ORGANIZATION	26	-1.919999	0.003273323
Down Regulated Genes	GO_MITOTIC_CYTOKINESIS	8	-1.9177812	0.001745201
Down Regulated Genes	GO_CYTOSKELETON_DEPENDENT_CYTOKINESIS	8	-1.912187	0
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CELL_CYCLE	26	-1.8812535	0.004709576
Down Regulated Genes	GO_DNA_INTEGRITY_CHECKPOINT	11	-1.8746063	0.008264462

Down Regulated Genes	GO_CELL_CYCLE_CHECKPOINT	17	-1.8720583	0.009884679
Down Regulated Genes	GO_SIGNAL_TRANSDUCTION_BY_P53_CLASS_MEDIATOR	12	-1.8712102	0.006861064
Down Regulated Genes	GO_CHROMATIN_ORGANIZATION	24	-1.8680828	0.00312989
Down Regulated Genes	GO_REGULATION_OF_SMALL_GTPASE_MEDIATED_SIGNAL_TRANSDUCTION	9	-1.8587835	0
Down Regulated Genes	GO_SPINDLE_ORGANIZATION	12	-1.8489735	0.005208334
Down Regulated Genes	GO_CELL_CYCLE_G2_M_PHASE_TRANSITION	14	-1.84758	0.005025126
Down Regulated Genes	GO_PROTEIN_LOCALIZATION_TO_CHROMOSOME_CENTROMERIC_REGION	3	-1.8454702	0
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CELL_CYCLE_PHASE_TRANSITION	7	-1.837051	0.010771993
Down Regulated Genes	GO_MITOTIC_SPINDLE_ORGANIZATION	9	-1.828083	0.008710802
Down Regulated Genes	GO_MITOTIC_CELL_CYCLE_CHECKPOINT	16	-1.8173108	0.01584786
Down Regulated Genes	GO_PROTEIN_LOCALIZATION_TO_KINETOCHORE	3	-1.8155123	0
Down Regulated Genes	GO_RESPONSE_TO_IONIZING_RADIATION	7	-1.7739451	0.012658228
Down Regulated Genes	GO_KINETOCHORE_ORGANIZATION	3	-1.7650597	0.003616637
Down Regulated Genes	GO_SIGNAL_TRANSDUCTION_IN_RESPONSE_TO_DNA_DAMAGE	10	-1.7450866	0.013605442
Down Regulated Genes	GO_MITOTIC_DNA_INTEGRITY_CHECKPOINT	10	-1.7402742	0.018932875
Down Regulated Genes	GO_NUCLEOSOME_ORGANIZATION	9	-1.7126435	0.024958402
Down Regulated Genes	GO_CHROMOSOME_SEPARATION	10	-1.7111162	0.025125628
Down Regulated Genes	GO_REGULATION_OF_CHROMOSOME_SEPARATION	8	-1.7044691	0.016891891
Down Regulated Genes	GO_METAPHASE_ANAPHASE_TRANSITION_OF_CELL_CYCLE	8	-1.6992633	0.013559322
Down Regulated Genes	GO_ORGANIC_ACID_TRANSMEMBRANE_TRANSPORT	3	-1.6934074	0.007662835
Down Regulated Genes	GO_CELL_CYCLE_ARREST	11	-1.6921991	0.030821918
Down Regulated Genes	GO_INTRACELLULAR_PROTEIN_TRANSPORT	16	-1.6914426	0.011363637
Down Regulated Genes	GO_ORGANIC_ACID_TRANSPORT	5	-1.6892133	0.017035775
Down Regulated Genes	GO_ANION_TRANSMEMBRANE_TRANSPORT	3	-1.6876768	0.005565863
Down Regulated Genes	GO_CHROMOSOME_ORGANIZATION	58	-1.6855068	0.013975156
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_CELL_CYCLE	30	-1.6818432	0.020967742
Down Regulated Genes	GO_REGULATION_OF_CELL_DIVISION	6	-1.6786938	0.019469026
Down Regulated Genes	GO_ORGANIC_ANION_TRANSPORT	5	-1.6745828	0.017211704
Down Regulated Genes	GO_RESPONSE_TO_TOXIC_SUBSTANCE	6	-1.6722492	0.020484172
Down Regulated Genes	GO_REGULATION_OF_DNA_REPLICATION	9	-1.6639681	0.032534245
Down Regulated Genes	GO_REGULATION_OF_CHROMOSOME_SEGREGATION	12	-1.6614746	0.028428094
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_MITOTIC_NUCLEAR_DIVISION	3	-1.6545218	0.011173184
Down Regulated Genes	GO_DOUBLE_STRAND_BREAK_REPAIR	22	-1.6484916	0.013975156
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_DNA_REPLICATION	6	-1.6463176	0.02640845
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CELLULAR_PROTEIN_LOCALIZATION	6	-1.6425235	0.028318584
Down Regulated Genes	GO_NUCLEOSOME_ASSEMBLY	8	-1.64083	0.041970804
Down Regulated Genes	GO_MEIOTIC_CHROMOSOME_SEPARATION	3	-1.6394212	0.011214953
Down Regulated Genes	GO_ORGANELLE_FISSION	29	-1.6357175	0.02134647
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_NUCLEAR_DIVISION	3	-1.6337765	0.019332161
Down Regulated Genes	GO_DNA_DAMAGE_RESPONSE_SIGNAL_TRANSDUCTION_BY_P53_CLASS_MEDIATOR	9	-1.6325909	0.04152249
Down Regulated Genes	GO_MITOTIC_G2_DNA_DAMAGE_CHECKPOINT	3	-1.632384	0.015065913
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_DNA_METABOLIC_PROCESS	3	-1.6284677	0.016393442
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_RESPONSE_TO_DNA_DAMAGE_STIMULUS	2	-1.6248006	0.005703422
Down Regulated Genes	GO_REGULATION_OF_DNA_RECOMBINATION	6	-1.6243291	0.024822695
Down Regulated Genes	GO_IMPORT_ACROSS_PLASMA_MEMBRANE	2	-1.6223638	0.014925373
Down Regulated Genes	GO_PROTEIN_DNA_COMPLEX_SUBUNIT_ORGANIZATION	16	-1.6208527	0.038590603
Down Regulated Genes	GO_MITOTIC_G2_M_TRANSITION_CHECKPOINT	3	-1.6187075	0.015296367
Down Regulated Genes	GO_G2_DNA_DAMAGE_CHECKPOINT	3	-1.6100446	0.016453382
Down Regulated Genes	GO_DNA_RECOMBINATION	25	-1.6070415	0.040133778
Down Regulated Genes	GO_CELL_CYCLE_G1_S_PHASE_TRANSITION	24	-1.6044513	0.035881434
Down Regulated Genes	GO_REGULATION_OF_CELL_CYCLE_G2_M_PHASE_TRANSITION	11	-1.5984414	0.038016528
Down Regulated Genes	GO_IMPORT_INTO_CELL	2	-1.5859702	0.003759399
Down Regulated Genes	GO_REGULATION_OF_CYTOKINESIS	5	-1.5848958	0.03723404
Down Regulated Genes	GO_ESTABLISHMENT_OF_MITOTIC_SPINDLE_LOCALIZATION	4	-1.5835859	0.030852994
Down Regulated Genes	GO_PEPTIDYL_THREONINE_MODIFICATION	4	-1.5789387	0.045126352
Down Regulated Genes	GO_MITOTIC_NUCLEAR_DIVISION	24	-1.5741106	0.046698872
Down Regulated Genes	GO_PROTEIN_LOCALIZATION_TO_ORGANELLE	24	-1.5721391	0.051282052
Down Regulated Genes	GO_SPINDLE_LOCALIZATION	4	-1.5715578	0.053475935
Down Regulated Genes	GO_REGULATION_OF_CELL_CYCLE_PHASE_TRANSITION	29	-1.5695313	0.05629139
Down Regulated Genes	GO_REGULATION_OF_RESPONSE_TO_DNA_DAMAGE_STIMULUS	12	-1.5650039	0.0519263
Down Regulated Genes	GO_CELLULAR_RESPIRATION	4	-1.5616907	0.043782838
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_CELL_CYCLE_PHASE_TRANSITION	19	-1.5591422	0.045608107
Down Regulated Genes	GO_GENERATION_OF_PRECURSOR_METABOLITES_AND_ENERGY	8	-1.5574751	0.037996545
Down Regulated Genes	GO_REGULATION_OF_SISTER_CHROMATID_SEGREGATION	9	-1.556413	0.060556464
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CELL_CYCLE_G2_M_PHASE_TRANSITION	4	-1.5548344	0.043402776
Down Regulated Genes	GO_SIGNAL_TRANSDUCTION_INVOLVED_IN_CELL_CYCLE_CHECKPOINT	7	-1.5528722	0.052721087
Down Regulated Genes	GO_AMINO_ACID_TRANSPORT	2	-1.5488534	0.019455252
Down Regulated Genes	GO_REGULATION_OF_ORGANELLE_ORGANIZATION	44	-1.5387315	0.037383176
Down Regulated Genes	GO_TRANSMEMBRANE_TRANSPORT	15	-1.5287799	0.060755335
Down Regulated Genes	GO_AMINO_ACID_TRANSMEMBRANE_TRANSPORT	2	-1.5282811	0.016885553

Down Regulated Genes	GO_REGULATION_OF_CHROMOSOME_ORGANIZATION	16	-1.5255741	0.05804312
Down Regulated Genes	GO_INTRACELLULAR_TRANSPORT	23	-1.5248957	0.07431341
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CELL_CYCLE_ARREST	7	-1.5234509	0.06097561
Down Regulated Genes	GO_RESPIRATORY_ELECTRON_TRANSPORT_CHAIN	3	-1.5225847	0.04323308
Down Regulated Genes	GO_MICROTUBULE_DEPOLYMERIZATION	2	-1.5121238	0.030303031
Down Regulated Genes	GO_MICROTUBULE_ORGANIZING_CENTER_ORGANIZATION	12	-1.5105802	0.07177033
Down Regulated Genes	GO_CHROMATIN_REMODELING	9	-1.5103078	0.06238859
Down Regulated Genes	GO_COTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE	2	-1.5102255	0.036968578
Down Regulated Genes	GO_NUCLEUS_ORGANIZATION	3	-1.5083345	0.03642987
Down Regulated Genes	GO_ATP_SYNTHESIS_COUPLED_ELECTRON_TRANSPORT	3	-1.5034395	0.05745063
Down Regulated Genes	GO_ESTABLISHMENT_OF_PROTEIN_LOCALIZATION_TO_ENDOPLASMIC_RETICULUM	2	-1.5022047	0.035781544
Down Regulated Genes	GO_PROTEIN_TARGETING_TO_MEMBRANE	2	-1.5020763	0.023550725
Down Regulated Genes	GO_GOLGI_ORGANIZATION	2	-1.5001818	0.034615386
Down Regulated Genes	GO_PROTEIN_TARGETING	2	-1.4979796	0.02851711
Down Regulated Genes	GO_PROTEIN_LOCALIZATION_TO_ENDOPLASMIC_RETICULUM	2	-1.4976432	0.021543985
Down Regulated Genes	GO_OXIDATIVE_PHOSPHORYLATION	3	-1.4969169	0.04964539
Down Regulated Genes	GO_MEIOTIC_CELL_CYCLE	15	-1.495482	0.09415584
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_MITOTIC_CELL_CYCLE	21	-1.493884	0.07790143
Down Regulated Genes	GO_FIBROBLAST_APOPTOTIC_PROCESS	2	-1.4928728	0.027173912
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_CELL_CYCLE_PROCESS	25	-1.4913522	0.07906977
Down Regulated Genes	GO_DNA_CONFORMATION_CHANGE	21	-1.4888328	0.092257
Down Regulated Genes	GO_REGULATION_OF_SPINDLE_ORGANIZATION	2	-1.4875897	0.02877698
Down Regulated Genes	GO_REGULATION_OF_DOUBLE_STRAND_BREAK_REPAIR_VIA_HOMOLOGOUS_RECOMBINATION	4	-1.4809521	0.0866426
Down Regulated Genes	GO_REGULATION_OF_CELLULAR_RESPONSE_TO_STRESS	17	-1.472716	0.08018868
Down Regulated Genes	GO_ATP_METABOLIC_PROCESS	6	-1.4711075	0.07067138
Down Regulated Genes	GO_SOMATIC_DIVERSIFICATION_OF_IMMUNE_RECEPTORS	7	-1.4684311	0.09075043
Down Regulated Genes	GO_MEIOTIC_CHROMOSOME_SEGREGATION	8	-1.4683483	0.082051285
Down Regulated Genes	GO_CHROMATIN_ASSEMBLY_OR_DISASSEMBLY	9	-1.468129	0.10084034
Down Regulated Genes	GO_DIGESTION	2	-1.4552907	0.05
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CELL_DIVISION	4	-1.4498014	0.08243728
Down Regulated Genes	GO_REGULATION_OF_CELL_CYCLE_ARREST	10	-1.4462839	0.10207613
Down Regulated Genes	GO_CHROMOSOME_SEGREGATION	29	-1.4402157	0.10016155
Down Regulated Genes	GO_DNA_DEPENDENT_DNA_REPLICATION	21	-1.4401351	0.09797823
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_CELL_CYCLE_G2_M_PHASE_TRANSITION	4	-1.4387081	0.088809945
Down Regulated Genes	GO_RECOMBINATIONAL_REPAIR	17	-1.4371562	0.10779436
Down Regulated Genes	GO_CYTOKINETIC_PROCESS	4	-1.4366505	0.077617325
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CYTOKINESIS	4	-1.4314071	0.08303249
Down Regulated Genes	GO_MEIOTIC_CELL_CYCLE_PROCESS	11	-1.430688	0.1127451
Down Regulated Genes	GO_MITOTIC_G1_S_TRANSITION_CHECKPOINT	8	-1.429932	0.08695652
Down Regulated Genes	GO_INORGANIC_ION_TRANSMEMBRANE_TRANSPORT	6	-1.4155298	0.11960133
Down Regulated Genes	GO_ION_TRANSMEMBRANE_TRANSPORT	9	-1.4128193	0.11960133
Down Regulated Genes	GO_CELLULAR_RESPONSE_TO_IONIZING_RADIATION	4	-1.4120873	0.09666081
Down Regulated Genes	GO_REGULATION_OF_MEIOTIC_CELL_CYCLE	2	-1.4119003	0.051823415
Down Regulated Genes	GO_ELECTRON_TRANSPORT_CHAIN	4	-1.4117447	0.10843374
Down Regulated Genes	GO_REGULATION_OF_DNA_METABOLIC_PROCESS	18	-1.409838	0.107334524
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_INTRACELLULAR_PROTEIN_TRANSPORT	5	-1.4069635	0.10918544
Down Regulated Genes	GO_ANAPHASE_PROMOTING_COMPLEX_DEPENDENT_CATABOLIC_PROCESS	3	-1.4008893	0.06776557
Down Regulated Genes	GO_REGULATION_OF_DNA_REPAIR	10	-1.3971643	0.12390925
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_HYDROLASE_ACTIVITY	16	-1.392291	0.1255887
Down Regulated Genes	GO_ATP_DEPENDENT_CHROMATIN_REMODELING	5	-1.3917221	0.11463845
Down Regulated Genes	GO_MEIOTIC_CELL_CYCLE_PHASE_TRANSITION	2	-1.390816	0.06859206
Down Regulated Genes	GO_SMALL_GTPASE_MEDIATED_SIGNAL_TRANSDUCTION	14	-1.3903704	0.14166667
Down Regulated Genes	GO_DNA_REPLICATION_INITIATION	10	-1.3894227	0.111692846
Down Regulated Genes	GO_DNA_BIOSYNTHETIC_PROCESS	11	-1.3891803	0.13705584
Down Regulated Genes	GO_ORGANELLE_LOCALIZATION	13	-1.3889068	0.11960133
Down Regulated Genes	GO_DNA_REPLICATION_CHECKPOINT	2	-1.384267	0.10307414
Down Regulated Genes	GO_HISTONE_EXCHANGE	5	-1.3841112	0.12982456
Down Regulated Genes	GO_DNA_REPLICATION_INDEPENDENT_NUCLEOSOME_ORGANIZATION	5	-1.3838158	0.12043796
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_ORGANELLE_ORGANIZATION	17	-1.3801322	0.13793103
Down Regulated Genes	GO_FATTY_ACID_TRANSPORT	2	-1.379438	0.08103131
Down Regulated Genes	GO_REGULATION_OF_RAS_PROTEIN_SIGNAL_TRANSDUCTION	3	-1.3789146	0.11376147
Down Regulated Genes	GO_LONG_CHAIN_FATTY_ACID_TRANSPORT	2	-1.3771712	0.07528958
Down Regulated Genes	GO_SOMATIC_DIVERSIFICATION_OF_IMMUNOGLOBULINS	4	-1.3740884	0.12523021
Down Regulated Genes	GO_PROTEIN_LOCALIZATION_TO_CYTOSKELETON	5	-1.3639209	0.13392857
Down Regulated Genes	GO_REGULATION_OF_CHROMATIN_ORGANIZATION	3	-1.3618686	0.14102565
Down Regulated Genes	GO_NEUTRAL_AMINO_ACID_TRANSPORT	1	-1.3615689	0
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CELL_POPULATION_PROLIFERATION	27	-1.3605052	0.14285715
Down Regulated Genes	GO_MITOTIC_DNA_REPLICATION_CHECKPOINT	2	-1.359679	0.09315589
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_CHROMOSOME_ORGANIZATION	10	-1.3548588	0.13986014
Down Regulated Genes	GO_MONOVALENT_INORGANIC_CATION_TRANSPORT	7	-1.3525869	0.1508772

Down Regulated Genes	GO_CATION_TRANSMEMBRANE_TRANSPORT	7	-1.352058	0.1509091
Down Regulated Genes	GO_CELL_MATURATION	2	-1.3511006	0.08365019
Down Regulated Genes	GO_NUCLEAR_CHROMOSOME_SEGREGATION	24	-1.3508544	0.12579618
Down Regulated Genes	GO_CELLULAR_COMPONENT_DISASSEMBLY	11	-1.3494095	0.15575221
Down Regulated Genes	GO_ENERGY_DERIVATION_BY_OXIDATION_OF_ORGANIC_COMPOUNDS	6	-1.3492678	0.13986014
Down Regulated Genes	GO_REGULATION_OF_PATTERN_RECOGNITION_RECEPTOR_SIGNALING_PATHWAY	4	-1.3484864	0.13105924
Down Regulated Genes	GO_CELL_AGING	3	-1.3475066	0.115517244
Down Regulated Genes	GO_CELLULAR_MACROMOLECULE_LOCALIZATION	34	-1.3442845	0.14263074
Down Regulated Genes	GO_SISTER_CHROMATID_SEGREGATION	19	-1.3432063	0.13804714
Down Regulated Genes	GO_DNA_GEOMETRIC_CHANGE	10	-1.3426895	0.14820847
Down Regulated Genes	GO_REGULATION_OF_DOUBLE_STRAND_BREAK_REPAIR	7	-1.3425673	0.16833334
Down Regulated Genes	GO_AMINO_ACID_IMPORT	1	-1.3387693	0
Down Regulated Genes	GO_ANION_TRANSPORT	8	-1.3361254	0.15555556
Down Regulated Genes	GO_PROTEIN_TRANSMEMBRANE_TRANSPORT	1	-1.3357015	0.003913894
Down Regulated Genes	GO_GLUTATHIONE_DERIVATIVE_METABOLIC_PROCESS	1	-1.3352734	0.014141414
Down Regulated Genes	GO_ESTABLISHMENT_OF_PROTEIN_LOCALIZATION_TO_ORGANELLE	8	-1.3335079	0.1524288
Down Regulated Genes	GO_POSTTRANSLATIONAL_PROTEIN_TARGETING_TO_ENDOPLASMIC_RETICULUM_MEMBRANE	1	-1.3334308	0.003802281
Down Regulated Genes	GO_ALANINE_TRANSPORT	1	-1.3327459	0
Down Regulated Genes	GO_REGULATION_OF_EMBRYONIC_DEVELOPMENT	2	-1.3282818	0.12162162
Down Regulated Genes	GO_RETROGRADE_VESICLE_MEDIATED_TRANSPORT_GOLGI_TO_ENDOPLASMIC_RETICULUM	2	-1.3264031	0.11281071
Down Regulated Genes	GO_POSTTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE_TRANSLOCATION	1	-1.3216355	0.008368201
Down Regulated Genes	GO_SRP_DEPENDENT_COTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE_TRANSLOCATION	1	-1.3192501	0.008097166
Down Regulated Genes	GO_REGULATION_OF_TOLL LIKE RECEPTOR_SIGNALING_PATHWAY	4	-1.3157334	0.14901257
Down Regulated Genes	GO_MITOTIC_METAPHASE_PLATE_CONGRESSION	1	-1.314843	0.034343433
Down Regulated Genes	GO_SODIUM_ION_TRANSPORT	4	-1.3131045	0.14795008
Down Regulated Genes	GO_SULFUR_COMPOUND_TRANSPORT	2	-1.3126267	0.118421055
Down Regulated Genes	GO_METAPHASE_PLATE_CONGRESSION	1	-1.3123202	0.035433073
Down Regulated Genes	GO_PROTEIN_DEPOLYMERIZATION	3	-1.3110664	0.13953489
Down Regulated Genes	GO_SODIUM_ION_TRANSMEMBRANE_TRANSPORT	3	-1.3087078	0.14867257
Down Regulated Genes	GO_CELLULAR_RESPONSE_TO_RADIATION	6	-1.3083646	0.15734266
Down Regulated Genes	GO_DNA_ENDOREDUPPLICATION	1	-1.3081899	0.04819277
Down Regulated Genes	GO_VENTRICULAR_CARDIAC_MUSCLE_CELL_DEVELOPMENT	1	-1.3076864	0.050880626
Down Regulated Genes	GO_SPROUTING_ANGIOGENESIS	1	-1.3073984	0.050301813
Down Regulated Genes	GO_CENTROMERE_COMPLEX_ASSEMBLY	4	-1.3072587	0.15277778
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_OXIDATIVE_PHOSPHORYLATION	1	-1.3063097	0.0513347
Down Regulated Genes	GO_ESTABLISHMENT_OF_PROTEIN_LOCALIZATION_TO_MEMBRANE	4	-1.3052859	0.15949821
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_MITOCHONDRIAL_ATP_SYNTHESIS_COUPLED_ELECTRON_TRANSPORT	1	-1.3047434	0.054108217
Down Regulated Genes	GO_MEMBRANE_DISASSEMBLY	1	-1.3047318	0.05
Down Regulated Genes	GO_TROPHOBLAST_GIANT_CELL_DIFFERENTIATION	1	-1.3037664	0.046277665
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_HEART_GROWTH	1	-1.3027269	0.050955415
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_DNA_REPAIR	1	-1.3015312	0.05222437
Down Regulated Genes	GO_REGULATION_OF_MITOCHONDRIAL_ATP_SYNTHESIS_COUPLED_ELECTRON_TRANSPORT	1	-1.3011211	0.048543688
Down Regulated Genes	GO_ATTACHMENT_OF_MITOTIC_SPINDLE_MICROTUBULES_TO_KINETOCHORE	1	-1.3006259	0.035433073
Down Regulated Genes	GO_EMBRYONIC_PLACENTA_DEVELOPMENT	1	-1.2986465	0.056420233
Down Regulated Genes	GO_SINGLE_FERTILIZATION	1	-1.2984382	0.052941177
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_DNA_RECOMBINATION	1	-1.297672	0.06534653
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_MUSCLE_TISSUE_DEVELOPMENT	1	-1.2946528	0.058
Down Regulated Genes	GO_ORGANELLE_INHERITANCE	1	-1.2938364	0.057768926
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CELLULAR_RESPIRATION	1	-1.2928604	0.058939096
Down Regulated Genes	GO_EMBRYO_DEVELOPMENT_ENDING_IN_BIRTH_OR_EGG_HATCHING	8	-1.2924016	0.18612522
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CARDIAC_MUSCLE_CELL_PROLIFERATION	1	-1.291481	0.052734375
Down Regulated Genes	GO_REGULATION_OF_NEUROTRANSMITTER_LEVELS	1	-1.2912661	0.071428575
Down Regulated Genes	GO_REGULATION_OF_OXIDATIVE_PHOSPHORYLATION	1	-1.2912004	0.05719921
Down Regulated Genes	GO_RESPONSE_TO_COPPER_ION	1	-1.2908981	0.062374245
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_CELL_DIVISION	2	-1.2905668	0.12992126
Down Regulated Genes	GO_NUCLEAR_ENVELOPE_ORGANIZATION	1	-1.2902317	0.08300395
Down Regulated Genes	GO_ORGANELLE_DISASSEMBLY	1	-1.2901057	0.06138614
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_CARDIAC_MUSCLE_TISSUE_DEVELOPMENT	1	-1.2895648	0.06036217
Down Regulated Genes	GO_ESTABLISHMENT_OR_MAINTENANCE_OF_CELL_POLARITY	5	-1.289395	0.1956912
Down Regulated Genes	GO_CHROMATIN_REMODELING_AT_CENTROMERE	4	-1.2893624	0.17259787
Down Regulated Genes	GO_GOLGI_DISASSEMBLY	1	-1.2892239	0.056640625
Down Regulated Genes	GO_ACTIVATION_OF_MAPK_ACTIVITY	3	-1.2890835	0.15292096
Down Regulated Genes	GO_MITOTIC_NUCLEAR_ENVELOPE_DISASSEMBLY	1	-1.287731	0.078156315
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_PROTEIN_LOCALIZATION_TO_NUCLEUS	3	-1.2871898	0.16230367
Down Regulated Genes	GO_CELL_DIFFERENTIATION_INVOLVED_IN_EMBRYONIC_PLACENTA_DEVELOPMENT	1	-1.2868977	0.057377048
Down Regulated Genes	GO_ORGANELLE_FUSION	1	-1.2854016	0.065476194
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_ORGAN_GROWTH	1	-1.285363	0.08282828
Down Regulated Genes	GO_HEPATOCYTE_DIFFERENTIATION	1	-1.2844226	0.04509804
Down Regulated Genes	GO_REGULATION_OF_CELLULAR_RESPIRATION	1	-1.282759	0.077922076
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_CYTOKINESIS	1	-1.2826152	0.050104383

Down Regulated Genes	GO_REGULATION_OF_PROTEIN_LOCALIZATION_TO_NUCLEUS	3	-1.2809474	0.159132
Down Regulated Genes	GO_VENTRICULAR_CARDIAC_MUSCLE_CELL_DIFFERENTIATION	1	-1.2809428	0.07723577
Down Regulated Genes	GO_MITOCHONDRIAL_GENOME_MAINTENANCE	1	-1.2809337	0.06782946
Down Regulated Genes	GO_RESPONSE_TO_AMINE	1	-1.2806962	0.06557377
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_ATP_METABOLIC_PROCESS	1	-1.2793056	0.0524109
Down Regulated Genes	GO_ACTOMYOSIN_CONTRACTILE_RING_ORGANIZATION	3	-1.2789028	0.14587332
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_CHROMOSOME_SEGREGATION	6	-1.277809	0.20070423
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_DOUBLE_STRAND_BREAK_REPAIR_VIA_HOMOLOGOUS_RECOI	1	-1.2776608	0.06490872
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_SIGNAL_TRANSDUCTION_BY_P53_CLASS_MEDIATOR	1	-1.2773137	0.09689923
Down Regulated Genes	GO_CILIARY_BASAL_BODY_PLASMA_MEMBRANE_DOCKING	4	-1.2759469	0.19680852
Down Regulated Genes	GO_VITAMIN_TRANSPORT	1	-1.2746663	0.10978044
Down Regulated Genes	GO_NEUROTRANSMITTER_METABOLIC_PROCESS	1	-1.2743634	0.09022556
Down Regulated Genes	GO_DNA_PACKAGING	13	-1.2739817	0.17935702
Down Regulated Genes	GO_NUCLEAR_TRANSPORT	7	-1.2737155	0.20967741
Down Regulated Genes	GO_PHOSPHATIDYLETHANOLAMINE_BIOSYNTHETIC_PROCESS	1	-1.2731471	0.09484536
Down Regulated Genes	GO_ERYTHROCYTE_HOMEOSTASIS	1	-1.272899	0.092402466
Down Regulated Genes	GO_ESTABLISHMENT_OF_SPINDLE_ORIENTATION	2	-1.2724482	0.14044943
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_LIPID_BIOSYNTHETIC_PROCESS	1	-1.2717848	0.13765182
Down Regulated Genes	GO_REGULATION_OF_TRIGLYCERIDE_BIOSYNTHETIC_PROCESS	1	-1.2710627	0.10547667
Down Regulated Genes	GO_PROTEIN_LOCALIZATION_TO_CHROMOSOME	10	-1.2696384	0.20473774
Down Regulated Genes	GO_COVALENT_CHROMATIN_MODIFICATION	10	-1.2686844	0.21018063
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_MEGAKARYOCYTE_DIFFERENTIATION	1	-1.2682288	0.08853119
Down Regulated Genes	GO_REGULATION_OF_B_CELL_PROLIFERATION	1	-1.2677088	0.11608961
Down Regulated Genes	GO_NEUROTRANSMITTER_CATABOLIC_PROCESS	1	-1.2676889	0.07505071
Down Regulated Genes	GO_CELLULAR_MODIFIED_AMINO_ACID_METABOLIC_PROCESS	8	-1.2664204	0.18793103
Down Regulated Genes	GO_ATTACHMENT_OF_SPINDLE_MICROTUBULES_TO_KINETOCHORE	3	-1.2662544	0.16876122
Down Regulated Genes	GO_INTRINSIC_APOPTOTIC_SIGNALING_PATHWAY_IN_RESPONSE_TO_DNA_DAMAGE	1	-1.2658982	0.11923077
Down Regulated Genes	GO_RHYTHMIC_PROCESS	9	-1.2657638	0.2006689
Down Regulated Genes	GO_ISOTYPE_SWITCHING_TO_IGG_ISOTYPES	1	-1.2654583	0.10107527
Down Regulated Genes	GO_FATTY_ACID_TRANSMEMBRANE_TRANSPORT	1	-1.2652481	0.09919028
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_LIPID_BIOSYNTHETIC_PROCESS	1	-1.265202	0.102970295
Down Regulated Genes	GO_ESTABLISHMENT_OF_CELL_POLARITY	5	-1.265201	0.1959707
Down Regulated Genes	GO_REGULATION_OF_NEURON_MIGRATION	1	-1.2636615	0.10766046
Down Regulated Genes	GO_TRIGLYCERIDE_METABOLIC_PROCESS	1	-1.2634319	0.10778443
Down Regulated Genes	GO_PHOSPHATIDYLGLYCEROL_BIOSYNTHETIC_PROCESS	1	-1.2633667	0.092402466
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_PHOSPHOLIPID_BIOSYNTHETIC_PROCESS	1	-1.2630912	0.116
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_INTRINSIC_APOPTOTIC_SIGNALING_PATHWAY_BY_P53_CLASS	1	-1.2630403	0.1003937
Down Regulated Genes	GO_CEREBRAL_CORTEX_DEVELOPMENT	4	-1.2628237	0.19723183
Down Regulated Genes	GO_REGULATION_OF_INTRINSIC_APOPTOTIC_SIGNALING_PATHWAY_BY_P53_CLASS_MEDIATOI	1	-1.2607688	0.12601626
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_TRIGLYCERIDE_BIOSYNTHETIC_PROCESS	1	-1.2596664	0.10433071
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_EXTRINSIC_APOPTOTIC_SIGNALING_PATHWAY	1	-1.2585393	0.11045365
Down Regulated Genes	GO_NEUTRAL_LIPID_METABOLIC_PROCESS	1	-1.2580628	0.1375
Down Regulated Genes	GO_INTRINSIC_APOPTOTIC_SIGNALING_PATHWAY_IN_RESPONSE_TO_DNA_DAMAGE_BY_P53_I	1	-1.2578783	0.12936345
Down Regulated Genes	GO_REGULATION_OF_PHOSPHOLIPID_BIOSYNTHETIC_PROCESS	1	-1.2569851	0.10881801
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_LIPID_METABOLIC_PROCESS	1	-1.2568243	0.1237525
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_PHOSPHOLIPID_METABOLIC_PROCESS	1	-1.2566401	0.109561756
Down Regulated Genes	GO_NEUTRAL_LIPID_BIOSYNTHETIC_PROCESS	1	-1.2564881	0.12955466
Down Regulated Genes	GO_MITOTIC_CYTOKINETIC_PROCESS	1	-1.2561455	0.13061224
Down Regulated Genes	GO_PHOSPHATIDYLETHANOLAMINE_METABOLIC_PROCESS	1	-1.2560397	0.11468813
Down Regulated Genes	GO_PHOSPHATIDYLCHOLINE_BIOSYNTHETIC_PROCESS	1	-1.2558546	0.12224449
Down Regulated Genes	GO_REGULATION_OF_CELLULAR_PROTEIN_LOCALIZATION	12	-1.2554344	0.21166667
Down Regulated Genes	GO_INTESTINAL_EPITHELIAL_CELL_DIFFERENTIATION	2	-1.255331	0.1730419
Down Regulated Genes	GO_CARDIOLIPIN_METABOLIC_PROCESS	1	-1.2552166	0.12284069
Down Regulated Genes	GO_VASCULAR_TRANSPORT	1	-1.2545955	0.115913555
Down Regulated Genes	GO_LONG_CHAIN_FATTY_ACID_IMPORT_ACROSS_PLASMA_MEMBRANE	1	-1.2543828	0.11491936
Down Regulated Genes	GO_REGULATION_OF_ERYTHROCYTE_DIFFERENTIATION	1	-1.2537928	0.108949415
Down Regulated Genes	GO_MEMBRANE_DOCKING	4	-1.2533027	0.20035778
Down Regulated Genes	GO_REGULATION_OF_HEAT_GENERATION	1	-1.2530949	0.108571425
Down Regulated Genes	GO_RESPONSE_TO_RADIATION	16	-1.2530514	0.19532554
Down Regulated Genes	GO_REGULATION_OF_MITOTIC_CYTOKINESIS	1	-1.2529987	0.13450292
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_TRIGLYCERIDE_METABOLIC_PROCESS	1	-1.2526376	0.13496932
Down Regulated Genes	GO_POSITIVE_REGULATION_OF_ISOTYPE_SWITCHING_TO_IGG_ISOTYPES	1	-1.2525986	0.12426036
Down Regulated Genes	GO_V_D_J_RECOMBINATION	3	-1.2525733	0.16820702
Down Regulated Genes	GO_REGULATION_OF_PHOSPHOLIPID_METABOLIC_PROCESS	1	-1.2522023	0.12355212
Down Regulated Genes	GO_NEGATIVE_REGULATION_OF_EXTRINSIC_APOPTOTIC_SIGNALING_PATHWAY_VIA_DEATH_D	1	-1.2519213	0.12266112
Down Regulated Genes	GO_PHOSPHATIDYLCHOLINE_METABOLIC_PROCESS	1	-1.2514532	0.10429448
Down Regulated Genes	GO_REGULATION_OF_TRIGLYCERIDE_METABOLIC_PROCESS	1	-1.2513726	0.11899791
Down Regulated Genes	GO_CHORIONIC_TROPHOBLAST_CELL_DIFFERENTIATION	2	-1.2512099	0.16981132
Down Regulated Genes	GO_EXPORT_ACROSS_PLASMA_MEMBRANE	1	-1.2510731	0.11740891
Down Regulated Genes	GO_REGULATION_OF_STEM_CELL_PROLIFERATION	1	-1.2509539	0.097165994

How the deposited data were processed for this re-analysis (not part of the article)

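Gene expression was measured in MCF-7 cells that carry inducible, constitutively active IKKβ and were treated with E2 and DOX, separated into cells that crossed the membrane (INV+) and cells that did not (INV−), with or without ICI. Bulk RNA-seq gave 8 libraries, 2 for each of the 4 groups, and scRNA-seq gave 2 libraries (007 and 008) of INV+ cells without ICI. The paper's other assays, its tumor cohorts and its Hallmark, GSEA and IPA gene sets were not analysed here.

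For the bulk libraries the authors aligned reads to hg38 with STAR, counted Ensembl genes with featureCounts and deposited raw counts per gene. For the single cells the authors mapped reads to the exons of hg38 Ensembl genes with BWA and deposited counts of unique molecular identifiers (UMIs) per gene and barcode, for barcodes with more than 500 UMIs, together with totals for all barcodes. The versions of these tools, the Ensembl release, the strand setting and the treatment of reads that fit several genes are not given in the sources used here. Library and condition were taken from the deposited sample descriptions and column names, and the count of bulk columns not used was 0. Gene symbols, coordinates, GC content and exon length came from GENCODE for hg38, which held 43177 of the deposited bulk gene identifiers and 13635 of the genes tested.

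Bulk counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults, which left 13688, and libraries were scaled by TMM. One mean per group was fitted to all 8 libraries together, which leaves 4 residual degrees of freedom, with a robust quasi-likelihood fit (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment over the genes tested. The 5 comparisons were the ICI effect in INV+ cells, the ICI effect in INV− cells, INV+ against INV− cells without ICI and with ICI, and the difference between the ICI effects in INV+ and INV− cells. A gene was called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. Levels are CPM after TMM scaling, given as the mean and SD of the 2 libraries of a group. For the signatures, the paper's cutoffs were applied to the same test, an adjusted p under 0.001 with an absolute log2 fold change above 0.5 for Signature 1 and an adjusted p under 0.01 with one above 0.25 for Signature 2. The proliferation genes that the paper removed from Signature 2 came from its GSEA output and were not removed here.

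For 33 gene lists, the members called over all genes and over the list alone were counted, and each list with at least 3 tested members was compared with the other genes by camera in limma 3.58.1, on log2 CPM with a prior count of 2, with its preset correlation of 0.01 between genes and again with an estimated correlation. Adjustment was over the lists of a comparison. The estimated correlation comes from residuals with 4 degrees of freedom, which also hold any deviation that libraries share. It passed no list in any comparison, so failing it does not show that a list is unchanged. The lists are 27 written from general knowledge and from the paper's text and figures, Seurat's 43 S-phase and 54 G2/M genes, and the lower and higher genes of Tables S1 and S3. Genes named in the text are the 10 higher and 10 lower genes with the smallest adjusted p in each comparison among those with an absolute log2 fold change of at least 1 and both libraries of one group above both of the other, every gene that the paper's text or Figures 1 to 4 name, and up to 4 members of a list with the smallest adjusted p. Of these, a part is printed. The values in the paper's tables had been seen when this rule was written.

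The bulk libraries held 12849950 to 16240772 counts. Spearman correlations between the 2 libraries of a group were 0.985 to 0.994, and the chi-square of their difference per degree of freedom was 8.66 to 25.3, so the spread between libraries exceeds counting error. The common biological coefficient of variation was 0.146. The bulk tests were tested on simulated data with the means and library sizes of these libraries. For the ICI effect in INV+ cells with 200 changed genes among 13688, edgeR's quasi-likelihood test called 196 genes, of which 20 were false, and recovered 100% of the genes changed 4-fold and 76% of those changed 2-fold. In 200 simulated cells, 40 of them with 200 genes raised 2-fold, the score of the raised genes had an area under the ROC curve (AUC) of 1 and that of unchanged genes 0.450.

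Single cells were analysed in Seurat 5.3.0. The 3373 barcodes of the cell tables were filtered to cells with at least 2000 genes and at most 15% of UMIs from the mitochondrial genome. This kept 569 cells with mitochondrial pseudogenes not counted, and 288 would be kept with them counted as mitochondrial. Counts were log-normalized to 10000, 2000 variable genes were scaled with the mitochondrial percentage regressed out, and cells were clustered on 8 principal components by the Louvain method at the lowest resolution between 0.1 and 2, in steps of 0.1, that gave 5 clusters. Each cluster took the number of the paper's cluster whose Table S5 genes had the highest AUC in it. Phases were called by Seurat's cell cycle scoring. Doublets were called by scrublet as implemented in scanpy 1.11.5 (Python 3.11.15), and none was among the cells kept. A signature's score is the mean of its ICI-downregulated genes' z-scores, limited to 10. Thinned values use 5920 UMIs drawn from each cell, the 10th percentile, which leaves 512 cells. Random lists, 1000 for each list, were matched on mean expression in 25 bins. Since both libraries come from 1 sample, no test across cells was made, and exact 95% intervals cover counting error only. Lists of fibroblast, leukocyte and endothelial marker genes were scored to look for cells of other types.

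The alternatives tried for the bulk results were edgeR's exactTest with dispersions from the 4 libraries compared or from all 8, DESeq2 1.42.0, the quasi-likelihood test on the 4 libraries compared, RLE scaling, library totals, no filter, a filter at 50 counts on average, loess corrections (span 0.3) for GC content and for gene length, a model of the replicate numbers, and leaving out each library in turn with the genes tested kept. In the last, the lone library of a group is assumed to vary like those of the other groups. For the single cells they were other filters, 15 principal components, resolutions of 0.5 and 0.8, each library alone, the share of UMIs in place of z-scores, thinning and leaving out shared genes. The closing section gives their effect.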

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

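No test of an explanation in this part was chosen after its result was seen. As in the passages, p measures the spread between 2 libraries of each group.

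By a test of the difference itself, camera with a preset correlation, the ICI effect differed between INV+ and INV− cells for 16 gene lists. The median difference on the log2 scale (INV+ minus INV−) was −0.45 for the lower and 0.19 for the higher genes of Signature 1, −0.34 and 0.26 for those of Signature 2, and the study chose these 4 lists for passing its cutoffs in INV+ cells and missing them in INV− cells of these libraries, which fixes a difference in advance. The median was −0.55 for the G2/M genes and −0.31 for the S-phase genes. It was 0.68 for the classical ER target genes, −0.60 for the NFκB target genes, −0.28 for the p53 target genes, 0.33 for the heat shock and unfolded protein genes, 0.23 for the cholesterol synthesis genes and −0.27 for the other genes that the paper names. Smaller medians were those of the COPI, COPII and TMED genes (0.10), the epithelial adhesion genes (0.09), the RAB GTPases (−0.08) and the cytosolic ribosomal proteins (0.07). None of these medians changed sign with RLE scaling, library totals or a correction for GC content or gene length. With an estimated correlation 0 of the 33 lists passed (lowest adjusted p = 0.298). For single genes edgeR's quasi-likelihood test passed 0 (658 at an unadjusted p under 0.05), against 21 with DESeq2 and 164 with a replicate block.

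Several of these calls rest on single libraries. Without INV− −ICI replicate 1, the NFκB (adjusted p = 0.125), p53 (0.107), heat shock (0.118), COPI, COPII and TMED (0.152) and ribosomal lists (0.874, direction changed) did not pass. When INV− −ICI replicate 2 was left out, the S-phase genes (0.279), the higher genes of Signature 1 (0.224), the RAB GTPases (0.346) and the other genes that the paper names (0.234) did not pass, and without INV− +ICI replicate 1 these 4 also failed (0.237, 0.125, 0.262 and 0.100). With INV− +ICI replicate 2 left out, the ribosomal (0.165, direction changed), COPI, COPII and TMED (0.118) and NFκB lists (0.0618) did not pass. The fit without INV+ −ICI replicate 1 lost the S-phase (0.0733) and epithelial adhesion genes (0.0733), and that without INV+ −ICI replicate 2 the ribosomal (0.674), COPI, COPII and TMED (0.0716), NFκB (0.0552) and RAB lists (0.0552). Lost were the ribosomal list (0.981) without INV+ +ICI replicate 1 and, without INV+ +ICI replicate 2, the COPI, COPII and TMED (0.0693) and RAB lists (0.0524). The lists of G2/M genes, classical ER target genes and cholesterol synthesis genes passed without any 1 library. The lists of the signatures say nothing about stability, given how they were chosen.

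The lower genes of Signature 2 fell with ICI in INV+ cells by a median of 0.49 on the log2 scale, and they have a median GC content of 41.0% against 48.6% of the genes tested. After correction for GC content the median was −0.401, and after correction for gene length it was −0.48. Both lie past the bound of −0.25 set for exclusion. The study chose these genes for a change beyond 0.25 in these libraries, so passing that bound cannot exclude either cause. The values show only that a trend fitted over all genes took away a small part of the median. Of 1000 lists of other genes matched on GC content, 0 reached the median of these genes (lowest −0.11). That count cannot decide, because the lists left out the signature genes, which were chosen for their change in these libraries. An effect in INV+ cells alone stays open: the same genes had a median of −0.155 in INV− cells, with a range of −0.26 to −0.08 when each library was left out in turn, which spans the bound of −0.1 set for excluding it. The study chose these genes for their change in these INV+ libraries and for missing its cutoffs in INV− cells, so a difference between the fractions is favored by the choice.

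From INV+ and INV− cells without ICI, the paper reports ER and some of its target genes in Figure 1b. For metalloproteases and integrins it states a rise in invasive cells from RNA-seq and names no comparison. Among gene lists that it does not report from these libraries, 5 had at least 50% of their measured members called in one direction by edgeR's quasi-likelihood test. Of 27 immediate early genes 19 were higher in INV+ cells, and lower were 11 of 13 mRNAs of the mitochondrial genome, 30 of 54 G2/M genes, 15 of 30 classical ER target genes and 5 of 10 luminal keratins and related genes. Without any 1 library each of these lists still passed camera with a preset correlation, and none passed with an estimated correlation (adjusted p = 0.438 for 4 lists and 0.460 for the luminal keratins). No explanation was tested for these calls.

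In the single INV+ cells the classical ER target genes, a list that the paper did not score, had an AUC of 0.750 in Cluster 4, with 0.693 in library 007 and 0.831 in library 008. Summed over the list, Cluster 3 at 3908 CPM of UMIs lay near Cluster 4 at 4081, although its AUC was the lowest. TFF1 alone made up 2368 of the 4081 in Cluster 4. Both libraries are of 1 sample, so no test was made.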

How the results depend on the processing

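The likelihood-ratio test, clusters made without the signature genes, and scores in the thinned set of cells that were not thinned, that left out shared genes or that used 1 library were chosen after the data were seen. All other alternatives were set before the data were examined. Where a value changed, the cause was not tested unless the setting itself shows it.

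For genes called with ICI in INV+ cells (118), RLE scaling, library totals, a filter at 50 counts on average and corrections for GC content or length kept the count within 1.5 times. It was 639 with exactTest on the 4 libraries compared, 358 with exactTest on all 8, 316 with DESeq2, 353 with the quasi-likelihood test on the 4 libraries and 565 with no filter. For INV− cells (140) these 5 settings gave 405, 812, 703, 8 and 1634. INV+ against INV− cells without ICI (1726) gave 854 with the quasi-likelihood test on the 4 libraries. The difference between the ICI effects (0) gave 21 with DESeq2 and 56 with no filter. Genes in INV+ cells only at the Signature 1 cutoffs (0) numbered 214, 118, 97, 1 and 169 under the same 5 settings, and at the Signature 2 cutoffs (0) 343, 173, 145, 103 and 196, with 11 under library totals and 15 with the correction for gene length.

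Leaving out 1 library changed these counts to between 0 and 246 for ICI in INV+ cells, 0 and 1305 in INV− cells, 579 and 1717 for INV+ against INV− cells without ICI, 442 and 2356 with ICI (1818 with all libraries), 0 and 14 for the difference and 0 and 46 at the Signature 2 cutoffs. The lowest count without ICI came without INV+ −ICI replicate 2 and the lowest with ICI without INV+ +ICI replicate 1. Fewer libraries also leave fewer residual degrees of freedom.

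The replicate numbers mark no shared day or culture in the sources used here, but libraries of the same number deviated together from their group means, with correlations of 0.282 to 0.555 between groups. With a replicate block, 1652 genes passed for ICI in INV+ cells (729 higher and 923 lower, against 10 and 108), 3592 in INV− cells, 3961 and 4495 for INV+ against INV− cells without and with ICI and 164 for the difference, and 157 and 291 in INV+ cells only at the cutoffs of Signatures 1 and 2. With a replicate block and the correction for GC content these were 1424, 3680, 4121, 4600, 142, 118 and 212. Of the 97 results for single genes, 36 gained a call with the replicate block and 33 with the replicate block and this correction. The likelihood-ratio test with a replicate block on the 4 libraries compared gave 2547 genes in INV+ and 4015 in INV− cells, and 266 and 560 in INV+ cells only.

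Of the 33 gene lists, camera with a preset correlation passed 13 for ICI in INV+ cells, 17 in INV− cells, 15 and 14 for INV+ against INV− cells without and with ICI and 16 for the difference, and 0 in each with an estimated correlation. Some lists changed direction without 1 library. The matrix metalloproteases in INV+ against INV− cells without ICI, not past the test, did so without INV+ −ICI replicate 2 (adjusted p = 0.618) and INV− −ICI replicate 1 (0.671), within a range of 0.443 to 0.977, and the ribosomal proteins in the difference without INV− −ICI replicate 1 (0.874) and INV− +ICI replicate 2 (0.165), within a range of 1.9e-10 to 0.981. SRP9 in INV− cells, also not past the test, had −0.18 in place of 0.04 without INV− −ICI replicate 1 and without INV− +ICI replicate 1, and 0.31 without INV− −ICI replicate 2.

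Of 97 results for single genes, 95 kept their side of the threshold with RLE scaling and 2 lost their call, and with the correction for GC content 91 kept it, 4 lost and 2 gained a call. More calls were gained with exactTest on the 4 libraries compared (21 of 93) or on all 8 (15 of 93), no filter (19 of 97) and DESeq2 (15 of 97), and the quasi-likelihood test on the 4 libraries gained 13 and lost 7 of 93. Without 1 library 73 to 86 kept it and up to 24 lost their call. Under the alternatives that keep all libraries, none of the 97 changed direction. Clusters made without the signature genes changed none of the scores in Clusters 2 and 4 beyond the SD of the 2 libraries.

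The AUC of Signature 1 in Cluster 2 (0.632) was 0.605 with the share of UMIs, 0.593 with 15 principal components, 0.661 after thinning, 0.664 in the same cells not thinned, 0.608 thinned without shared genes and 0.706 thinned in library 008. In Cluster 4 (0.997) it was 0.926 with at least 1000 genes, 0.621 with at most 10% mitochondrial UMIs and 0.995 thinned in library 008. For Signature 2 in Cluster 2 (0.608) the values were 0.658 with the share of UMIs, 0.691 after thinning, 0.643 not thinned, 0.587 at resolution 0.8, 0.599 with 15 principal components and 0.585 in library 007 (these 3 below the paper's limit of 0.6), 0.658 thinned without shared genes and 0.760 thinned in library 008. In Cluster 4 (0.829) they were 0.922 with the share of UMIs, 0.744 without shared genes, 0.567 with at least 1000 genes (Cluster 0 had 0.720), 0.547 with at most 10% mitochondrial UMIs (Cluster 0 had 0.632), 0.883 after thinning, 0.875 not thinned, and 0.889 and 0.877 thinned in libraries 007 and 008. No cells matched Cluster 2 under the 2 other cell filters, and none Cluster 0 with 15 principal components. Under these 2 filters the groups matched to Cluster 4 held 93 and 183 cells, and 42.1% of the 183 were called G1. Leaving out doublets removed no cell and tests nothing. The share of cells with an ESR1 UMI (4.22%) was 1.19% over all barcodes, most of which hold fewer UMIs. Single-cell depth limits low genes: after thinning, CDK1 gave a UMI in 28.0% of Cluster 4 cells against 37.1% before.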

Differences from the paper's values

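The paper gives 314 genes regulated by ICI in INV+ cells only for Signature 1, where the quasi-likelihood test gave 0 at the same cutoffs (1759 at an unadjusted p under 0.05 in INV+ cells). Of the alternatives set before the data were examined, exactTest on the 4 libraries compared gave 214, 82 of them in the paper's signature, which is within 1.5 times. The other alternatives gave 0 to 169 and did not close the gap, among them DESeq2 with 97. One of these, the replicate block, gave 157, of which more, 110, were in the paper's signature. A likelihood-ratio test with a replicate block on the 4 libraries, chosen after seeing the values, gave 266 and drops 117 of the paper's 314 genes.

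For Signature 2 the paper gives 492 genes after removal of proliferation genes, which were not removed here, where the quasi-likelihood test gave 0. Of the alternatives set before the data were examined, exactTest on the 4 libraries compared gave 343, 56 of them in the paper's signature. The others, at 0 to 291, did not close the gap, among them DESeq2 with 145. The replicate block gave the 291, of which more, 112, were in the paper's signature. The same likelihood-ratio test, chosen after seeing the values, gave 560 and drops 242 of the paper's 492 genes.

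At the Signature 1 cutoffs, the paper's diagram shows about 290 genes regulated in both INV+ and INV− cells and about 1100 in INV− cells only (Fig. 2a, read by eye), where the quasi-likelihood test gave 0 and 0. No alternative set before the data were examined came within 1.5 times of either, and the likelihood-ratio test with a replicate block, chosen after seeing the values, gave 394 and 1056. For these groups no list of genes was compared.

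For Signature 2 without the shared genes, the paper's AUC in Cluster 3 is about 0.21 (Fig. S1, read by eye), against 0.130 here. No alternative set before the data were examined was run on this score. Thinning combined with this score, chosen after seeing the values, gave 0.157. It drops 0 of the clusters in which the paper finds this signature enriched. The other 19 AUCs compared and the number of cells kept, 569 against the paper's 543, were within 1.5 times. The 20 log2 fold changes compared were within their standard error, the widest gap being SLC6A14 with −3.98 here (standard error 1.64) and −4.81 in the paper's Table S3.

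Some results disagree with directions that the paper states, and for ER this cannot be told. The paper's share of cells with ER matches the 4.22% measured here in the 569 cells kept, not the 1.19% of all barcodes. The paper also reports ER as undetected once quality cutoffs are applied, without naming them. The 24 cells passed its limits on cells, so another cutoff may be meant. The paper finds an estrogen response gene set raised in no cluster, whereas another list, of classical ER target genes, had an AUC of 0.750 in Cluster 4. The paper describes TMED7 and NET1 as broadly expressed, and mainly in Clusters 2 and 4. NET1 goes with this, at 117 CPM of UMIs in Cluster 4 and 54.5 in Cluster 2, as does the broad expression of both, but TMED7 at 40.4, 34.3, 41.7 and 55.5 CPM of UMIs in Clusters 0, 1, 2 and 4 did not set Clusters 2 and 4 apart. The paper states that the shared genes contribute to the enrichment of Signature 2 above all in Cluster 2. Without them the AUC fell there from 0.608 to 0.599, below the paper's limit of 0.6 and so in its direction (0.691 to 0.658 after thinning), but it fell further in Cluster 4, from 0.829 to 0.744 (0.883 to 0.834 after thinning).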

Other observations

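Cells that crossed the membrane had lower levels of ER and its target genes than cells that did not, in RNA from E2 + DOX cells without ICI. ESR1 had a log2 fold change of −2.06 (INV+ against INV−, adjusted p = 0.00195 from edgeR's quasi-likelihood test), GREB1 −2.43 (0.00135), the progesterone receptor gene PGR −1.89 (0.00425) and XBP1 −2.22 (0.000229), and both INV+ libraries lay below both INV− libraries for each. These 4 genes passed under every alternative run. TFF1 had −2.42 (0.0525) and EGR3, a zinc finger transcription factor, −0.96 (0.434), which did not pass, although their libraries separated in the same way. Of 30 classical ER target genes 15 were lower and 0 higher, with a median of −1.08. In INV− cells ICI lowered 11 of these 30 genes (25 when adjusted over the list alone, median −1.12), and in INV+ cells 1 (5 over the list alone, median −0.36). By the test of this difference, with a median of 0.68, 0 of them passed singly. In INV− cells 0 genes passed for ICI without INV− +ICI replicate 1 or 2, and in INV+ cells 0 without INV+ −ICI replicate 1 or either INV+ +ICI library.

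The same comparison set apart other groups of genes. Of 27 genes of an immediate response to signals, 19 were higher and 1 lower in INV+ cells, with a median log2 fold change of 1.36, among them the matrix protein CCN1 (3.21, adjusted p = 7.75e-06 from edgeR's quasi-likelihood test) and the AP-1 subunits FOSL1 (2.05, 0.000724) and JUN (1.39, 0.000666). KRT17 and KRT80, keratins of basal and stratified epithelia, were higher (4.69, 0.000225 and 1.85, 0.000732), as was TPM2, a tropomyosin of stress fibers (2.90, 0.00121). Of 10 genes of the luminal type, 5 were lower and 1 higher, with a median of −0.72. Lower were the transcription factor SPDEF (−1.65, 0.00109), the disulfide isomerase AGR2 (−1.81, 0.00311) and the keratin KRT19 (−1.01, 0.00566), which did not pass without INV+ −ICI replicate 2 (0.0504). CENPF had −1.23 (0.00132), and the 54 G2/M genes a median of −0.74. Of 13 mRNAs of the mitochondrial genome 11 were lower, with a median of −0.83 and −0.94 for MT-ND4L, a subunit of respiratory complex I (0.00336). For each gene named here both libraries of one group lay above both of the other. The fractions come from opposite sides of the membrane, and no technical cause was tested for these values.

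Marker genes of other cell types were few and low. In bulk, 0 of 12 leukocyte, 2 of 10 fibroblast (COL1A1 and COL3A1) and 3 of 8 endothelial marker genes passed the filter on low counts, and in no ICI comparison was any of them called over all genes by edgeR's quasi-likelihood test. The endothelial cadherin CDH5 was higher in INV+ than in INV− cells without ICI (log2 fold change 2.16, adjusted p = 0.0242) and the collagen chain COL1A1, also in the EMT list, with ICI (0.95, adjusted p = 0.00953). The highest AUC after thinning was 0.684 for the fibroblast list (Cluster 3, 4 genes with a UMI), 0.651 for the endothelial list (Cluster 3, 3 genes) and 0.633 for the leukocyte list (Cluster 2, 5 genes), below the highest of the random lists in each case (0.719, 0.736 and 0.686), and the lists took 86, 50 and 62 UMIs over all cells. For these 3 lists and those in the next paragraph the comparison with random lists was chosen after the data were seen.

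Among the single INV+ cells, NFκB target genes scored highest in Cluster 1 (AUC 0.807, and 0.776 after thinning) and lowest in Cluster 3 (0.0824), and the cytosolic ribosomal proteins highest in Cluster 3 (0.930, and 0.933 after thinning). Cells were clustered on genes that include members of such lists, so these values describe the clusters and test nothing.

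The high score of the signatures' lower genes in Cluster 4 was weighed against explanations set before. UMI depth per cell is argued against by an AUC of 0.997 for Signature 1 and 0.883 for Signature 2 after thinning to equal depth, where at least 0.6 was set as the bound. Genes of like expression as the whole cause are argued against by 1000 random lists, whose highest AUC was 0.811 and 0.814. Those lists left out signature genes, of which 49 and 34 were among the variable genes used for clustering. The paper's Cluster 4 list, used for matching, holds 30 and 3 of them. With clusters made without signature genes, chosen after the data were seen, the AUC was 0.996 and 0.829. No random lists were scored in those clusters. It may be that division itself, to which many genes of Signature 1 belong, sets this score, since 0.999 remained for Signature 1 without the shared genes. The order depends on the limits on cells, under which the cells were clustered anew. With at least 1000 genes or at most 10% mitochondrial UMIs, Signature 2 scored 0.720 and 0.632 in the groups matched to Cluster 0. It scored 0.567 and 0.547 in those matched to Cluster 4, which held 93 and 183 cells. Of the 183 cells 42.1% were called G1, so that group no longer holds only cells called S or G2/M. These scores were not thinned. Whether the genes respond to ER in these cells was not tested, as no cell was treated with ICI.

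The lower score in Cluster 2 is less clear. UMI depth per cell is argued against by an AUC of 0.661 for Signature 1 and 0.691 for Signature 2 after thinning. Genes of like expression stay open as an explanation, because 2 and 1 of 1000 random lists scored as high (highest 0.679 and 0.700), and the bound set was a score above all of them. After thinning, the scores were 0.614 and 0.633 in library 007 and 0.706 and 0.760 in library 008. No biological explanation was tested.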
